# Fgf signalling triggers an intrinsic mesodermal timer that determines the duration of limb patterning

**DOI:** 10.1038/s41467-023-41457-6

**Published:** 2023-09-20

**Authors:** Sofia Sedas Perez, Caitlin McQueen, Holly Stainton, Joseph Pickering, Kavitha Chinnaiya, Patricia Saiz-Lopez, Marysia Placzek, Maria A. Ros, Matthew Towers

**Keywords:** Pattern formation, Morphogenesis, Growth factor signalling

## Abstract

Complex signalling between the apical ectodermal ridge (AER - a thickening of the distal epithelium) and the mesoderm controls limb patterning along the proximo-distal axis (humerus to digits). However, the essential in vivo requirement for AER-Fgf signalling makes it difficult to understand the exact roles that it fulfils. To overcome this barrier, we developed an amenable ex vivo chick wing tissue explant system that faithfully replicates in vivo parameters. Using inhibition experiments and RNA-sequencing, we identify a transient role for Fgfs in triggering the distal patterning phase. Fgfs are then dispensable for the maintenance of an intrinsic mesodermal transcriptome, which controls proliferation/differentiation timing and the duration of patterning. We also uncover additional roles for Fgf signalling in maintaining AER-related gene expression and in suppressing myogenesis. We describe a simple logic for limb patterning duration, which is potentially applicable to other systems, including the main body axis.

## Abstract (web summary)

The limb bud is patterned by crosstalk between the mesoderm and the overlying apical ectodermal ridge, but it has been difficult to determine the requirement for different ligands in this process. Here the authors use a chick wing explant system to show that fibroblast growth factors trigger a mesodermal programme that is key for timing limb bud patterning.

## Introduction

Much is known about how developing tissues and organs are spatially patterned. However, we have less knowledge about how the rate and/or duration of patterning events are determined both within and between different species - often referred to as developmental timing^1,2^. This is important because patterning events need to be temporally coordinated and larger species tend to develop at much slower rates than smaller species^3^. The developing limb is an excellent system for understanding how the duration of patterning is determined as we have extensive knowledge of the underlying mechanism, which is composed of early and late patterning phases^4^ (Fig. 1a). The early proximal patterning phase (red – Hamburger Hamilton stage HH18-22 in the chick wing) involves the stepwise activation of *Hoxa/d10/11* genes in proliferative distal mesoderm cells (dark blue circles in Fig. 1a), and requires a proximal signal - generally considered to be retinoic acid (RA) - emanating from the main body of the embryo^5–10^. Hoxa/d10/11 specify cells with proximal positional values, which direct their development into the stylopod and the zeugopod^11,12^ (humerus and the ulna/radius - Fig. 1a). The depletion of RA is influenced by growth of the limb away from the body and by the degradation enzyme, Cyp26b1, which is transcriptionally induced by Fibroblast growth factor (Fgf) signals from the apical ectodermal ridge^13,14^ (AER-Fgfs – the AER is a thickening of the distal epithelium – Fig. 1a). In different avian species (quail, chick and turkey), the duration of the early proximal patterning phase varies and takes between 12 and 30 h^15^. The loss of RA signalling in the distal part of the limb then allows the initiation of the late distal patterning phase (light blue in Fig. 1a – HH22-29 in the chick wing), coinciding with *Hoxa/d13* gene activation^9,16^, which specifies the positional values of the autopod^17^ (carpals, metacarpals and digit phalanges). In the quail, chick and turkey, the late distal patterning phase runs for a similar duration and takes between 48 and 54 h^15^. Prolonging RA signalling in quail and chick wings extends the early proximal patterning phase, and because the late distal phase remains unchanged, the duration of patterning is then equivalent to that of chick and turkey wings, respectively^15^. It is likely that the degradation of RA and/or its transcriptional effectors (Meis1/2) is responsible for species’ differences in patterning duration.

**Fig. 1:**
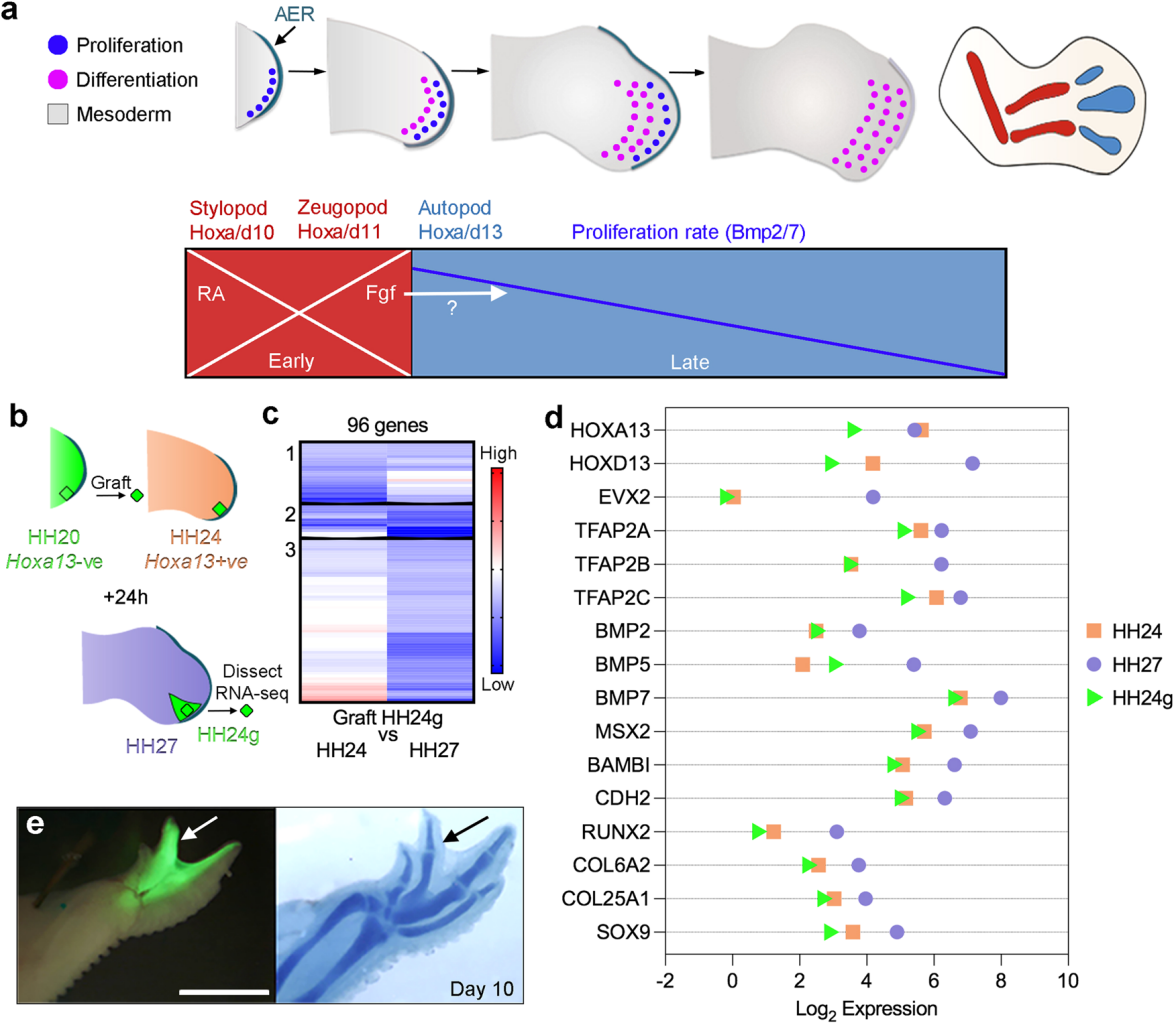
Proximo-distal patterning of the chick wing and the intrinsic mesoderm transcriptome. **a** A population of undifferentiated proliferative mesoderm cells (dark blue circles) is maintained beneath the apical ectodermal ridge (AER) at the distal tip of the wing - cells displaced proximally differentiate (pink circles) into proximal structures and then distal structures as outgrowth proceeds (stylopod - humerus, zeugopod –ulna/radius and then autopod – metacarpals, carpals and digit phalanges). Early proximal patterning phase: retinoic acid (RA) signalling from the flank is opposed by Fgf signalling from the AER (AER-Fgfs), which permits the mesodermal expression of *Hoxa/d10* and *Hoxa/d11* genes that specify the positional values of the stylopod and the zeugopod. Late distal patterning phase: clearance of RA is suggested to create a permissive environment for the mesodermal activation of *Hoxa/d13* genes that specify the positional values of the autopod. An intrinsic mesodermal Bmp2/7-dependent timer is proposed to control the duration of the patterning phase, and the involvement of AER-Fgfs is an open question. **b** Procedure to find the intrinsic mesoderm transcriptome: 150^3^ µm blocks of GFP-expressing (green – *Hoxa13*-ve) HH20 chick wing bud distal mesoderm was denuded of ectoderm and grafted under the AER of wild type HH24 buds (orange - *Hoxa13*+ve), incubated for 24 h until the host stage is HH27 (purple) and the graft stage is HH24 (HH24g - green), and then the distal-most 150^3^ µm of the graft was subjected to RNA-sequencing. **c** Clustering of RNA-sequencing data across pairwise contrasts with the log_2_-fold change degree of gene expression indicated by the colour (red: higher, blue: lower). **d** Plot showing expression levels of *Hoxa13, Hoxd13*, *Evx2, Tfapa*, *Tfapb, Tfapc, Bmp2, Bmp5*, *Bmp7, Msx2*, *Bambi, N-cadherin (Cdh2)*, *Runx2, Col6a2, Col25a1* and *Sox9* as normalised log_2_ values of the RNA-sequencing read-count intensities. **e** Grafts of HH20 mesoderm made to HH24 buds often give rise to complete digits as shown at day 10 (*n* = 12/35). Scale bar: 1 mm. Source data are provided as a Source Data file.

During the late distal patterning phase, the AER and underlying mesoderm continue to crosstalk via reciprocal signalling (epithelial-mesodermal or e-m signalling)^18^. The AER is an essential structure and its removal in the chick limb bud truncates outgrowth^19,20^, which can be rescued by a bead soaked in Fgf protein implanted into the distal mesoderm^21,22^. In turn, the mesoderm maintains AER-Fgfs via the production of Fgf10^23^ and of the Bmp (Bone morphogenetic protein) antagonist, Gremlin1 (Grem1)^24,25^. Embryological experiments performed on the chick wing suggest that an intrinsic Bmp2/7-dependent mesodermal proliferation timer controls the duration of the late distal patterning phase, which ends when all cells have differentiated^16,26,27^ (pink circles in Fig. 1a). The role of AER-Fgfs in this model is to maintain mesoderm proliferation as permissive factors. By contrast, mouse genetics support an instructive role for AER-Fgfs^28–33^, although this is difficult to verify because of their essential requirement during limb development^30^ (Fig. 1a).

Here, we use heterochronic grafting techniques coupled with RNA-sequencing to further decipher the extent to which the late distal patterning phase is directly controlled by extrinsic or intrinsic mechanisms in the chick wing mesoderm. We then develop an experimentally amenable tissue explant system to dissect the roles of Fgfs. We provide evidence that Fgfs are required for initiating the late distal patterning phase by activating *Hox13* genes. However, they are not required thereafter for intrinsic mesodermal proliferation/differentiation timing. We also reveal additional roles for Fgfs in maintaining AER-related gene expression and in suppressing myogenesis.

## Results

### The intrinsic chick wing mesoderm transcriptome

To understand the extent to which the late distal patterning phase is intrinsically regulated in the chick wing mesoderm we identified the underlying transcriptome. Previous heterochronic grafting techniques revealed that *Hoxa13* is intrinsically activated in chick wing mesoderm according to the age of the donor tissue, and that proliferation parameters, as well as cell adhesion properties are also maintained intrinsically^16^. To identify the intrinsic mesodermal transcriptome, we used the same experimental approach and applied RNA-sequencing. For the donor, we used transgenic chick embryos that ubiquitously and constitutively express Green Fluorescence Protein (GFP+ve) and grafted 150 μm^3^ blocks of HH20 (Hamburger Hamilton) distal mesoderm beneath the AER of wild type HH24 host wing buds (which are older by 24 h), and allowed them to develop for 24 h, so that the developmental stage of the graft is HH24g (graft), and the host is HH27 (Fig. 1b).

After HH20 grafts were made to HH24 wings and left for 24 h, we performed RNA–sequencing on 150 μm^3^ of the distal-most GFP+ve grafted mesoderm (HH24g, taking care not to dissect host GFP-ve tissue), and for controls, equivalent (non-grafted) HH27 tissue in the contralateral host wing bud, as well as HH24 tissue from the wing buds of different embryos (Fig. 1b). This identified 303 differentially expressed genes: 73 between HH24 and HH24g datasets and 230 between HH27 and HH24g datasets (>2-fold difference with an adjusted *p*-value of <0.05 – Supplementary data 1 and Supplementary data 2). We then used hierarchical clustering analyses to identify those genes that are intrinsically activated in the grafts like *Hoxa13*. Based on our previous analyses, we expected intrinsically activated genes to be expressed in the grafts (HH24g) at lower levels when compared with host levels (HH27), consistent with their later activation^16^. Three out of nine clusters contain genes that behave in this manner: cluster 1 (23 genes), cluster 2 (12 genes) and cluster 3 (61 genes (Fig. 1c; Supplementary Figs. 1–3). Expression was generally reduced in the grafts (HH24g) compared with donor levels (HH24), suggesting that the grafting procedure slightly delays gene activation as we noticed previously^16^. Nonetheless, most of the genes show similar trends in plots of the read-counts of the RNA-sequencing data, indicating that expression in HH24g samples (green triangles) is generally lower than, or equivalent to HH24 samples (orange squares), but substantially lower than HH27 samples (purple circles - Fig. 1d). The identification of *Hoxa13* confirmed the results of our previous study^16^, and is the only gene characterised in limb development that is found in cluster 1. *Hoxd13* and *Evx2*, which are co-regulated syntenic genes, are found adjacent to each other in cluster 2. Many genes that are involved in limb development are present in cluster 3, including three that encode members of the Ap2 family of transcription factors, Tfap2a, Tfap2b and Tfap2c, which have been implicated in maintaining the undifferentiated state of the distal mesoderm^34,35^. In addition, several genes encoding members of the Bmp pathway are found, including the Bmp2, Bmp5 and Bmp7 ligands, and their downstream transcriptional effector, Msx2. *Bambi* is also present, which encodes a pseudoreceptor that limits the range of Bmp signalling in chick wing distal mesoderm^36^. These findings support those of our earlier study in which we revealed that BMP signalling regulates an intrinsic proliferation timer in the chick wing mesoderm^27^. Additional genes of interest in cluster 3 include *N-cadherin*, which encodes a molecule that mediates cell adhesion along the proximo-distal axis^37^, and differentiation regulators, including *Col25a1* and *Col6a2* (connective tissue), *Sox9* (cartilage) and *Runx2* (bone). This is consistent with the finding that grafts of HH20 distal mesoderm made to HH24 buds often give rise to a complete digit, thus demonstrating their intrinsic differentiation potential (Fig. 1e). Genes that could act downstream of Bmp signalling in progressively suppressing G1- to S-phase entry are not represented in the intrinsic transcriptome, possibly because core cell cycle regulators are predominantly controlled at the post-translational level. However, a likely candidate is the Cyclin D inhibitor, *p57*^*kip2*^ (CDKN1C)^38^, which is expressed in the mesoderm of chick wing buds specifically during the late distal patterning phase between HH23 and HH29 (Supplementary Fig. 4a). Moreover, *p57*^*kip2*^ is transcriptionally regulated by Bmp signals: it is induced/upregulated or repressed/downregulated 24 h after beads soaked in Bmp2, or the Bmp signalling inhibitor, Noggin, are implanted into the distal mesoderm of HH24 wings, respectively (Supplementary Fig. 4b–e). These data reveal the transcriptome involved in intrinsic mesoderm development.

### Chick wing explants proliferate with in vivo rates

We did not identify genes associated with Fgf signalling in the intrinsic mesoderm transcriptome (Supplementary Figs. 1–3). However, it is possible that Fgf signalling permissively maintains intrinsic mesodermal gene expression. This is difficult to validate experimentally because of the essential requirement for the AER and for Fgfs during in vivo limb development^19,20,30^. We investigated whether a tissue explant system could circumvent the essential functions of the AER and Fgfs, by culturing the posterior-distal third of HH20 chick wing buds in Matrigel (Supplementary Fig. 5a). To begin with, we included the Sonic hedgehog (Shh)-producing polarising region (ZPA) – a developmental organiser located in the posterior-distal mesoderm – because it makes an essential reciprocal signalling loop with AER-Fgfs^39,40^. We determined whether in vivo proliferation parameters are maintained in explants using flow cytometry, which gives an accurate stage-specific read-out of cell cycle rate^16,27^ (percentage of cells in G1-phase). The analyses reveal that there is no significant difference in proliferation rates between in vivo tissue and explanted tissue at 24 and 48 h (Supplementary Fig. 5b).

### Explants closely maintain in vivo gene expression parameters

Having developed a chick wing tissue explant system that maintains in vivo proliferation timing, we determined gene expression parameters using the multiplex RNA-fluorescence in situ hybridisation (FISH) with amplification by hybridisation chain reaction (HCR) technique followed by light-sheet microscopy. Over time, *Meis1* and *Hoxa11* expression are excluded from the distal mesoderm and become restricted to proximal regions of both wing buds and explants (Fig. 2a–d, note, distal is to the top of the panels and posterior is to the right-hand side). In addition, *Hoxa13*, *Hoxd13*, *Shh*, *Bmp2*, *Sox9* and *Runx2* are expressed in distal regions of both wing buds and explants (Fig. 2e–p). In explants, there is a slight delay of approximately 6–12 h in the clearance of *Meis1* and *Hoxa11* from distal regions, and in the activation of *Hoxa13* and *Runx2*, which is likely to be caused by acclimatisation to the culturing conditions (Fig. 2a–d, e–f, o–p). Although digit condensations are observed in wing buds as indicated by *Sox9* and *Runx2* expression at 72 h (Fig. 2m, o), they are not as pronounced in explants (arrowheads - Fig. 2n, p). Taken together, these findings indicate that explants closely replicate in vivo gene expression parameters.

**Fig. 2:**
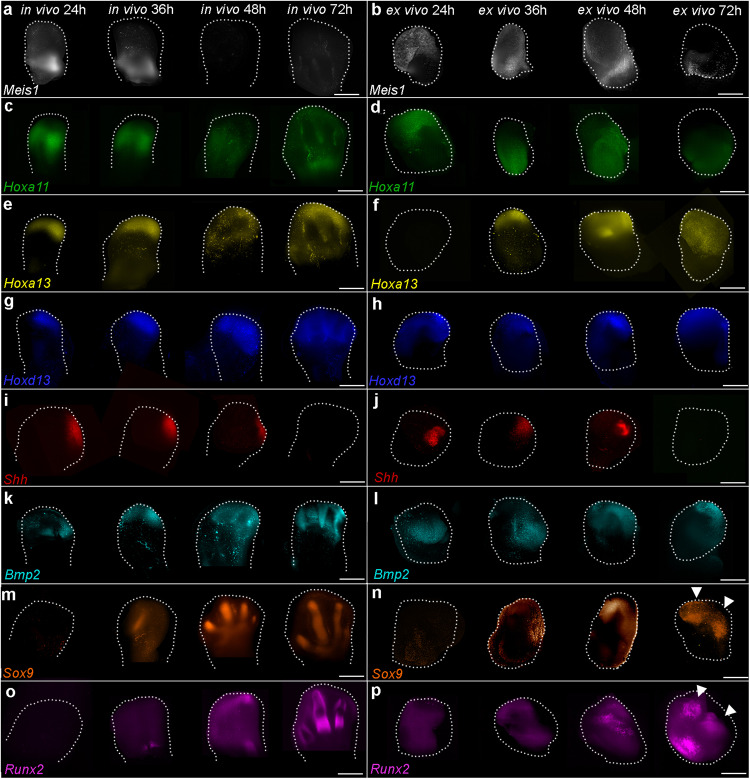
Gene expression timing in explants. **a**, **b** *Meis1*, (**c**, **d**) *Hoxa11*, (**e**, **f**) *Hoxa13*, (**g**, **h**) *Hoxd13*, (**i**, **j**) *Shh*, (**k**, **l**) *Bmp2*, (**m**, **n**) *Sox9* and (**o**, **p**) *Runx2* expression in wing buds (in vivo) and explants (ex vivo) over 72 h shown by HCR in situ hybridisation (*n* = >3 in all cases - distal is the top of the panels; posterior is the right). There is a delay in the clearance of *Meis1* (**a**, **b**) and *Hoxa11* (**c**, **d**) from the distal part of explants and in the activation of *Hoxa13* (**e**, **f**) and *Runx2* (**o**, **p**). Digit condensations are marked by *Sox9* and *Runx2* expression in (**m**, **o**) wing buds and (**n**, **p**) explants (arrowheads). Scale bars for wing buds − 500 μM and explants − 200 μM.

### Explants without an AER proliferate with in vivo rates

To begin to test the requirement for Fgfs in the late distal patterning phase in chick wing explants, we removed the AER at 0 h, as shown by the absence of *Fgf8* expression at 24 h (Supplementary Fig. 6a, b). In addition, *Shh* expression is also undetectable, consistent with a role for the AER in maintaining the activity of the polarising region^39–41^ (Supplementary Fig. 6a, b). The removal of the AER dramatically attenuates Fgf signalling, as determined by a downstream readout, *Mkp3* (also known as *Dusp6* and *Pyst1*)^42^, which is either absent or expressed at very low levels at 24 h (Supplementary Fig. 6c, d). This finding could indicate that expression and/or signalling by mesodermal Fgfs is also affected by the removal of the AER - in particular, Fgf10, that reciprocally maintains *Fgf8* expression^23^. However, *Fgf10* is expressed at reduced levels at 24 h, thus indicating that it is regulated independently of Fgf8, and that *Mkp3* expression relies more on AER-Fgfs than on mesodermal-Fgfs (Supplementary Fig. 6e, f).

Despite losing the activity of both the AER and the polarising region, flow cytometric analyses reveal no significant difference in the percentage of G1-phase cells in explants compared with controls at 24 and 48 h (Fig. 3a). Additionally, EdU labelling demonstrates no significant difference in the percentage of cells that are transiting through S-phase at 24 and 48 h in controls (Fig. 3b, d, f) compared with explants cultured without an AER (Fig. 3c, e, f). Furthermore, although explants without an AER appear to have a smaller surface area, it is not significantly different to explants that have an intact AER (Fig. 3g). However, compared with controls, in which the posterior necrotic zone can be detected by lysotracker staining at 24 and 48 h (Fig. 3h, j, l), a significant 2.91- and 2.71-fold increase in apoptosis is detected in explants without the AER at 24 and 48 h, respectively (Fig. 3i, k, l). These findings reveal that the AER and the polarising region are dispensable for mesodermal proliferation timing in explants.

**Fig. 3:**
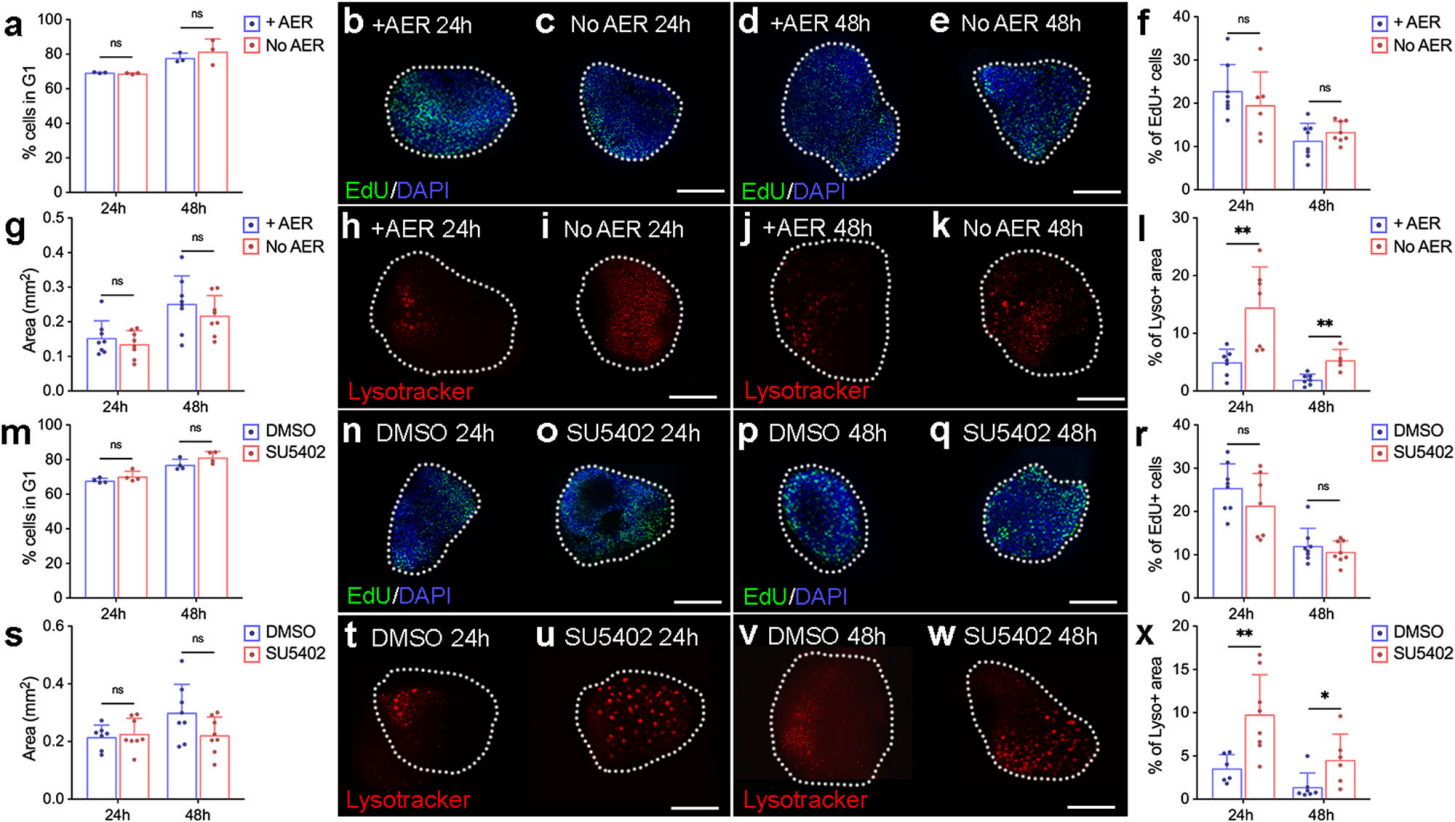
AER removal and Fgf signalling inhibition in explants. **a** Flow cytometry reveals no significant difference in G1-phase cells in explants cultured with or without the AER at 24 h (*n* = 3,3, *p* = 0.22) and 48 h (*n* = 3,3, *p* = 0.46). **b**, **c** EdU labelling in explants cultured with or without the AER at 24 h (*n* = 8, 8) and (**d**, **e**) at 48 h (*n* = 7, 8). **f** Quantification of EdU labelling shows no significant difference in explants cultured with or without the AER for 24 h (*n* = 8, 6, *p* = 0.39) and 48 h (*n* = 8, 8 *p* = 0.25). **g** The surface area is not significantly different between explants cultured with or without the AER at 24 h (*n* = 8, 8, *p* = 0.44) and 48 h (*n* = 8, 8, *p* = 0.35). **h**, **i** Lysotracker staining is increased in explants cultured without the AER at 24 h (*n* = 7, 7) and (**j**, **k**) 48 h (*n* = 5, 7). **l** Lysotracker staining is significantly increased at 24 h (*n* = 7, 7, *p* = 0.005) and 48 h (*n* = 7, 5, *p* = 0.002) in explants cultured with an AER 48 h. **m** Flow cytometry reveals no significant difference in G1-phase cells between explants cultured with control DMSO or SU5402 at 24 h (*n* = 4, 4, *p* = 0.21) and 48 h (*n* = 4, 4, *p* = 0.11). **n**, **o** EdU labelling in explants cultured with DMSO or SU5402 at 24 h (*n* = 7, 8) and (**p**, **q**) 48 h (*n* = 8, 8). **r** Quantification of EdU labelling shows no significant difference in controls and SU5402-treated explants at 24 h (*n* = 8, 7, *p* = 0.25) and 48 h (*n* = 8, 8, *p* = 0.42). **s** The surface area is not significantly different between explants cultured with DMSO or SU5402 at 24 h (*n* = 7, 7, *p* = 0.67) and 48 h (*n* = 7, 7, *p* = 0.08). **t**, **u** Lysotracker staining is increased in explants cultured with SU5402 at 24 h (*n* = 6, 8) and (**v**, **w**) 48 h (*n* = 6, 7). **x** Lysotracker staining is significantly increased at 24 h (*n* = 6, 8, *p* = 0.009) and 48 h (*n* = 7, 6, *p* = 0.03) in explants treated with SU5402. *n* = biologically independent samples. All bars represent the mean +/− standard deviation represented as error bars. Individual data points are presented as dots overlaid within each bar. Statistical significance was determined through two-tailed unpaired *t*-tests. **p-value ≤ 0.01, *p-value ≤ 0.05 Scale bars − 200 μM. Source data are provided as a Source Data file.

### Explants proliferate normally without Fgfs

To inhibit Fgf signalling in chick wing explants in a more direct way than by removing the AER, we used a pharmacological approach, by applying the Fgf receptor inhibitor, SU5402, to the culture medium at 0 h. *Mkp3* is observed at low/background levels in explants treated with SU5402 at 24 h (Supplementary Fig. 7a, b). In addition, SU5402 application reduces *Fgf10* expression levels at 24 h, indicating that it is transcriptionally regulated, at least in part, independently of Fgf signalling (Supplementary Fig. 7c, d). To determine the proliferative requirement for Fgf signalling, we performed flow cytometry and found no significant difference in the percentage of G1-phase cells in explants treated with or without SU5402 for 24 and 48 h (Fig. 3m). Correspondingly, EdU labelling demonstrates no significant difference in the percentages of cells that are transiting through S-phase at 24 and 48 h in controls (Fig. 3n, p, r) compared with explants treated with SU5402 (Fig. 3o, q, r). Explants treated with SU5402 have a similar surface area when compared with controls at 24 h, and appear smaller at 48 h, although not significantly (Fig. 3s). However, compared with controls (Fig. 3t, v, x), lysotracker staining indicates a significant 2.75- and 3.19-fold increase in apoptosis in explants treated with SU5402 at 24 and 48 h, respectively (Fig. 3u, w, x). Therefore, the attenuation of Fgf signalling and the removal of the AER have similar effects on explant development, and neither affects mesodermal proliferation timing.

### Requirement of Fgf for gene expression

We sought to determine the global requirement of Fgf signalling during the distal patterning phase, by adding SU5402 to the culture medium, and then performing RNA-sequencing at 48 h on entire explants. 

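Explants were cultured for 48 h with the Fgf receptor inhibitor SU5402 at 5 µM, or with its solvent DMSO alone, and 3 libraries per treatment were sequenced. For each library the authors deposited the number of reads on each gene divided by the library's DESeq2 size factor (normalized counts), and FPKM values. In all 6 libraries the FPKM values were scaled to 1 shared total of 33590126 and not to the total of each library. Every normalized count was, within a tolerance of 0.01 for a whole read, a whole multiple of 1 step per library, so the reads behind it could be recovered. Between 25849833 and 44261768 reads were counted on genes in the DMSO libraries, with a median of 31687741, and between 29390751 and 37373688 in the SU5402 libraries, with a median of 36067053. Taken over genes together, read counts of libraries of the same treatment differed by 8.50 to 14.2 times the variance that counting alone gives. Libraries thus varied by more than counting error, but this was not examined gene by gene. The normalized counts, with 1 added, were compared on the log2 scale by limma's moderated test with Benjamini-Hochberg adjustment over the 16324 genes, 14096 of them protein coding, that had at least 10 normalized counts in at least 3 libraries. Genes are called differentially expressed at an adjusted p-value below 0.05 and a change of more than 2-fold. Where no library of a treatment had more than 3 reads on a gene, the fold change is given as a lower bound computed at 3 reads, a limit that covers counting error only. Values of single genes are mean normalized counts ± SD over the 3 libraries of a treatment, and negative log2 fold changes mean lower expression with SU5402. Gene positions are those in the authors' files, whose genome build the paper's text does not name. The first principal component held 67.2% of the variance and separated the treatments.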

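By limma's moderated test with Benjamini-Hochberg adjustment, 1479 of the 14096 protein-coding genes tested (10.5%) were differentially expressed between SU5402- and DMSO-treated explants at 48 h. Of these, 846 were up-regulated and 633 were down-regulated. On the adjusted p-value alone, without the 2-fold threshold, 4460 protein-coding genes passed. With each library left out in turn, between 1293 and 1410 genes were differentially expressed. The count moved most when the test itself was made against a 2-fold change with limma's treat, an alternative chosen after the data were seen, which called 394 genes. In the authors' deposited DESeq2 comparison, 1418 of the 1479 genes are differentially expressed in the same direction.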

In total, the expression of 1600 protein coding genes is significantly affected by SU5402 application, of which, 937 are up-regulated and 663 are down-regulated (>2x-fold change with an adjusted *p*-value of <0.05 - Supplementary data 3 – all sequenced genes are shown in Supplementary data 4). We concentrated on genes that have known roles in Fgf signalling and/or limb patterning (Fig. 4a -note log_2_-fold changes, as well as actual read-counts shown as Fragments per kilobase of transcript per million reads mapped). All four *Sprouty* (*Spry1-4*) genes and *Mkp3*, which are targets of Fgf signalling^43^, are down-regulated. 

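SPRY3 (ENSGALG00000007448, on chromosome 4 from 11028600 to 11029490) had 178 ± 36.0 normalized counts (SD, n = 3) in DMSO-treated explants and no read in any SU5402 library, and was at least 61.1-fold lower with SU5402. MKP3 (ENSGALG00000011207, on chromosome 1 from 43322569 to 43326909), which encodes the phosphatase also called DUSP6, fell from 3439 ± 158 to 511 ± 59.7 normalized counts, a log2 fold change of -2.75 (SE 0.10, adjusted p = 1.8e-04) by limma's moderated test with Benjamini-Hochberg adjustment. SPRY4 had a log2 fold change of -3.49 (SE 0.29, adjusted p = 0.0012) from the same test. SPRY1 changed by -1.72 (SE 0.07, adjusted p = 2.5e-04) and SPRY2 by -1.43 (SE 0.09, adjusted p = 6.1e-04). With each library left out in turn, the log2 fold change of MKP3 stayed between -2.84 and -2.67. Of these 5 genes, SPRY2 alone lost its call under an alternative, limma's treat.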

*Fgf8* is down-regulated, as are several other genes expressed in the AER, including *Sp8*, *Hoxc13* and *Dlx5/6*^44^. 

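FGF8 (ENSGALG00000007706, on chromosome 6 from 23669486 to 23675847) had 107 ± 45.7 normalized counts (SD, n = 3) with DMSO and at most 3 reads in each SU5402 library, which makes it at least 36.8-fold lower. SP8 fell from 593 ± 55.3 to 42.0 ± 9.33, a log2 fold change of -3.80 (SE 0.17, adjusted p = 2.8e-04) by limma's moderated test with Benjamini-Hochberg adjustment. HOXC13 is expressed at a low level, with 30.7 ± 5.34 normalized counts in DMSO- and 2.47 ± 2.85 in SU5402-treated explants, and changed by -3.57 (SE 0.69, adjusted p = 0.016). It was not past the threshold without DMSO replicate 2, DMSO replicate 3 or SU5402 replicate 3. For DLX5 the log2 fold change was -1.13 (SE 0.08, adjusted p = 9.2e-04). DLX6 changed by -1.22 (SE 0.28, adjusted p = 0.027), with 343 ± 52.7 normalized counts against 151 ± 57.9. The call of DLX6 held without SU5402 replicate 1, but not with any of the other 5 libraries left out. Neither DLX gene was called by edgeR's glmTreat, a test against a 2-fold change.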

Consistent with the AER removal experiments, *Shh* is reduced, as are downstream effectors of the signalling pathway, including *Hhip*, *Ptch1/2* and *Gli1*^45^. 

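SHH (ENSGALG00000006379, on chromosome 2 from 8166209 to 8175880) had 611 ± 182 normalized counts (SD, n = 3) in DMSO-treated and 11.0 ± 1.19 in SU5402-treated explants, a log2 fold change of -5.63 (SE 0.25, adjusted p = 2.6e-04) by limma's moderated test with Benjamini-Hochberg adjustment. Its log2 fold change stayed between -5.90 and -5.45 with each library left out in turn. HHIP changed by -3.44 (SE 0.15, adjusted p = 2.4e-04), PTCH1 by -2.30 (SE 0.10, adjusted p = 2.5e-04) and GLI1 by -1.86 (SE 0.14, adjusted p = 9.0e-04). The lowest DMSO library lay above the highest SU5402 library for each of these 4 genes, and chance alone keeps 3 libraries from overlapping 3 others in 10% of genes. No alternative removed the call of any of them.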

*Hoxa11/13/d10/11/12/13* and *Evx2* are down-regulated, with *Hox13* genes showing the greatest reduction in expression. 

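HOXA13 (ENSGALG00000027234) has no symbol in the files, which list a homeobox gene on chromosome 2 from 32680060 to 32682168, between HOXA11 and EVX1. It had 540.2 ± 171 normalized counts (SD, n = 3) with DMSO and 12.6 ± 5.57 with SU5402, a log2 fold change of -5.34 (SE 0.35, adjusted p = 6.4e-04) by limma's moderated test with Benjamini-Hochberg adjustment. HOXD13 (on chromosome 7 from 16324760 to 16327333) fell from 5043 ± 557 to 715 ± 233, a log2 fold change of -2.86 (SE 0.25, adjusted p = 0.0014). EVX2 (on chromosome 7 from 16333056 to 16334408) fell from 103 ± 15.8 to 4.02 ± 6.22, a log2 fold change of -5.19 (SE 0.94, adjusted p = 0.013). Most EVX2 reads with SU5402 came from replicate 1, with 11.2 normalized counts against 0.876 and 0 in replicates 2 and 3, and its log2 fold change lay between -6.24 and -4.44 with each library left out. Limma's treat did not call EVX2, HOXA11 or HOXD12, and edgeR's glmTreat did not call HOXD12. HOXA11 changed by -1.21 (SE 0.10, adjusted p = 0.0012), HOXD10 by -1.57 (SE 0.09, adjusted p = 4.7e-04) and HOXD11 by -1.57 (SE 0.09, adjusted p = 5.2e-04). HOXD12, at -1.07 (SE 0.16, adjusted p = 0.0079), fell short of a 2-fold change without DMSO replicate 3 and without SU5402 replicate 2. Among the other genes of the HoxD cluster, chosen for mention after their values were seen, HOXD8 changed by -2.38 (SE 0.12, adjusted p = 3.2e-04) and HOXD9 by -1.63 (SE 0.11, adjusted p = 8.0e-04).

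**Figure D1:**
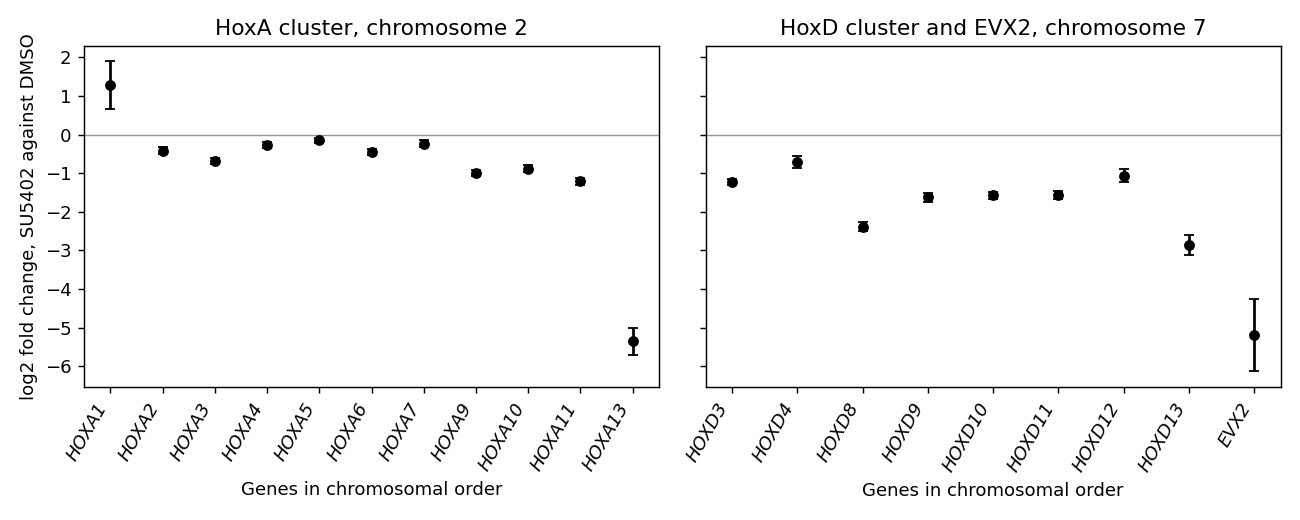
Log2 fold change with SU5402 against DMSO (points) and its standard error (bars) for the genes of the HoxA cluster and of the HoxD cluster with EVX2, each in chromosomal order. HOXA13 lies at -5.34 beside HOXA11 at -1.21, and HOXD13 at -2.86 between HOXD12 at -1.07 and EVX2 at -5.19.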

Other down-regulated genes include *Fgf10*, as well as *Bmp2* and its downstream targets, *Msx1* and *Sox9*^46^. 

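FGF10 fell with SU5402, with a log2 fold change of -2.60 (SE 0.15, adjusted p = 4.5e-04) by limma's moderated test with Benjamini-Hochberg adjustment. BMP2 (on chromosome 3 from 15202203 to 15229780) fell from 1491 ± 59.4 to 708 ± 166 normalized counts (SD, n = 3), a log2 fold change of -1.10 (SE 0.19, adjusted p = 0.011). Without SU5402 replicate 2, in which it was lowest, the log2 fold change of BMP2 was -0.90, short of 2-fold. SOX9 (on chromosome 18 from 8785940 to 8789042) fell from 2581 ± 361 to 906 ± 77.2 and was 2.84-fold lower (adjusted p = 0.0012). MSX1 had 4105 ± 483 normalized counts with DMSO and 1902 ± 715 with SU5402, a log2 fold change of -1.16 (SE 0.27, adjusted p = 0.027). Its adjusted p passed the threshold without SU5402 replicate 1 but not with any of the other 5 libraries left out.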

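Of the 38 genes in Fig. 4a, 3 rose with SU5402. ALX4 (on chromosome 5 from 22046823 to 22071211) rose from 295 ± 28.9 to 1765 ± 149 normalized counts (SD, n = 3), a log2 fold change of 2.58 (SE 0.10, adjusted p = 2.3e-04) by limma's moderated test with Benjamini-Hochberg adjustment. WNT2B rose from 189 ± 35.9 to 1077 ± 145, a log2 fold change of 2.52 (SE 0.18, adjusted p = 8.7e-04). GREM1 (on chromosome 5 from 30776671 to 30777369) rose from 316 ± 28.9 to 837 ± 139, a log2 fold change of 1.39 (SE 0.14, adjusted p = 0.0021). Of the alternatives run, limma's treat alone removed a call among the 3, that of GREM1.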

Very few genes known to be involved in limb patterning are up-regulated, but exceptions include *Grem1*, which encodes the AER maintenance factor, and *Alx4*, which represses *Shh* expression^47^. HCR in situ hybridisation for *Mkp3*, *Fgf10*, *Fgf8*, *Shh*, *Hoxa13*, *Hoxd13*, *Bmp2* and *Sox9* at 48 h (Fig. 4b–q) confirm the RNA-sequencing data (Fig. 4a). Consistent with the finding that Fgf signalling is dispensable for proliferation (Fig. 3), RNA-sequencing indicates that the expression of the rate-limiting effectors of cell cycle phases are unaffected by the attenuation of Fgf signalling; *Cyclins D1/2* (*CCND1/2*; G1-phase), *Cyclins E1/E2* (*CCNE1/2*; G1- to S-phase), *Cyclin A2 (CCNA2*; S*-* and G2- to M-phase*), Cyclin B2 (CCNB2*; G2- to M-phase*)* (Supplementary Fig. 8a). In addition, *Proliferating Cell Nuclear Antigen* (*PCNA*) expression, which is a reliable indicator of cell cycle progression^48^, is unaffected by Fgf signalling inhibition, as determined by RNA-sequencing and HCR in situ hybridisation at 48 h (Supplementary Fig. 8a–c). These observations indicate critical roles for Fgf signalling in activating *Hoxa/d13* expression, and in maintaining the AER and the polarising region in explants. 

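None of the 7 genes of Supplementary Fig. 8a changed by more than 2-fold, and 2 had an unadjusted p under 0.05. CCND1 fell from 2111 ± 70.1 to 1373 ± 35.1 normalized counts (SD, n = 3), a log2 fold change of -0.62 (SE 0.06, adjusted p = 0.0016) by limma's moderated test with Benjamini-Hochberg adjustment. CCNA2 fell from 4388 ± 102 to 3675 ± 95.1, a log2 fold change of -0.26 (SE 0.05, adjusted p = 0.021). Both pass an adjusted p of 0.05 without the 2-fold threshold, among all genes tested and adjusted over the list alone. The paper names these genes for their roles in the cell cycle and does not state whether these libraries entered the choice, so the second count is not taken as independent evidence. CCND2 changed by -0.04 (SE 0.06, adjusted p = 0.67), CCNE2 by 0.15 (SE 0.07, adjusted p = 0.16) and CCNB2 by 0.07 (SE 0.05, adjusted p = 0.37). CCNE1 changed by 0.03 (SE 0.08, adjusted p = 0.82), and the sign of this small value turned with the library left out, from -0.03 without DMSO replicate 3 to 0.07. No alternative brought any of the 7 genes past both thresholds.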

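PCNA (ENSGALG00000029292, on chromosome 22 from 479245 to 482505) had 12575 ± 167 normalized counts (SD, n = 3) in DMSO-treated and 12031 ± 295 in SU5402-treated explants, a log2 fold change of -0.06 (SE 0.05, adjusted p = 0.4) by limma's moderated test with Benjamini-Hochberg adjustment. With each library left out in turn, its log2 fold change stayed between -0.08 and -0.05.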

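All 38 genes of Fig. 4a passed both thresholds by limma's moderated test with Benjamini-Hochberg adjustment, 35 of them lower and 3 higher with SU5402, and all 38 also did so adjusted over the list alone. The study chose these genes on the same libraries, so neither the count over the list nor a test of the list as a set is independent evidence. The median log2 fold change of the list was -2.08, also with SPRY3 and FGF8 at their bounds, and 5 of its genes also belong to the intrinsic genes of Fig. 6. The count moved most with limma's treat, which called 24 of the 38. Without DMSO replicate 3, 33 of the 38 were called. As a set, tested with limma's camera at a preset correlation between genes of 0.01 and adjusted over 14 lists, the 38 genes had an adjusted p of 4.5e-17. Of the 14 lists, 9 passed this test. All 9 also passed with fry, and 1, a list of endothelial genes, passed with the correlation estimated from the data. From the RNA-sequencing, HCR and cell cycle observations together, the paper proposes critical roles for Fgf signalling in explants, in activating Hoxa13 and Hoxd13 and in maintaining the AER and the polarising region.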

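A list of 15 cartilage genes was set before the values were seen, and 12 of them were expressed highly enough to be tested. COL2A1, which encodes the main collagen of cartilage, had 22432 ± 2563 normalized counts (SD, n = 3) with DMSO and 20088 ± 1917 with SU5402, a log2 fold change of -0.16 (SE 0.12, adjusted p = 0.36) by limma's moderated test with Benjamini-Hochberg adjustment. SOX5 changed by -1.26 (SE 0.17, adjusted p = 0.005) and ACAN by -2.79 (SE 0.56, adjusted p = 0.017). In all, 6 of the 12 genes were down-regulated and none was up-regulated, among all genes tested and adjusted over the list alone. Between libraries of the same treatment ACAN varied widely, with 2875 ± 1189 normalized counts with DMSO and 450.0 ± 285 with SU5402, and it was not called without DMSO replicate 1, without DMSO replicate 3 or without SU5402 replicate 1.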

The persistent, albeit reduced expression of *Bmp2* and *Sox9*, suggests that Fgf signalling is dispensable for the onset of chondrogenesis.

**Fig. 4:**
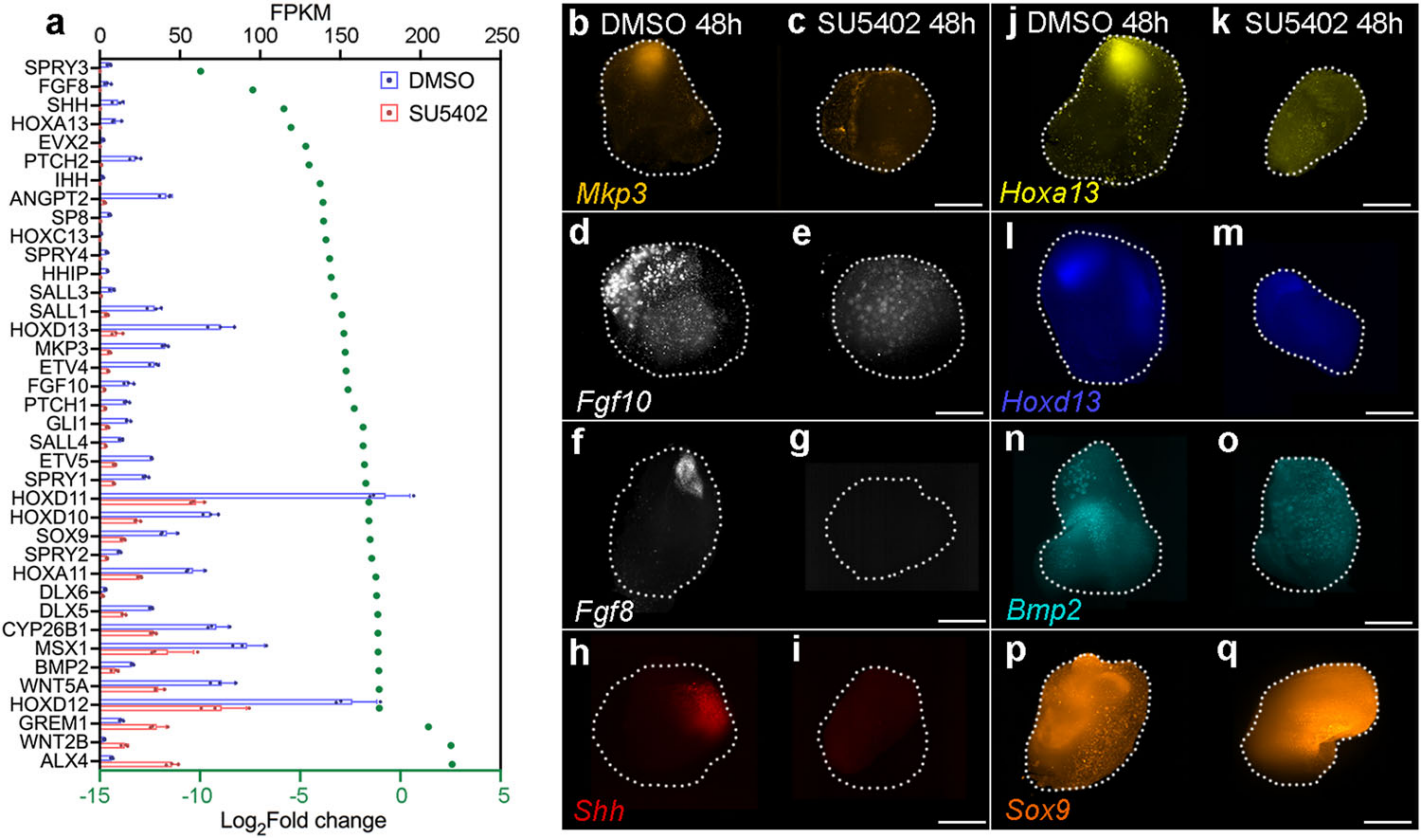
RNA sequencing of SU5402-treated explants. **a** Expression of genes involved in Fgf signalling and/or limb development in control DMSO- and SU5402-treated explants at 48 h as shown by log_2_-fold changes (*n* = 3, >2-fold change; differential expression analysis was performed using DESeq2 (one-tailed Wald test) and the resulting *p*-values were adjusted using the Benjamini and Hochberg procedure for controlling the false discovery rate; adjusted *p*-values of <0.05; green dots) and normalised read-counts mapped to each gene (FKPM – Fragments per kilobase of transcript per million reads mapped). Bars represent the mean +/− standard deviation represented as error bars. Individual data points are presented as dots overlaid within each bar. **b**, **c** *Mkp3*, (**d**, **e**) *Fgf10*, (**f**, **g**) *Fgf8*, (**h**, **I**) *Shh*, (**j**, **k**) *Hoxa13*, (**I**, **m**) *Hoxd13*, (**n**, **o**) *Bmp2*, and (**p**, **q**) *Sox9* expression are down-regulated in SU5402- compared with DMSO-treated explants as shown by HCR in situ hybridisation at 48 h (*n* = 4/4 in each example). Scale bars − 200 μM. *n* = biologically independent samples. Source data are provided as a Source Data file with individual *p*-values.

### Fgf suppresses myogenesis

The RNA-sequencing data also reveals that the inhibition of Fgf signalling in explants causes a significant up-regulation of genes representing all steps of the myogenic pathway at 48 h (Fig. 5a – Supplementary data 3). These genes include *Pax3* and *Pax7*, which are markers of uncommitted myogenic precursor cells; *Myf5* and *Myod1*, which are involved in myogenic commitment; *Myogenin* (*Myog*), which regulates myogenic induction, and several *Myosin light chain* (*Myl*) and *Myosin heavy chain* (*Myh*) genes, which are involved in myogenic differentiation^49^. 

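Of the 25 genes in Fig. 5a, 20 had enough normalized counts to be tested, and all 20 had a higher mean with SU5402. By limma's moderated test with Benjamini-Hochberg adjustment, 17 of the 20 were up-regulated, and 19 were when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The other 3, at adjusted p-values of 0.052 for MYBPC3, 0.093 for MYOM3 and 0.12 for MYH1F, rose by a log2 fold change of 3.50, 1.78 and 2.57. The count moved most with limma's treat, which called 5 genes. With each library left out in turn, between 16 and 19 genes were up-regulated. The 5 genes under the filter had no read in any DMSO library. With SU5402, MYL2 was at least 4.78-fold higher, MYH1A at least 3.84-fold, MYH1B at least 3.33-fold, MYH2 at least 2.29-fold and MYH1C at least 2.25-fold.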

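PAX3 rose from 617 ± 39.1 normalized counts (SD, n = 3) with DMSO to 1375 ± 23.5 with SU5402, a log2 fold change of 1.16 (SE 0.07, adjusted p = 4.8e-04) by limma's moderated test with Benjamini-Hochberg adjustment. PAX7 (on chromosome 21 from 4449679 to 4535824) rose from 56.1 ± 2.47 to 329 ± 35.9, a log2 fold change of 2.53 (SE 0.09, adjusted p = 1.8e-04). MYF5 changed by 2.30 (SE 0.23, adjusted p = 0.0021) and MYOD1 by 2.14 (SE 0.13, adjusted p = 5.0e-04). MYOG (on chromosome 26 from 978298 to 981812) varied more between libraries, with 54.4 ± 34.9 normalized counts with DMSO and 634 ± 174 with SU5402, a log2 fold change of 3.76 (SE 0.63, adjusted p = 0.01). MYL1 changed by 2.63 (SE 0.15, adjusted p = 4.5e-04). MYH1D, at 4.25 (SE 0.18, adjusted p = 2.4e-04), had the largest rise of the protein-coding genes that have a symbol, at least 10 normalized counts on average in both treatments and no overlap between them. The call of PAX3 did not hold in the tests against a 2-fold change, edgeR's glmTreat and limma's treat, and that of MYOG did not hold in limma's treat.

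**Figure D2:**
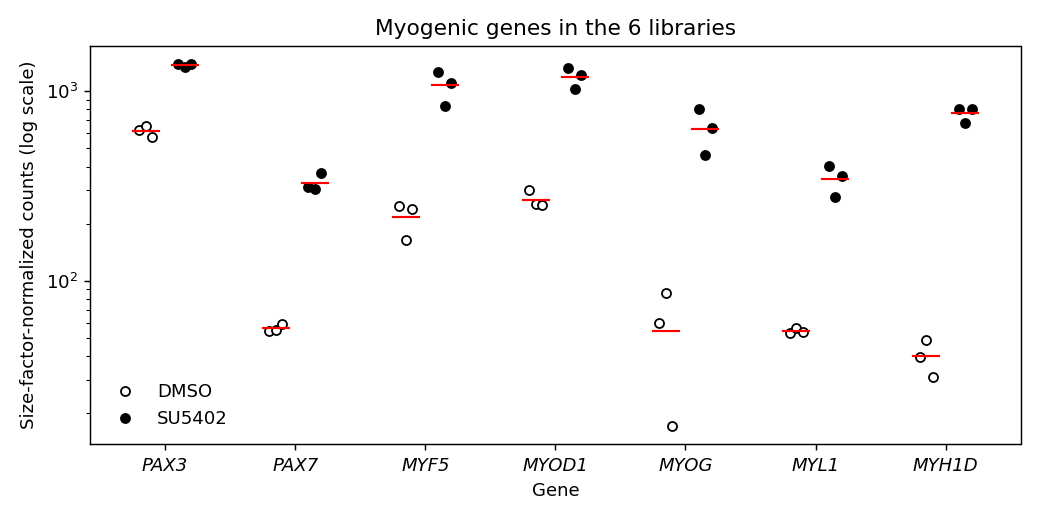
Normalized counts of 7 myogenic genes on a log scale in the 3 DMSO libraries (open circles) and the 3 SU5402 libraries (filled circles), with the mean of each treatment as a red line. For MYOG the highest DMSO library lies at 86.4 and the lowest SU5402 library at 458 normalized counts.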

*Pax3* expressing myogenic progenitor cells migrate into the limb from the somites^49^, and HCR in situ hybridisation reveals a substantial population in tissue dissected at 0 h to make explants, thus explaining why myogenic gene expression is detected (Fig. 5b – *Shh* and *Fgf8* are also shown). *Pax3*, *Myf5*, *Myod1* and *Myog* are restricted to dorsal muscle masses at 48 h in normal wing development (Fig. 5c, f, i, l), and are detectable in control explants (Fig. 5d, g, j, m). However, the attenuation of Fgf signalling causes their significant up-regulation in explants (Fig. 5e, h, k, n), consistent with the RNA-sequencing data (Fig. 5a). These findings show that Fgf signalling suppresses myogenic gene expression in explants.

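Grouped by the step of the pathway given for them, the 2 precursor genes tested, PAX3 and PAX7, had a mean log2 fold change of 1.84, the 3 commitment genes 2.28, the 2 induction and fusion genes, MYOG and MYMK, 4.33, and the 13 differentiation genes 2.67. MYMK was not past the threshold without SU5402 replicate 1. The differentiation genes exceeded the precursor genes by 0.82 (SE between libraries 0.16, which leaves out the spread between the 2 precursor genes). As a set, the 20 genes tested had a median log2 fold change of 2.58, with an adjusted p of 4.4e-11 from camera. With the correlation estimated from the data, the adjusted p from camera was 0.054. The study chose the list on these libraries, so neither p is independent evidence.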

**Fig. 5:**
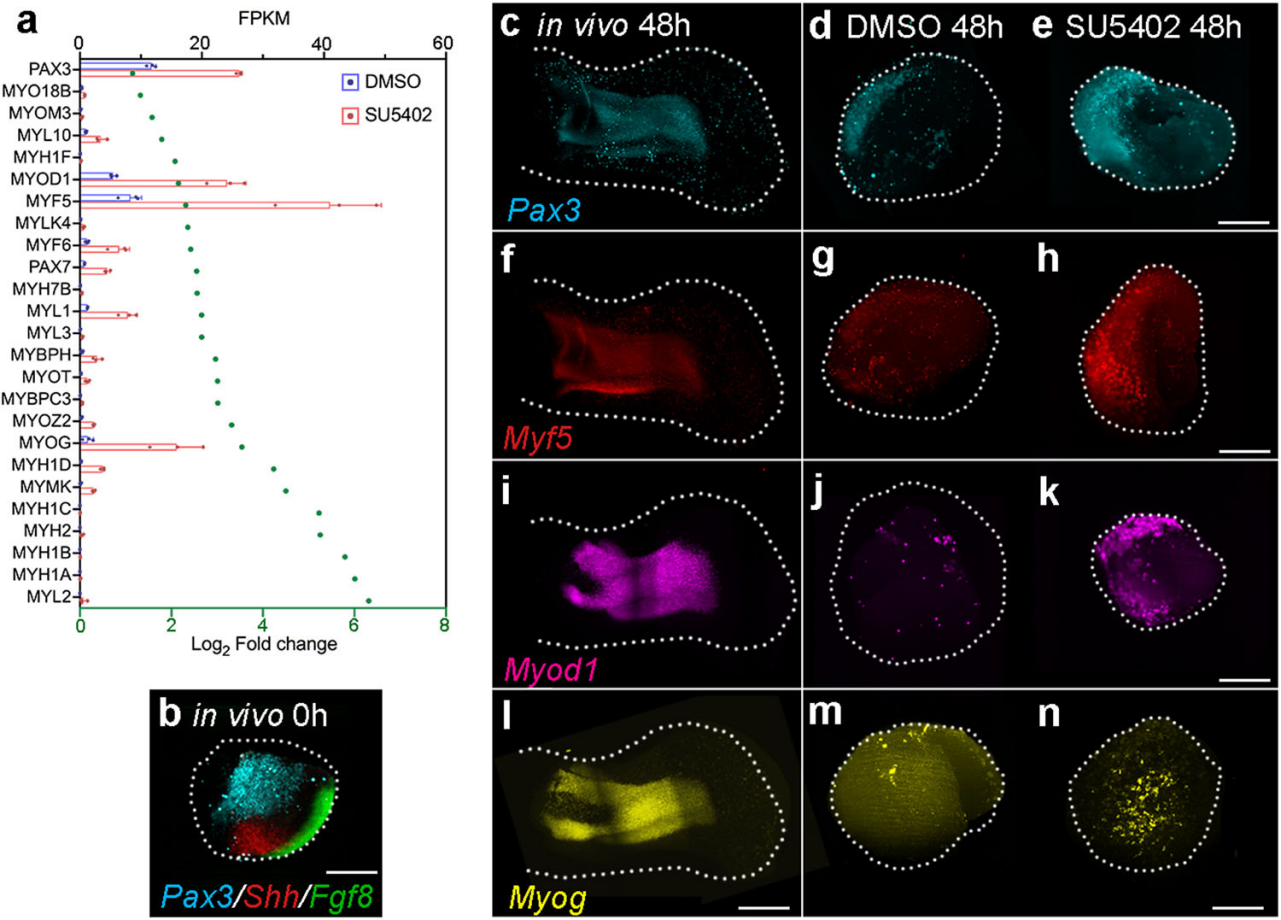
Myogenic gene expression in SU5402-treated explants. **a** Expression of genes involved in myogenesis in control DMSO- and SU5402-treated explants at 48 h as shown by log_2_-fold changes (*n* = 3, >2-fold change; differential expression analysis was performed using DESeq2 (one-tailed Wald test) and the resulting *p*-values were adjusted using the Benjamini and Hochberg procedure for controlling the false discovery rate; adjusted *p*-value of <0.05; green dots) and normalised read-counts mapped to each gene (FKPM – Fragments per kilobase of transcript per million reads mapped; All Bars represent the mean +/− standard deviation represented as error bars. Individual data points are presented as dots overlaid within each bar. **b** *Pax3*-+ve myogenic progenitor cells are present in regions of the wing bud used to make explants as shown by HCR in situ hybridisation at 0 h (*Shh* and *Fgf8* also shown *n* = 9/9). **c** *Pax3*, (**f**) *Myf5*, (**i**) *Myod1* and (**l**) *Myog* expression in wing buds at 48 h (*n* = >4). **d**, **e** *Pax3*, (**g**, **h**) *Myf5*, (**j**, **k**) *Myod1* and (**m**, **n**) *Myog*, are up-regulated in SU5402- compared with DMSO-treated explants at 48 h (*n* = 7/7 in each example). Scale bars − 500 μM in wings; 200 μM in explants. Source data are provided as a Source Data file with individual *p*-values.

### Requirement of Fgf for intrinsic mesoderm gene expression

We then examined how the stability of the intrinsic mesoderm transcriptome (Fig. 1) is affected by the attenuation of Fgf signalling in explants (Fig. 4). Analysis of the RNA-sequencing data reveals that only 17% of the genes are significantly down-regulated and that 6% are significantly up-regulated (Fig. 6 - >2x-fold change with an adjusted *p*-value < 0.05). 

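Supplementary Figs. 1-3 name 96 intrinsic genes, of which 87 were found in the files and 77 had enough normalized counts to be tested. By limma's moderated test with Benjamini-Hochberg adjustment, 19 were down-regulated and 5 up-regulated, which is 19.8% and 5.21% of the 96, or 24.7% and 6.49% of the 77. The same 24 calls were counted adjusted over the list alone. In clusters 1, 2 and 3, with 23, 12 and 61 genes, 3, 5 and 11 were down-regulated. Among those that rose were TMEM163, at 4.89 (SE 0.92, adjusted p = 0.015), CA2, at 1.68 (SE 0.09, adjusted p = 4.5e-04), TFAP2B, at 1.58 (SE 0.11, adjusted p = 7.6e-04), and TFAP2A, at 1.13 (SE 0.13, adjusted p = 0.003). TMEM163 lost its call without SU5402 replicate 2 or SU5402 replicate 3, and TFAP2A without DMSO replicate 3. The share of down-regulated genes moved most with limma's treat, to 7.29%. Without DMSO replicate 3, 3.13% were up-regulated. Of the intrinsic genes tested 31.2% (24 of 77) were differentially expressed, against 10.4% (1455 of 14019) of the other protein-coding genes, an odds ratio of 3.91 (two-sided Fisher's exact test across genes, p = 5.9e-07). Genes are not independent replicates in this test. As a set the intrinsic genes had a median log2 fold change of -0.25 and an adjusted p of 0.019 from camera.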

Notably, *Hoxa13*, *Hoxd13* and *Evx2* are among the five most down-regulated genes, the others being *Acot12* and *Sez6l*, which have not been characterised in limb development. 

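Among the 77 intrinsic genes tested, the 5 with the lowest log2 fold change by limma's moderated test with Benjamini-Hochberg adjustment were HOXA13, EVX2, ACOT12, SEZ6L and HOXD13, in this order. ACOT12 (on chromosome Z from 63906538 to 63937293) fell from 39.5 ± 8.10 to 3.83 ± 4.48 normalized counts (SD, n = 3), a log2 fold change of -3.59 (SE 0.84, adjusted p = 0.028). It was not past the threshold without any one of the 3 DMSO libraries or without SU5402 replicate 3. SEZ6L (on chromosome 15 from 7396827 to 7423399) fell from 64.2 ± 16.3 to 6.63 ± 3.00, a log2 fold change of -3.13 (SE 0.33, adjusted p = 0.0024). KIT came next, at -2.69 (SE 0.20, adjusted p = 9.2e-04), and differed from HOXD13 by less than the standard error of either gene.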

Other notable genes that are also moderately down-regulated include *Bmp2* and *Sox9*. These data show that, among known patterning genes that are intrinsically regulated in the mesoderm, *Hoxa/d13* are the most sensitive to the attenuation of Fgf signalling.

**Fig. 6:**
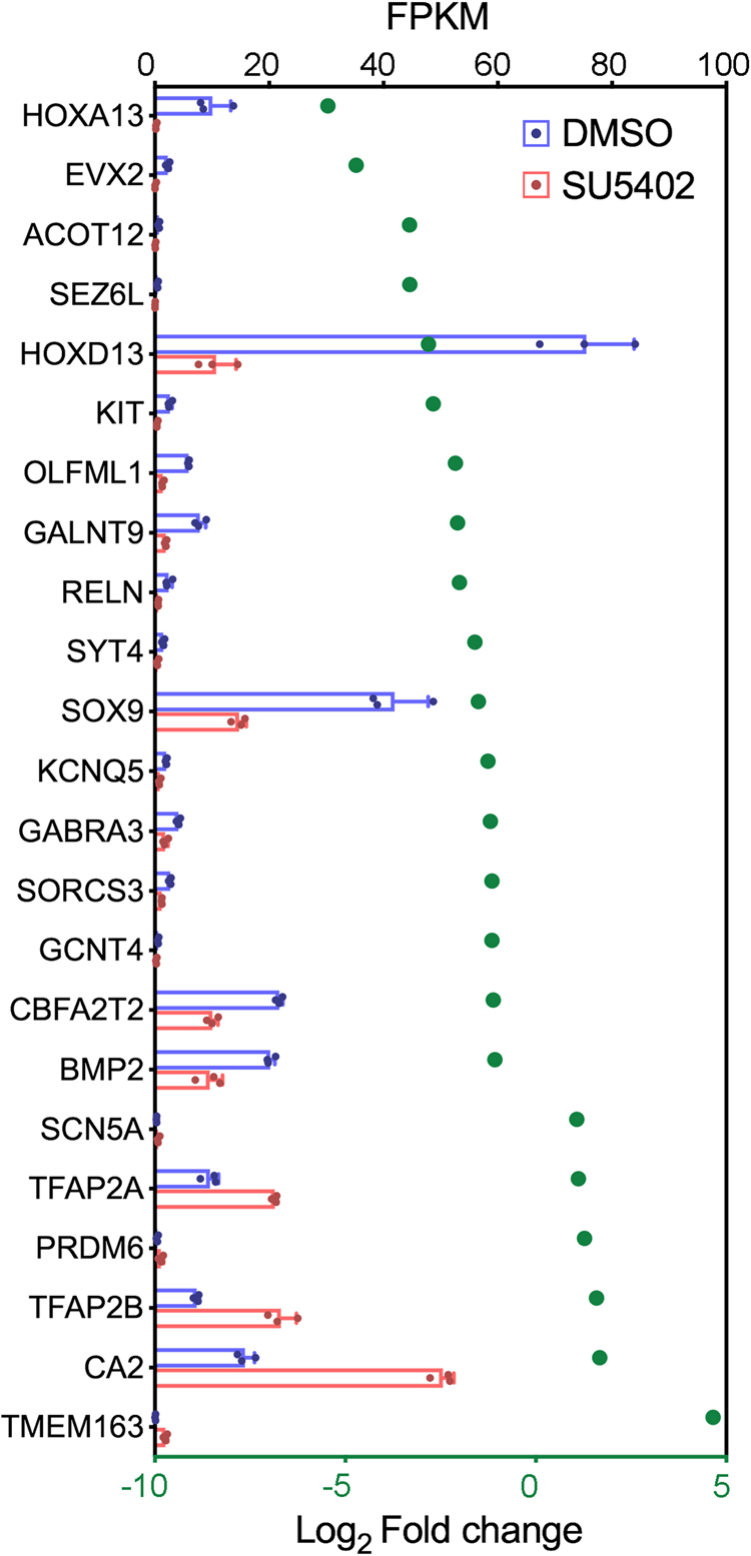
Requirement of Fgf signalling for intrinsic mesodermal gene expression. Intrinsically activated genes (Fig. 1) that show a significant change in expression when Fgf signalling is attenuated in explants (Fig. 4) as shown by log_2_-fold changes (*n* = 3, >2-fold change; differential expression analysis was performed using DESeq2 (one-tailed Wald test) and the resulting *p*-values were adjusted using the Benjamini and Hochberg procedure for controlling the false discovery rate; adjusted *p*-value of <0.05; green dots) and read-counts mapped to each gene (FKPM – Fragments per kilobase of transcript per million reads mapped); Bars represent the mean +/− standard deviation represented as error bars. Individual data points are presented as dots overlaid within each bar. Source data are provided as a Source Data file with individual *p*-values.

## Discussion

We have developed a chick wing tissue explant system and demonstrated that Fgf signalling is required for initiating the distal patterning phase by activating *Hoxa/d13* genes. Following this critical role, Fgf signalling is unexpectedly dispensable for the intrinsic timing of proliferation and differentiation in the mesoderm. In addition to maintaining the AER and the polarising region, Fgf signalling suppresses myogenesis in the limb.

### Limb patterning duration

The antagonism between trunk-derived signals (considered to be RA) and AER-Fgfs controls the early proximal patterning phase, characterised by the expression of *Meis1/2* genes (*Meis*), and the specification of the stylopod and zeugopod^5–10^ (Fig. 7). Genetic analyses in the mouse limb indicate that AER-Fgfs induce the expression of the RA-degrading enzyme, *Cyp26b1*^13^, whose product creates a gradient of RA signalling, and therefore of Meis^10^. In this model, Meis levels need to be low enough to allow the transition from stylopod to zeugopod specification (Fig. 7). Indeed, the level of RA signalling correlates with—and can change the rate of—5’ *Hox* activation between different avian species^15^.

**Fig. 7:**
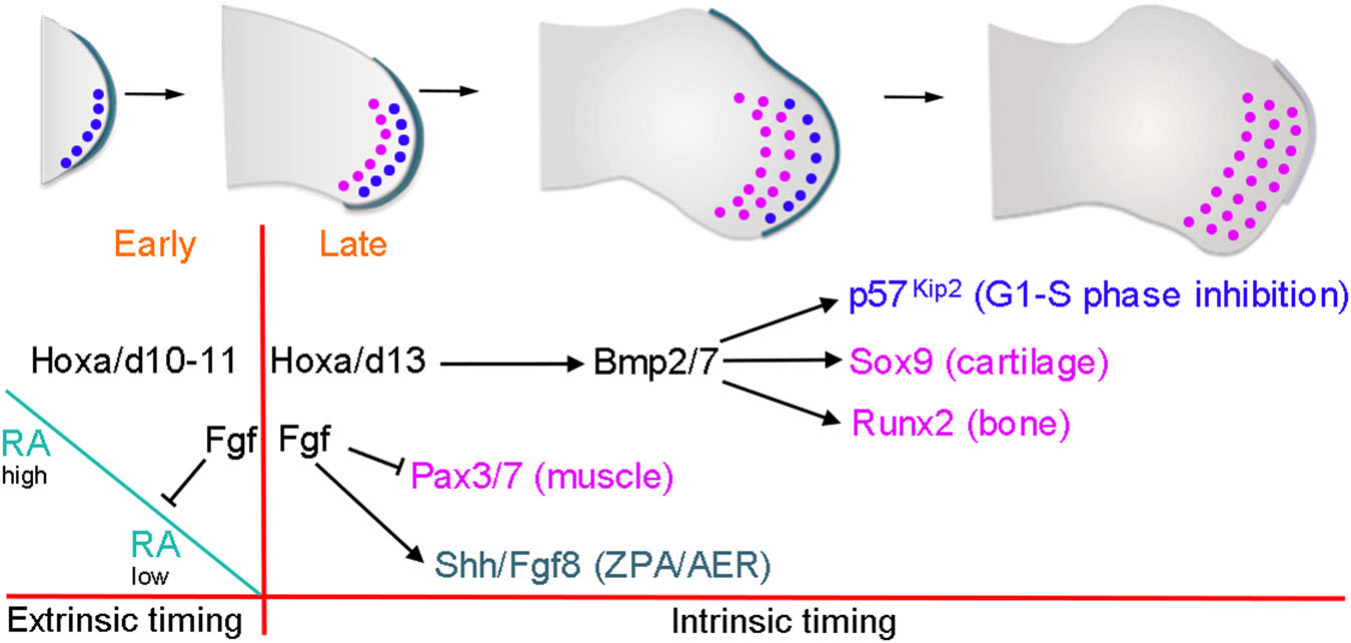
Model of chick wing patterning duration. Early proximal extrinsic patterning phase - antagonistic flank-derived Retinoic acid (RA) and AER-Fgf signals time *Hoxa/d10*/*11* gene activation and stylopod and zeugopod positional value specification. Late distal intrinsic patterning phase - Fgf-depletion creates a permissive environment for the intrinsic activation of *Hoxa*/*d13* genes and autopod positional value specification. Hoxa/d13 activates *Bmp2/7* independently of Fgf signalling to intrinsically control the timing, hence the duration of mesodermal proliferation, via activation of *p57*^*kip2*^, which inhibits G1-S-phase progression, and *Sox9/Runx2*, which promote chondrogenesis/osteogenesis. Fgf signalling suppresses myogenesis and maintains the polarising region (ZPA-*Shh*) and the AER (*Fgf8*), which are permissively required for outgrowth.

Evidence from both the mouse and chick suggest that the AER-Fgf dependent clearance of RA (Meis) from the distal part of the limb creates a permissive environment that is required for *Hoxa13* expression^6–10^, and for the activation of the late distal patterning phase (autopod specification)^16^. Removal of the AER in the chick wing causes the immediate loss of *Hoxa13* expression, which can be restored with an Fgf-soaked bead^50^. Once *Hoxa/d13* genes are activated, the distal mesoderm gains intrinsic properties including a Bmp-dependent proliferation timer, which progressively inhibits G1- to S-phase entry and determines the duration of chick wing patterning^27^ (Fig. 7). By developing an ex vivo chick wing tissue explant system, we unexpectedly revealed that distal mesoderm cells maintain normal proliferation/differentiation timing when Fgf signalling is severely curtailed. Under these conditions, our data indicate that *Hoxd13* is activated at sufficient levels to initiate the distal patterning phase in the absence of *Hoxa13*. These observations support genetic analyses in the mouse, demonstrating that distal development is relatively normal in *hoxa13*^−/+^/*hoxd13*^−/−^ compound forelimbs (note distal development fails in *hoxa13*^−/−^/*hoxd13*^−/−^ limbs)^17^. In addition, although *Hox10*/*11* genes are down-regulated when Fgf signalling is inhibited in explants, they are relatively stable, consistent with their maintained expression following the in vivo removal of the AER in the chick wing^51^. Therefore, Fgf signalling is unexpectedly dispensable for the intrinsic distal programme once it is activated.

The intrinsic mesoderm transcriptome allows us to propose a basic gene regulatory network (GRN) that determines the duration of the late distal patterning phase (Fig. 7). Previous work showed that Hoxa13 directly activates the expression of *Bmp2* and *Bmp7* in distal regions of the mouse limb^52^, thus providing a mechanism that coordinates proliferation and differentiation (Fig. 7). We presented evidence that Bmp signalling regulates the Cyclin D-dependant kinase inhibitor, p57^*kip2*^, which could control the decline in the rate of proliferation in the distal mesoderm^27^ (Fig. 7). In addition, Bmp signalling induces differentiation by activating primary regulators of chondrogenesis (*Sox9*) and osteogenesis (*Runx2*)^53^ (Fig. 7). It is striking that the application of either Bmp2 or Bmp7 partially rescues the phenotype of *hoxa13*^-/-^ mutant mouse limbs^52^, thus demonstrating the pivotal nature of the Bmp signalling pathway during the late distal patterning phase. Therefore, an implication of our findings is that the AER-Fgf-dependent activation of Hoxa/d13 determines the duration of patterning, by triggering an intrinsic self-terminating process based on the Bmp-dependent timing of proliferation and differentiation (Fig. 7). Another intrinsically regulated gene that is likely to act downstream of Hoxa/d13 encodes the cell adhesion molecule, N-cadherin, which could provide distal mesoderm cells with positional values (e.g., carpal vs. phalange)^37^. It is notable that Bmp signalling progressively increases in the limb^27^, and also induces its own inhibitors, such as Grem1^54^. Therefore, it is likely that the dynamics of key effectors of the Bmp signalling pathway determine the duration of the late distal patterning phase.

Our results prompt a re-evaluation of the direct functions of Fgf signalling in limb development. We found that the attenuation of Fgf signalling causes the loss of *Shh* expression in the polarising region, consistent with previous reports^39,40^, but also loss of AER-expressed genes including *Fgf8*, and the down-regulation of mesodermal *Fgf10*, which is probably due to the interruption of the reciprocal e-m feedback loop^23,31,32^. These observations could appear surprising because previous work described important roles for Shh signalling in controlling proliferation in the chick wing^38,55^. However, our results here indicate that Fgf signalling is required for supporting the mitogenic functions of Shh signalling. Indeed, the ability of Shh signalling to modulate polarising region proliferation dynamics requires an overlying AER^38^. It is likely that the in vivo function of the AER includes a direct mechanical role that is dispensable in explants. Thus, AER-Fgfs are required for the dorso-ventral flattening of the limb and outgrowth away from the main body^56^, possibly by controlling planar cell polarity^57–59^ and directional cell division^60^. Loss of such processes could contribute to the excessive apoptosis that occurs when the AER is removed^28^ or when AER-Fgf signalling is genetically ablated^30^. Therefore, we have uncovered a minimal proliferation/differentiation timing GRN that can operate without the two principal organisers of limb development - the polarising region (ZPA) and the AER (Fig. 7). One implication is that this GRN represents a core timing mechanism generally used in development, which was hidden because it is normally connected to essential in vivo processes, such as integrated axial patterning.

Our results also suggest that Fgfs are not directly required for the maintenance of an undifferentiated progenitor state in the distal mesoderm, which according to the stable expression of the *Tfap* family of transcription factors in our heterochronic mesoderm grafts, is an intrinsic property. We also revealed that Fgf signalling suppresses the myogenic pathway: a role that we uncovered because normal proliferation/differentiation trajectories are maintained in explants when Fgf signalling is attenuated (Fig. 7). The mutual dependence of epithelial and mesodermal Fgfs makes it difficult to understand which of these signals acts directly to suppress myogenesis. However, early findings, in which the over-expression of *Fgf4* in the chick wing inhibited myogenesis, could indicate an important role for AER-Fgfs^61^. In summary, the explant system uncovers a minimal GRN that coordinates the differentiation of the three primary classes of limb tissue - cartilage, bone and muscle (Fig. 7).

### Perspectives

Parallels can be drawn with the patterning of the limb and of the main body axis. Neuromesodermal progenitors (Nmps) located at the posterior end of the main body transition from producing anterior axial structures - including the vertebrae of the trunk - to producing the posterior tail bud. This involves a switch in gene regulatory activity in which Gdf11 suppresses the anterior programme by inducing the RA-degrading enzyme, *Cyp26a1*^62^, to activating the posterior programme via *Hoxb/c13*^63^ - a process reminiscent of the function of AER-Fgf signalling in switching proximal to distal limb patterning by antagonising RA signalling via *Cyp26b1*, which allows *Hoxa/d13* activation^13^. During limb development, this switch involves *Hoxa/d* gene transcription directed by structural changes in topologically-associating domains (TADs) located 3’ (up to *Hoxa/d11*) and 5’ (*Hoxa/d13*) to the clusters^64,65^. It is unclear if changes in TAD structure at *Hox* clusters govern the transition from trunk to tail patterning in the main body axis^66^, and if this involves a switch from an extrinsic to an intrinsically regulated programme that we describe here for limb development. We speculate that *Hox13* activation triggers a common intrinsic programme that determines the duration of limb and tail patterning. This could be revealed with heterochronic grafting/RNA-sequencing experiments on chick Nmps, like those that we have performed in the limb.

## Methods

This work complies with all ethical regulations because no licensing was required to study chick embryos at the stages used (HH20-HH36).

### Chick husbandry and tissue grafting

Wild type (Henry Stewart, Norfolk, UK) and GFP-expressing (Roslin Institute, Edinburgh, UK) Bovan Brown chicken eggs were incubated and the embryos staged according to Hamburger Hamilton^67^. For tissue grafting, a 150 μm strip of distal mesoderm, including the AER, was dissected from HH20 wing buds. The epithelium was removed after incubation in 0.25% trypsin at room temperature for 2 min and the mesoderm was then cut into 150 μm fragments making cuboid pieces, one of which was placed in a slit between the AER and underlying mesoderm in the mid-distal region of HH24 wing buds using a fine sharpened tungsten needle. All experiments were performed on embryos prior to the determination of sex, which is therefore not relevant to this study.

### Chick wing tissue explants

The posterior third of HH20 wing buds were dissected in ice-cold PBS under a LeicaMZ16F microscope using a fine surgical knife. A bed of 20 μl Growth Factor Reduced Matrigel (Corning) was prepared and allowed to set in four-well plates for 30–40 min at 37 °C. The explants were then placed on top of the Matrigel (4–5 per well), covered with another layer of Matrigel, and cultured in CMRL media supplemented with 10% FBS/1% Pen Strep/1% L-Glut in a humidified incubator with 5% CO_2_ at 37 °C. Explants were collected by replacing the culture media with Cell Recovery Solution (Corning) on ice for 1 h.

### AER removal

The AER of wing buds of HH20 embryos was stained with 1% Nile blue solution in ovo and removed by pulling with sharp forceps. Embryos were then collected, and the right-hand wing bud dissected to make explants as described above (the left-hand wing bud was used to make control explants).

### SU5402 treatment

SU5402 (Sigma) dissolved in DMSO with a final concentration of 5 μM was added to the explant culture media at 0 h. DMSO only was used as a control.

### Explant size measurements

Explants were placed in a Petri dish containing 1XPBS and imaged using a LeicaMZ16F microscope and LAS X 1.1.0.12420 imaging software. The surface areas of the explants were measured using the Record Measurement Feature of the Lasso tool in Adobe Photoshop 2020.

### RNA-fluorescence in situ hybridisation with amplification by hybridisation chain reaction

Samples were fixed in 4% PFA at 4 °C overnight, then washed in PBS and progressively dehydrated through a methanol series and stored in methanol at −20 °C. The samples were then rehydrated in a methanol to PBT series and treated with proteinase K for 5–7 min for explants and 15–20 min for wing buds, followed by post-fixing in 4% PFA for 20 min. At this point an optional bleaching protocol described below was performed. Samples were further washed with PBT, 5X SSCT and Molecular Instruments Probe hybridisation buffer before addition of the probe overnight at 37 °C. All probes were custom generated (Molecular Instruments Inc.), and accession numbers are provided in Supplementary data 5. The probes were prepared by adding 8 μl of 1 μM probe to 500 μl of Molecular Instruments Probe hybridisation buffer. The next day samples were washed with Molecular Instruments Probe Wash Buffer, 5X SSCT and Molecular Instruments Amplification buffer. Amplifier pairs were prepared by heat-shocking at 95 °C for 90 s and snap cooling for 30 min in the dark at room temperature, before being added to the samples in the Molecular Instruments Amplification buffer. The samples with amplifiers in Molecular Instruments Amplification buffer were incubated overnight in the dark at room temperature. The next day samples were washed and stored in 5X SSCT before imaging. Fluorescent images of HCRs were taken with a Zeiss Z1 Lightsheet Microscope with a 10X objective and Zen Black 2014SP1 imaging software. Images were processed with ImageJ v2.14.0 (FIJI) and Adobe Photoshop 2020. Limb bud images in Fig. 7 were taken as tiled images and stitched together with the Grid/Collection stitching plugin in ImageJ v2.14.0 (FIJI)^68^. Autofluorescence bleaching was used for HCR on the limb buds in Fig. 5. Samples were washed with PBT followed by incubation in a 3% H_2_O_2_ 20 mM NaOH PBT solution on ice for 3 h to reduce sample autofluorescence. The samples were then washed in PBT for 3 × 10 min 3 before proceeding with HCR.

### Whole mount in situ hybridisation

Embryos were fixed in 4% PFA overnight at 4 °C, dehydrated in methanol overnight at −20 °C, rehydrated through a methanol/PBS series, washed in PBS, then treated with proteinase K for 20 min (10 μg/ml^−1^), washed in PBS, fixed for 30 min in 4% PFA at room temperature and then prehybridised at 69 °C for 2 h (50% formamide/50% 2x SSC). 1 μg of antisense DIG-labelled mRNA probes were added in 1 ml of hybridisation buffer (50% formamide/50% 2x SSC) at 69 °C overnight. Embryos were washed twice in hybridisation buffer, twice in 50:50 hybridisation buffer and MAB buffer, and then twice in MAB buffer, before being transferred to blocking buffer (2% blocking reagent 20% lamb serum in MAB buffer) for 2 h at room temperature. Embryos were transferred to blocking buffer containing anti-digoxigenin antibody (1:2000) at 4 °C overnight, then washed in MAB buffer overnight before being transferred to NTM buffer containing NBT/BCIP and mRNA distribution visualised using a LeicaMZ16F microscope and LAS X 1.1.0.12420 imaging software.

### Bead implantation

Affigel beads (Biorad) were soaked in human Bmp2 protein (0.05 μg/μl^1^ - R&D) dissolved in PBS/4 mM HCl or Noggin protein (0.05 μg/μl^1^ - R&D) dissolved in PBS/4 mM HCl. Beads were soaked for 2 h and implanted into distal mesoderm using a sharp needle.

### Flow cytometry for cell cycle analyses

Explants and equivalent regions of stage-matched distal mesoderm were dissected in ice cold PBS under a LeicaMZ16F microscope using a fine surgical knife and pooled from replicate experiments (*n* = 10–12), before being digested into single cell suspensions with trypsin (0.05%, Gibco) for 30 mins at room temperature. Cells were briefly washed twice in PBS, fixed in 70% ethanol overnight, washed in PBS and re-suspended in PBS containing 0.1% Triton X-100, 50 µg/ml^−1^ of propidium iodide and 50 µg/ml^−1^ of RNase A (Sigma). Dissociated cells were left at room temperature for 20 min, cell aggregates were removed by filtration and single cells analysed for DNA content with a FACSCalibur flow cytometer using BD CellQuest™ Pro Software (BD Biosciences). Single cells were gated using the forward scatter to determine which cells were doublets and therefore excluded in the gate. Raw data is included in Supplementary data 6 showing the gating strategy. Based on ploidy values, cells were assigned in G1, S, or G2/M phases and this was expressed as a percentage of the total cell number (5000–12,000 cells in each case). Statistical significance of numbers of cells in different phases of the cell cycle (G1 vs. S, G2 and M) between pools of dissected wing bud tissue and explants with *n* > 3 was determined by two-tailed unpaired *t*-tests to obtain *p*-values (significantly different being a *p*-value of less than 0.05).

### EdU labelling

Explants were incubated in 0.5 mM EdU in CMRL for 2 h at 37 °C, then fixed with 4% PFA for 15 min and washed with 3% BSA/PBS at room temperature, before being permeabilised with 0.5% Triton X-100 in PBS for 20 min. Explants were incubated in the dark for 1 h in a click-kit reaction cocktail containing Azide Dye (Molecular Probes) and washed with 3% BSA/PBS and counterstained with DAPI (1:1000 in 3% BSA/PBS) for 10 min, followed by 3 washes in 3% BSA/PBS before imaging. Fluorescent images of EdU/DAPI labelled explants were taken with a Zeiss Apotome 2 microscope using a 10X objective and Axiovision software (Zeiss). Quantification of the percentage of the EdU positive area (encompassing the entire explant) compared to the DAPI area was performed using ImageJ v 2.14.0 (FIJI). Briefly, binary masks of the DAPI and EdU positive area in the Z-stacks (30–40 slices per explant) were created using the Moments Auto Threshold function. The Analyse Particles command was then used to measure the area of DAPI in the Z-stack. The area of EdU within the area of DAPI was measured by applying the Analyse Particles command in the EdU mask.

### Apoptosis assays

Explants were transferred to a Lysotracker (Life Technologies, L-7528)/PBS solution (1:1000) in the dark, incubated for 1 h at 37 °C, washed in PBS, and fixed overnight in 4% PFA at 4 °C. Explants were then washed in PBS and progressively dehydrated in a methanol series before imaging. Fluorescent images of Lysotracker labelled explants were taken with Zeiss Apotome 2 microscope using a 10X objective and Axiovision software (Zeiss). Images were processed using ImageJ v2.14.0 (FIJI). The Lysotracker positive area was measured from maximum intensity projection images using the Limit to Threshold Measure feature combined with a manually selected threshold.

### RNA sequencing analyses and clustering

RNA sequencing was performed on two conditions: grafts as described above with equivalent in vivo tissue from the contralateral wing, and on explants treated with either DMSO or SU5402. Three replicate experiments were performed for each condition (*n* = 10–12 tissue samples in each experiment). Samples were collected by flash freezing in dry ice. Total RNA was extracted from samples using Trizol-chloroform extractions. Explant RNA was further concentrated using Zymo RNA clean and concentrator kit as per manufacturer’s instructions. Messenger RNA was purified from total RNA using poly-T oligo attached magnetic beads for explants. Sequencing was performed in either Illumina HiSeq 2000 PE50 (Grafts) or Illumina NovaSeq 6000 PE150 (Explants). Sequencing data were mapped using HISAT v2.0.3 (Grafts) or v2.0.5 (Explants) to the chicken reference genome. Based on quality control checks one of the HH24 and HH24g samples was excluded from further analysis. Quantification of gene expression level for explants was performed with Feature Counts v1.5.0-p3 and then FPKM (Fragments per kilobase of transcript per million reads mapped) of each gene was calculated based on the length of the gene and read counts mapped to this gene. Differential expression analysis between DMSO and SU5402 samples was performed using DESEq2 v1.20.0^69^ (one-tailed Wald test - resulting *p*-values were adjusted using the Benjamini and Hochberg procedure for controlling the false discovery rate). Genes with an adjusted *p*-value < 0.05 and a fold-change >2 were assigned as differentially expressed. For grafts, the count data for the samples were normalised using trimmed mean of *m*-value normalisation and transformed with Voom, resulting in log_2_-counts per million with associated precision weights. A heat-map was made showing the correlation (Pearson) of the normalised data collapsed to the mean expression per group. A statistical analysis using an adjusted *p*-value < 0.05 and a fold-change >2 identified differentially expressed genes in the two contrasts evaluated. Gene clusters were identified from the set of differentially expressed genes. The evaluation considered between two and 35 clusters using hierarchical, *k*-means, and PAM clustering methods based on the internal, stability and biological metrics provided from the clValid R package. Most of the internal validation and stability metrics indicated that either the lowest possible number or conversely the highest number evaluated were preferable. The metrics giving more nuanced information in the intermediate range were the Silhouette measure, and the Biological Homogeneity Index (BHI). Based on manual inspection it was decided to use hierarchical clustering with *k* = 9 gene clusters, which showed favourable properties for both these measures.

### Alcian blue skeletal preparations

Embryos were fixed in 90% ethanol for 2 days then transferred to 0.1% Alcian blue in 80% ethanol/20% acetic acid for 1 day, before being cleared in 1% KOH.

### Statistics & reproducibility

All multiplexed hybridisation chain reaction (HCR), EdU labelling and Lysotracker assays were performed on over 3 biological replicate explants (individual *n*-numbers are provided in respective figure legends and data is available in the Source Data file). All attempts at replication of these experiments were successful and we have included representative images with replicate information in the manuscript. To determine statistical significance in EdU labelling and Lysotracker experiments, two-tailed Student’s *t*-tests were used. To determine statistical significance of numbers of cells in different phases of the cell cycle (G1 vs. S, G2 and M) between pools of 10-12 explants in flow cytometry experiments, two-tailed Student’s *t*-tests were used. In all cases significantly different is taken as a *p*-value of less than 0.05 and GraphPad Prism9 was used to construct graphs. Gating information for flow cytometry is found in Supplementary data 6. No statistical method was used to predetermine sample size and no data were excluded from the analyses. The experiments were not randomised, and the Investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

### Source data

Source Data

## Data Availability

The datasets generated and/or analysed during the current study are publicly available. The RNA sequencing data is publicly available in GEO for explants in GSE223444 and for grafts in GSE232959. All flow cytometry data generated or analysed during this study is included in this published article (and in Supplementary data 6). All other data associated with figures in this study is included in the Source Data file. Source data are provided with this paper.

# Supplementary material for: Fgf signalling triggers an intrinsic mesodermal timer that determines the duration of limb patterning
**Source:** Nat Commun. 2023 Sep 20;14:5841. doi: 10.1038/s41467-023-41457-6
**Supplement:** Supplementary file 1 — Supplementary Information

# **Supplementary information: Fgf signalling triggers an intrinsic mesodermal timer that determines the duration of limb patterning**

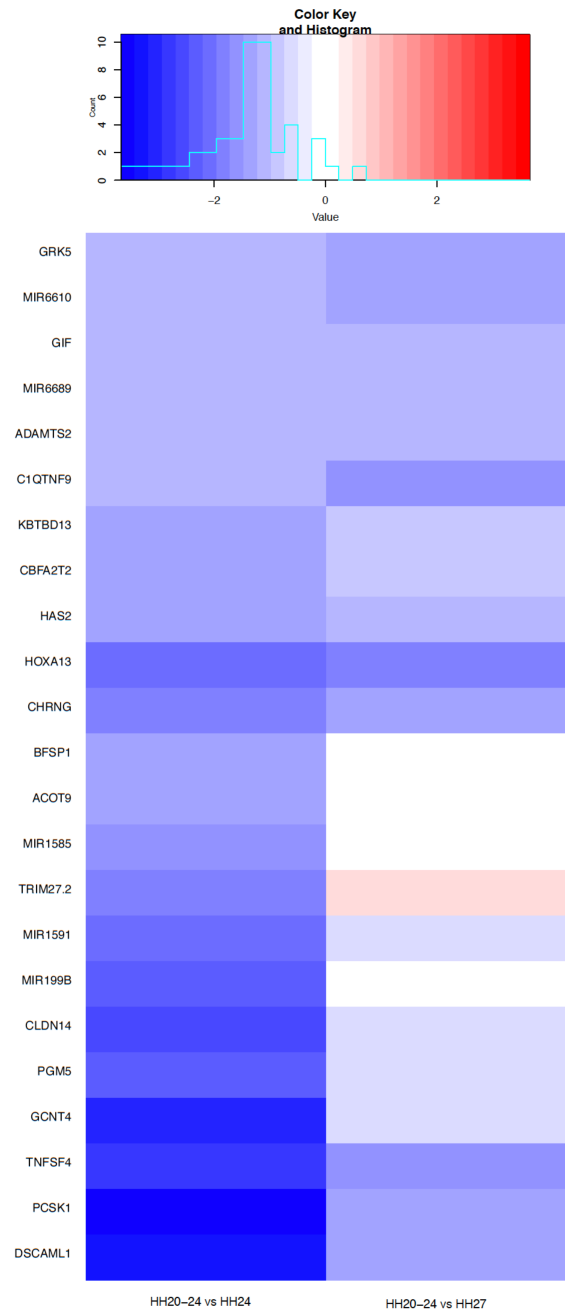

**Supplementary Figure 1 - Intrinsically expressed genes in Cluster 1**

23 genes including *Hoxa13* generally show much lower expression in stage HH20-24 grafts (HH24g) after 24h compared with donor stage HH24 tissue and also host stage tissue HH27.

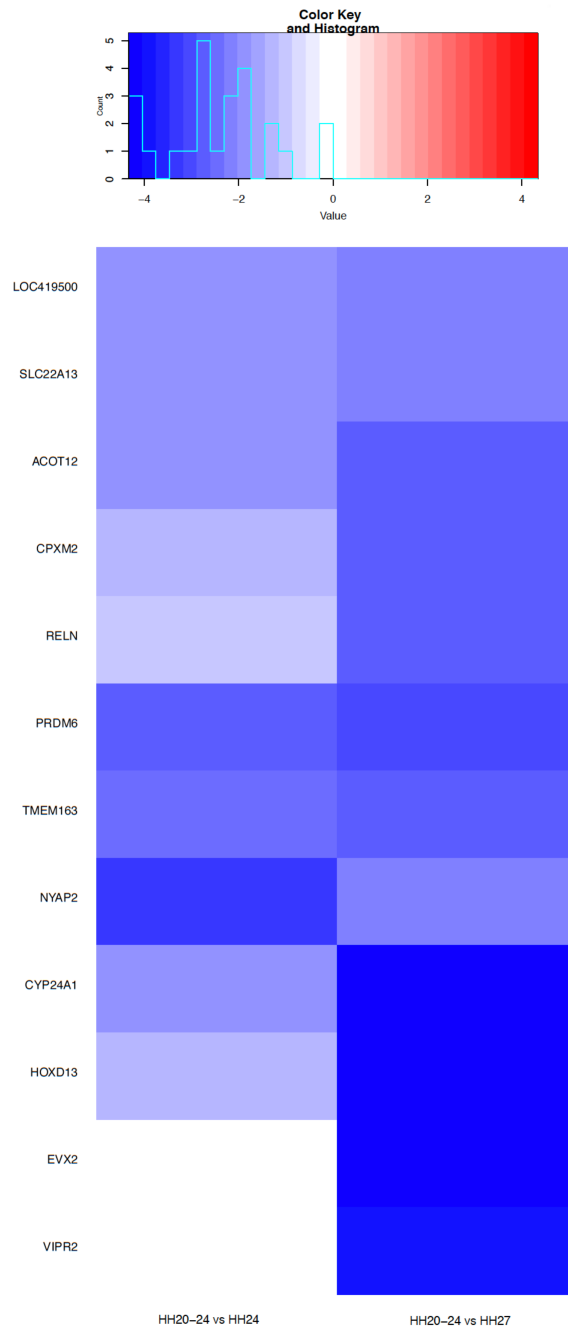

### Supplementary Figure 2 - Intrinsically expressed genes in Cluster 2

12 genes including *Hoxd13* generally show much lower expression in stage HH20-24 grafts (HH24g) after 24h compared with donor stage HH24 tissue and also host stage tissue HH27.

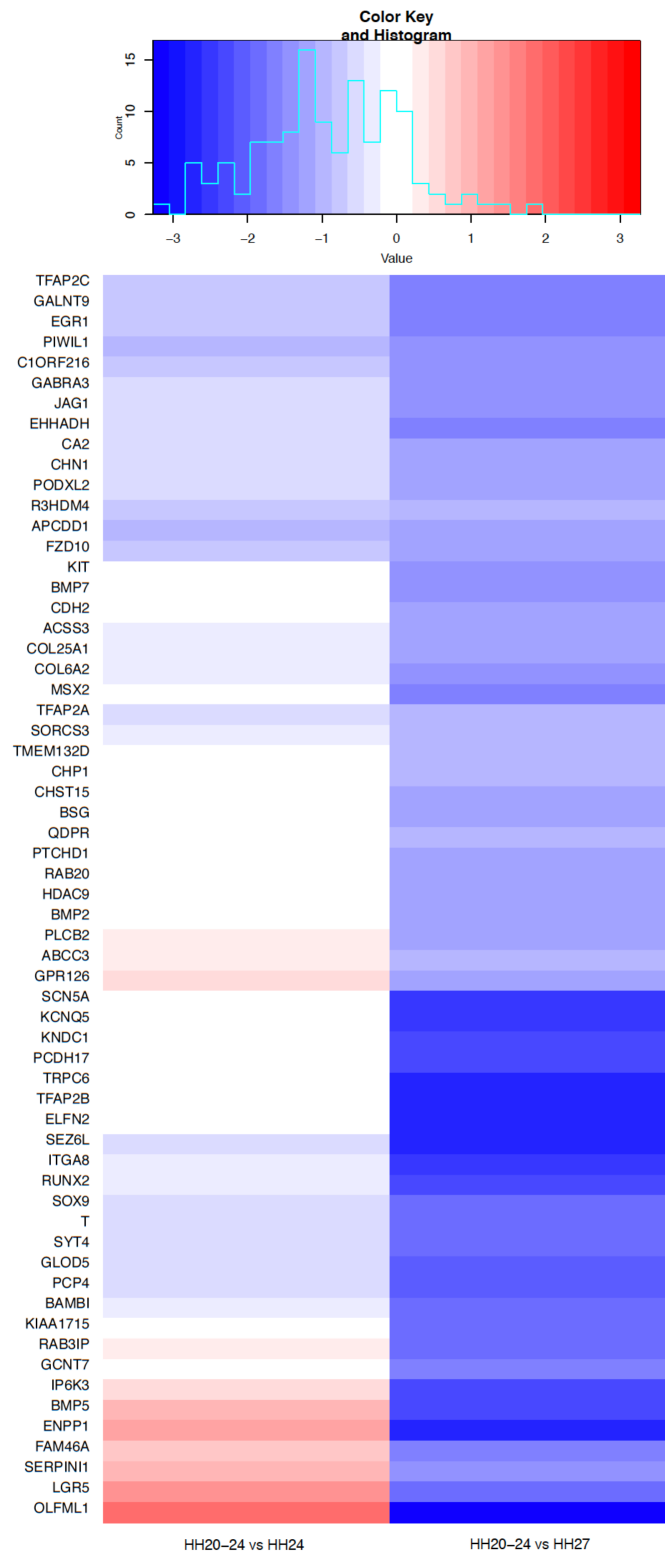

### Supplementary Figure 3 - Intrinsically expressed genes in Cluster 3

61 genes including several associated with Bmp signalling and differentiation generally show similar levels of expression in stage HH20-24 grafts (HH24g) after 24h compared with donor stage HH24 tissue, and much lower expression compared with host stage tissue HH27.

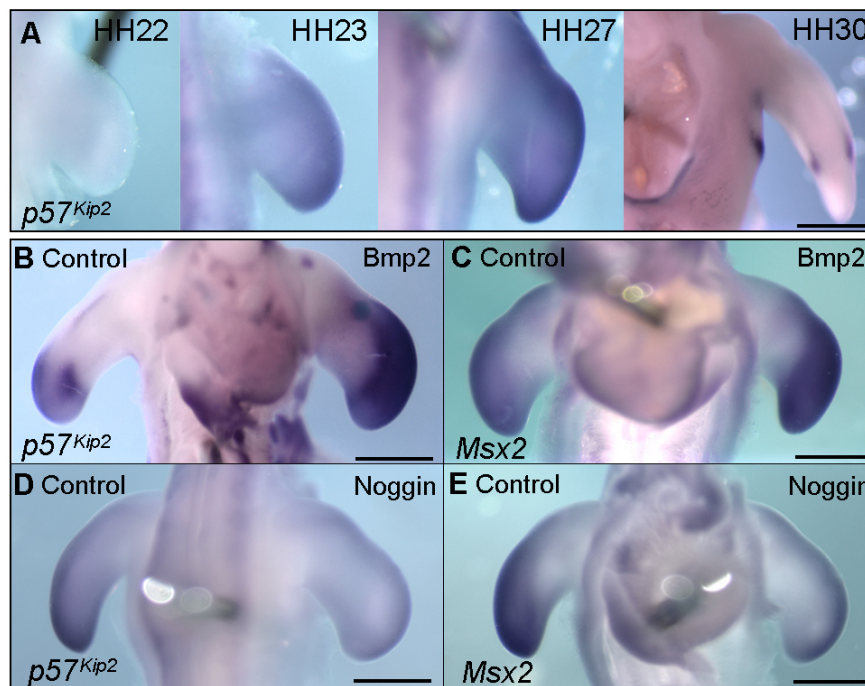

**Supplementary Figure 4 - Expression and Bmp2/Noggin regulation of *p57<sup>kip2</sup>***

**a)** *p57<sup>kip</sup>* is expressed in chick wing distal mesoderm between HH23 and HH30, at which stage, it is only detectable in dorsal and ventral muscle masses ( $n \geq 3$  for all stages). **b)** Bmp2-soaked beads implanted into the distal mesoderm of HH24 wing buds up-regulate *p57<sup>kip2</sup>* expression 24h later at HH27 ( $n=4/4$ ) and **c)** *Msx2* – a transcriptional target of Bmp signalling ( $n=3/3$ ). **d)** Noggin-soaked beads implanted into the distal mesoderm of HH24 wing buds down-regulate *p57<sup>kip2</sup>* expression 24h later at HH27 ( $n=3/3$ ) and **e)** *Msx2* ( $n=3/3$ ). Scale bars - 500μm.

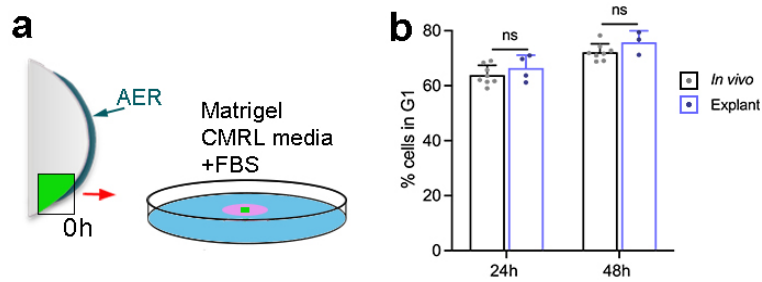

### Supplementary Figure 5 - A chick wing explant system

**a)** The posterior-distal region of the wing bud including the AER and the polarising region is dissected at HH20 (designated as 0h) and cultured in Matrigel, CMRL media and FBS. **b)** Flow cytometric analyses at 24h ( $n=8$ , 4,  $p=0.32$ ) and 48h ( $n=8$ , 3,  $p=0.50$ ) reveals no significant difference in the percentage of cells in G1-phase in explants and in equivalent *in vivo* tissue: two-tailed unpaired *t*-tests were carried out at each time-point.  $n$ = biologically independent samples. All bars represent the mean  $\pm$  standard deviation represented as error bars. Individual data points are presented as dots overlaid within each bar. Statistical significance was determined through two-tailed unpaired *t*-tests. Source data are provided as a Source Data file.

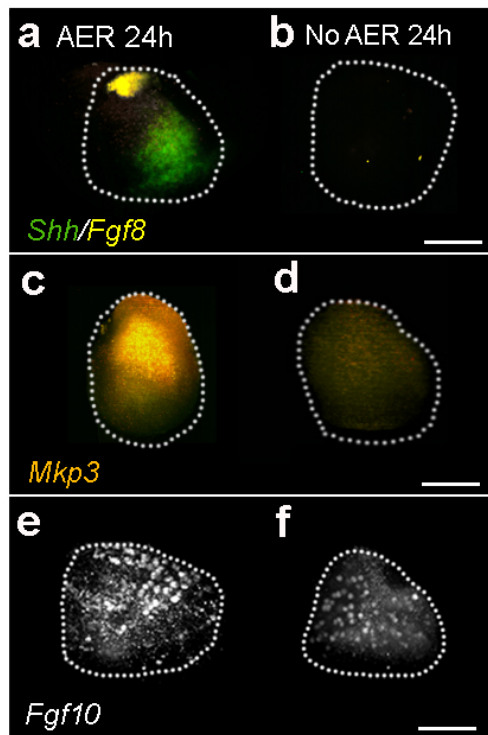

**Supplementary Figure 6 - Gene expression analyses in explants cultured without an AER**

**a, b)** *Shh* and *Fgf8* are undetectable 24h after AER removal ( $n=4/4$ ). **c, d)** *Mkp3* is down-regulated 24h after AER removal ( $n=3/3$ ). **e, f)** *Fgf10* is down-regulated 24h after AER removal ( $n=3/3$ ). Scale bars - 200 $\mu$ m.

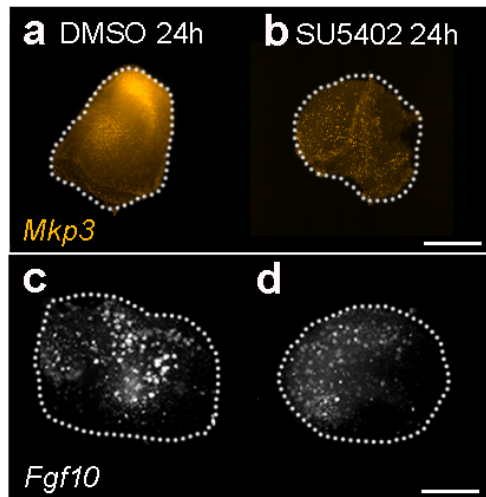

**Supplementary Figure 7 - Gene expression analyses in explants treated with SU5402**

**a, b)** *Mkp3* is down-regulated 24h after AER removal ( $n=8/8$ ). **c, d)** *Fgf10* is down-regulated 24h after AER removal ( $n=4/4$ ). Scale bars - 200 $\mu$ m.

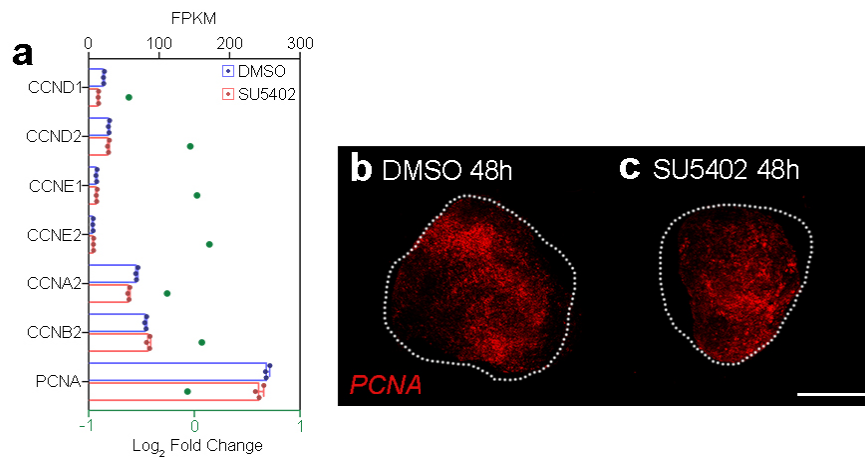

### Supplementary Figure 8 - Expression of cell cycle regulators in explants treated with SU5402

**a)** Expression of cell cycle regulators in control DMSO- and SU5402-treated explants at 48h as shown by log<sub>2</sub>-fold changes ( $n=3$ ; <2-fold change; differential expression analysis was performed using DESeq2 and the resulting  $p$ -values were adjusted using the Benjamini and Hochberg procedure for controlling the false discovery rate; adjusted  $p$ -value of <0.05; green dots) and normalised read-counts mapped to each gene (FKPM – Fragments of Kilobase of Exon Per Million Mapped Fragment). **b)** PCNA is expressed in control ( $n=3/3$ ) and **c)** in SU5402 ( $n=4/4$ ) explants at 48h. Bars represent the mean  $\pm$  standard deviation represented as error bars. Individual data points are presented as dots overlaid within each bar. Source data are provided as a Source Data file with individual  $p$ -values. Scale bars - 200 $\mu$ M.

# Supplementary material for: Fgf signalling triggers an intrinsic mesodermal timer that determines the duration of limb patterning
**Source:** Nat Commun. 2023 Sep 20;14:5841. doi: 10.1038/s41467-023-41457-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differentially expressed genes HH24 vs. HH24g

File Name: Supplementary Data 2

Description: Differentially expressed genes HH24g vs. HH27

File Name: Supplementary Data 3

Description: Differentially expressed genes SU5402 vs. DMSO

File Name: Supplementary Data 4

Description: All genes SU5402 vs. DMSO

File Name: Supplementary Data 5

Description: HCR probe accession numbers

File Name: Supplementary Data 6

Description: Flow cytometry gating information – Figure 3, S5

# Supplementary material for: Fgf signalling triggers an intrinsic mesodermal timer that determines the duration of limb patterning
**Source:** Nat Commun. 2023 Sep 20;14:5841. doi: 10.1038/s41467-023-41457-6

**Supplementary Figure 5b - In vivo 24h - G1 = 61.38**

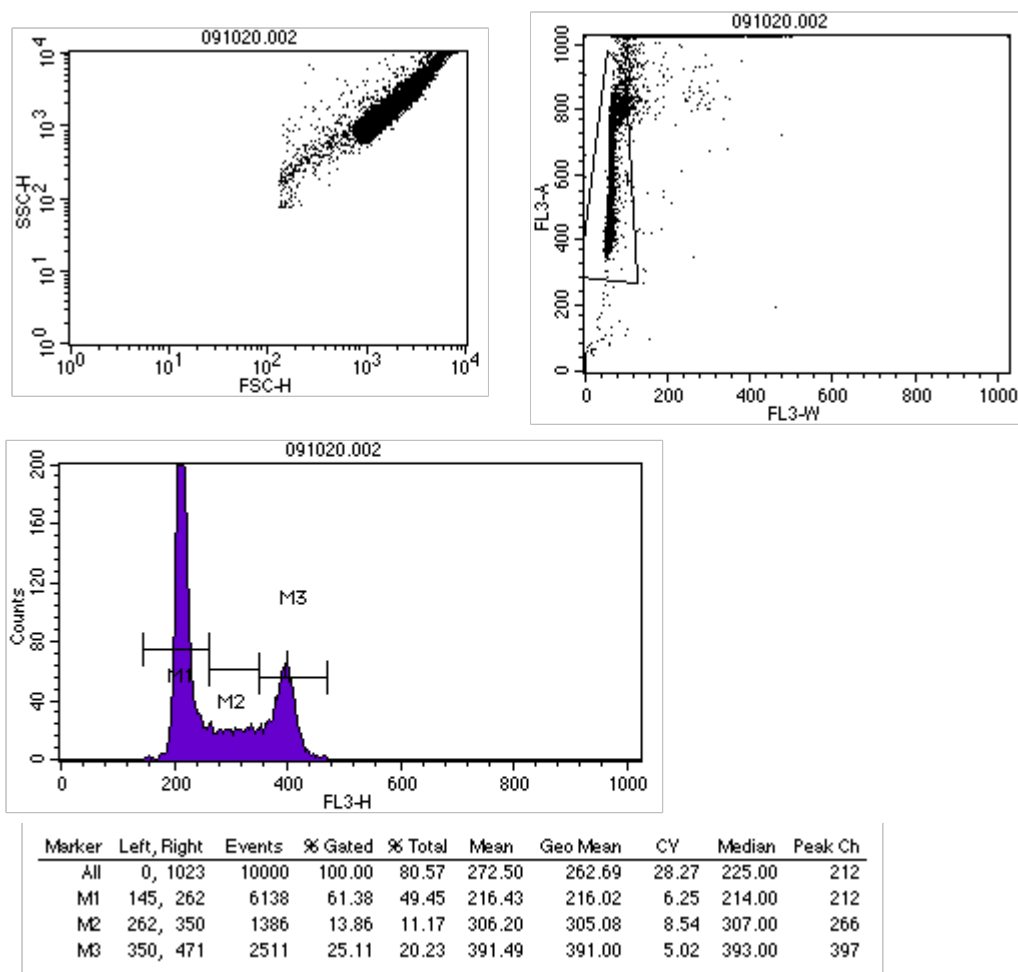

**Supplementary Fig 5b - In vivo 24h - G1 = 59.03**

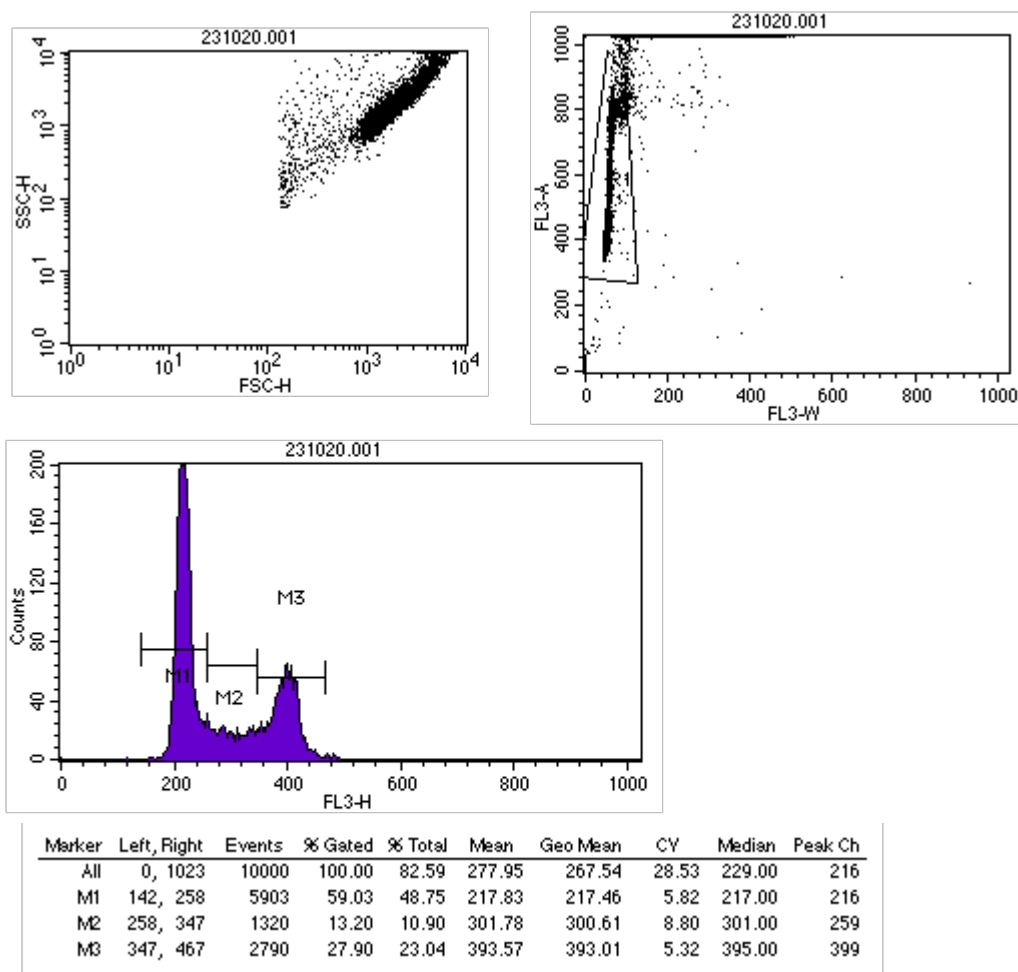

**Supplementary Figure 5b - In vivo 24h - G1 = 62.13**

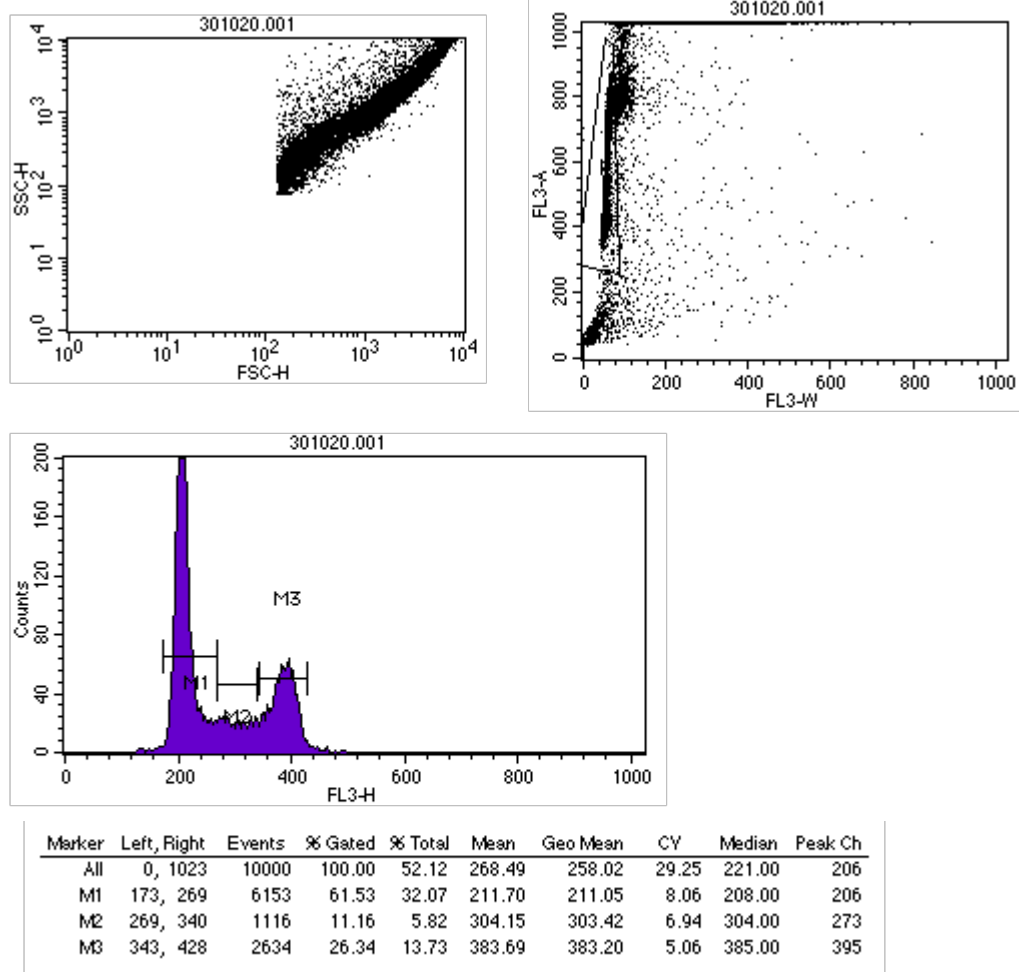

**Supplementary Figure 5b - In vivo 24h - G1 = 61.66**

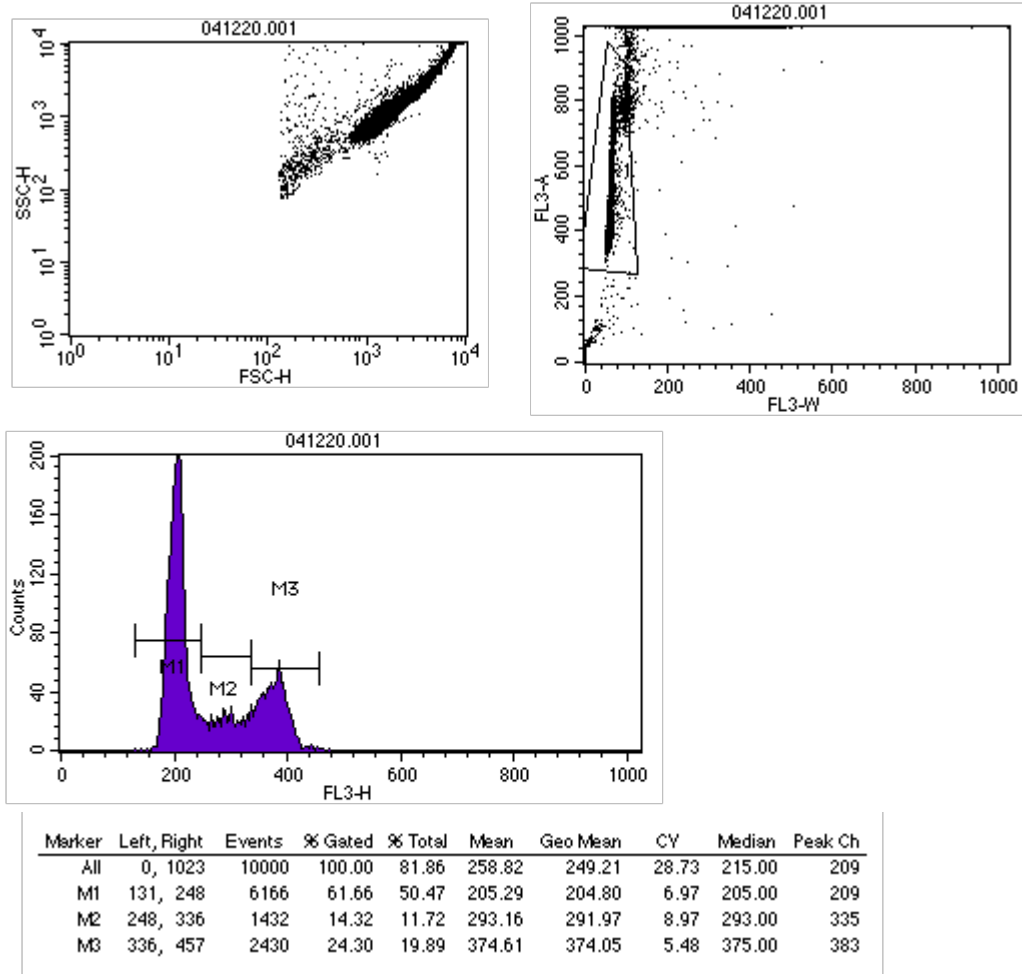

Supplementary Figure 5b - In vivo 24h - G1 = 65.73

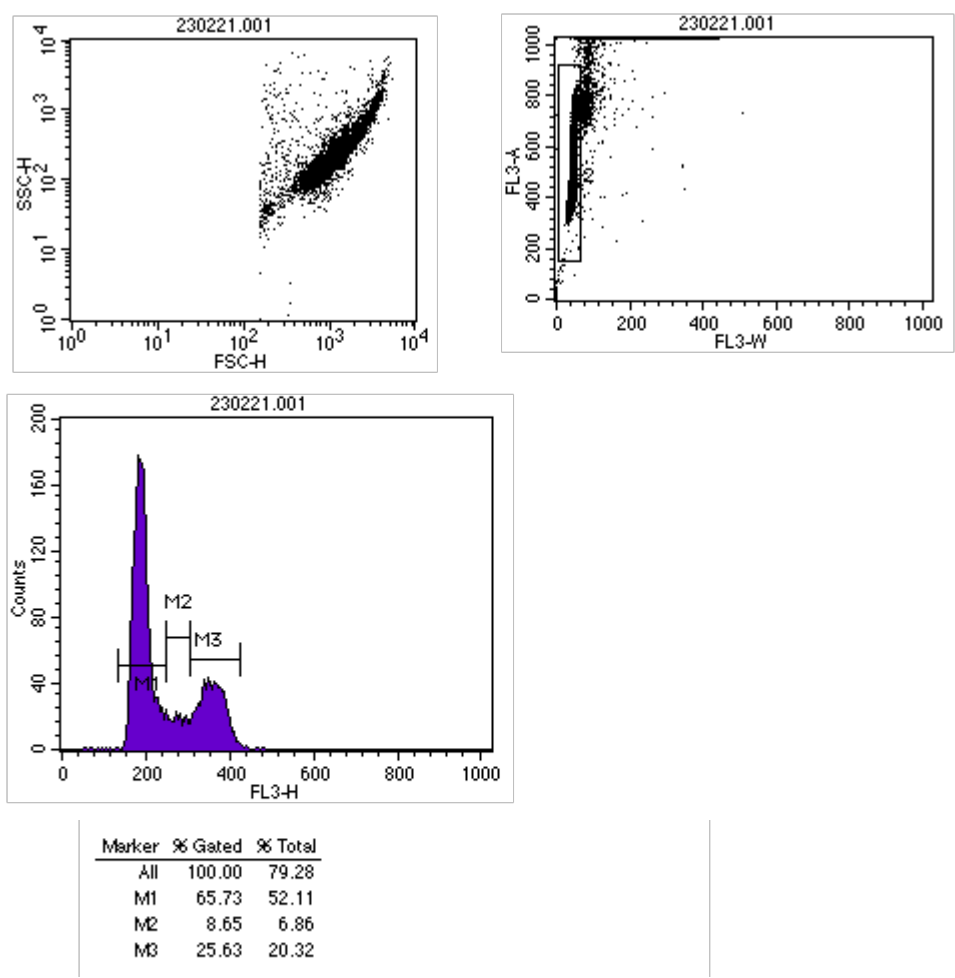

**Supplementary Figure 5b - In vivo 24h - G1 = 67.96**

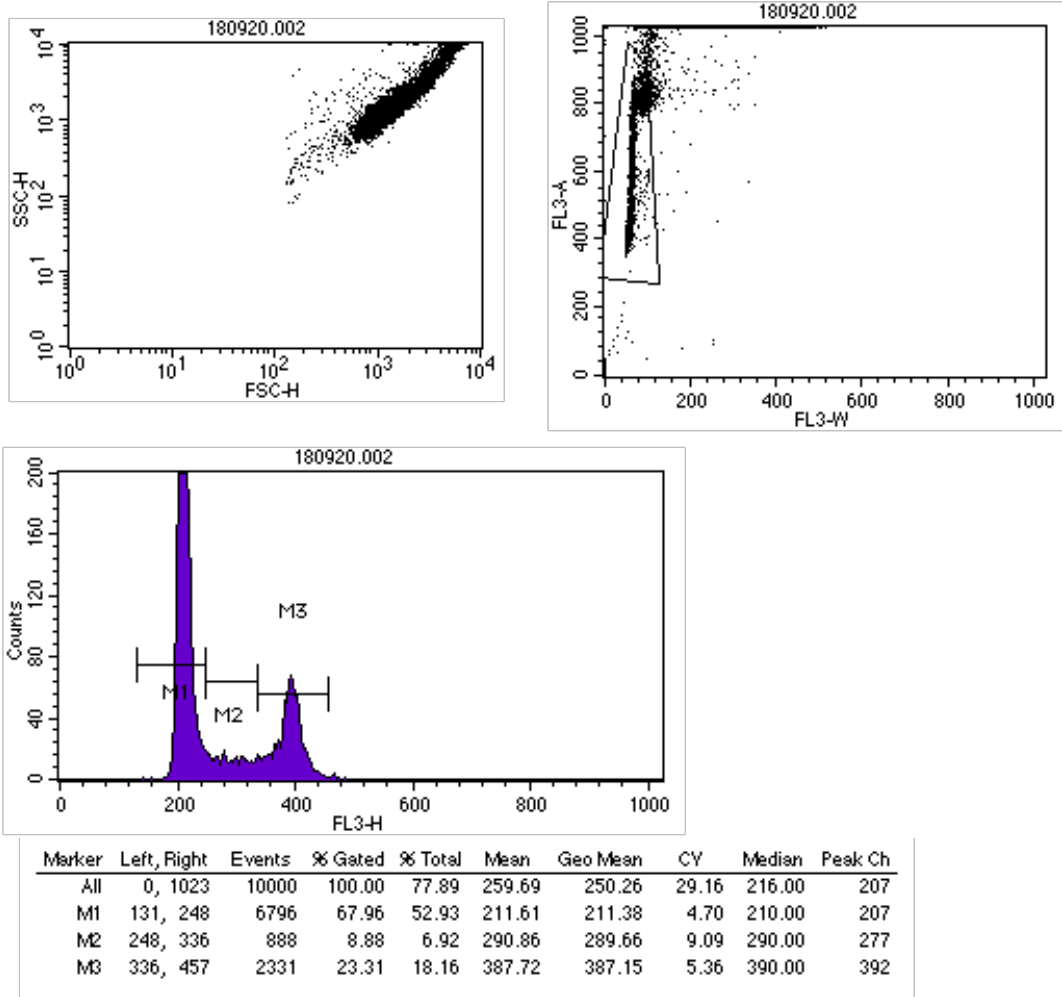

**Supplementary Figure 5b - In vivo 24h - G1 = 62.99**

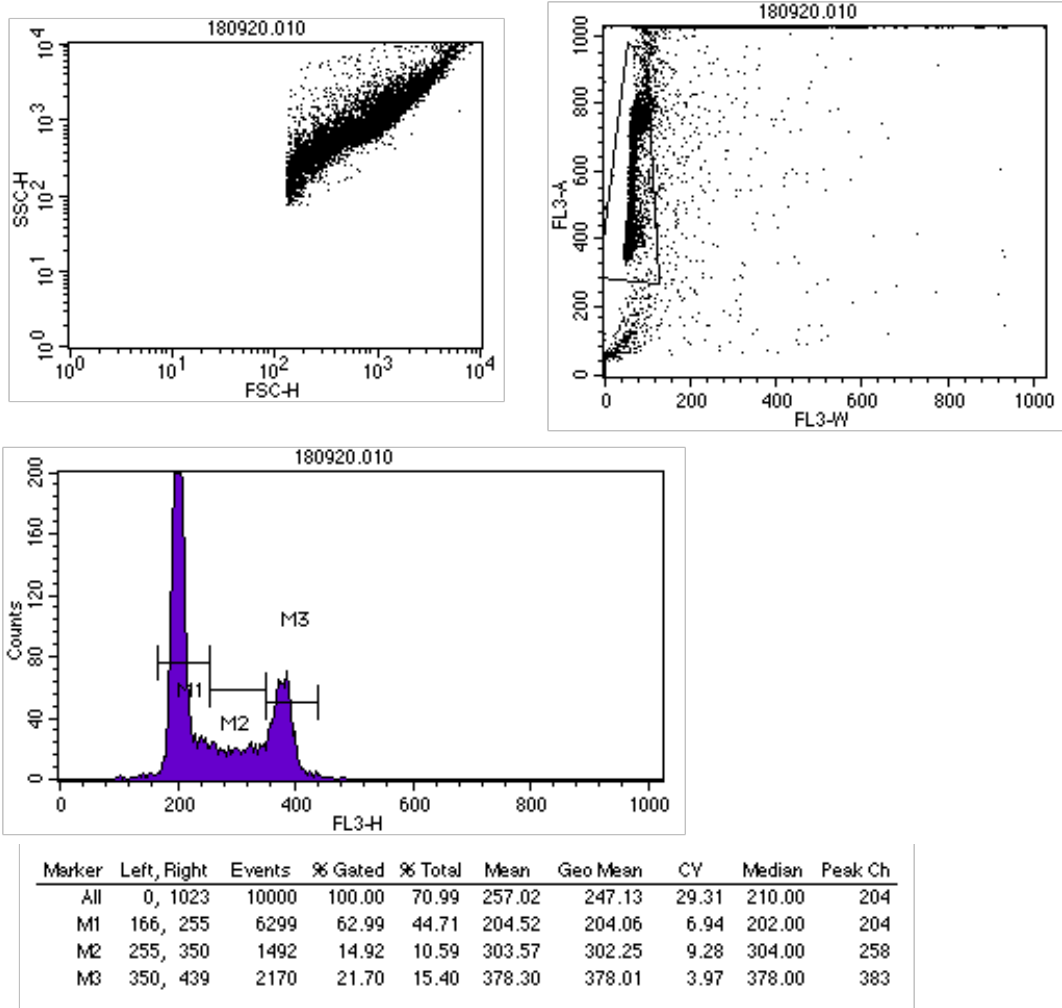

**Supplementary Figure 5b - In vivo 24h - G1 = 63.57 (Summary of 2 readings - 62.44 (002) & 64.70 (012))**

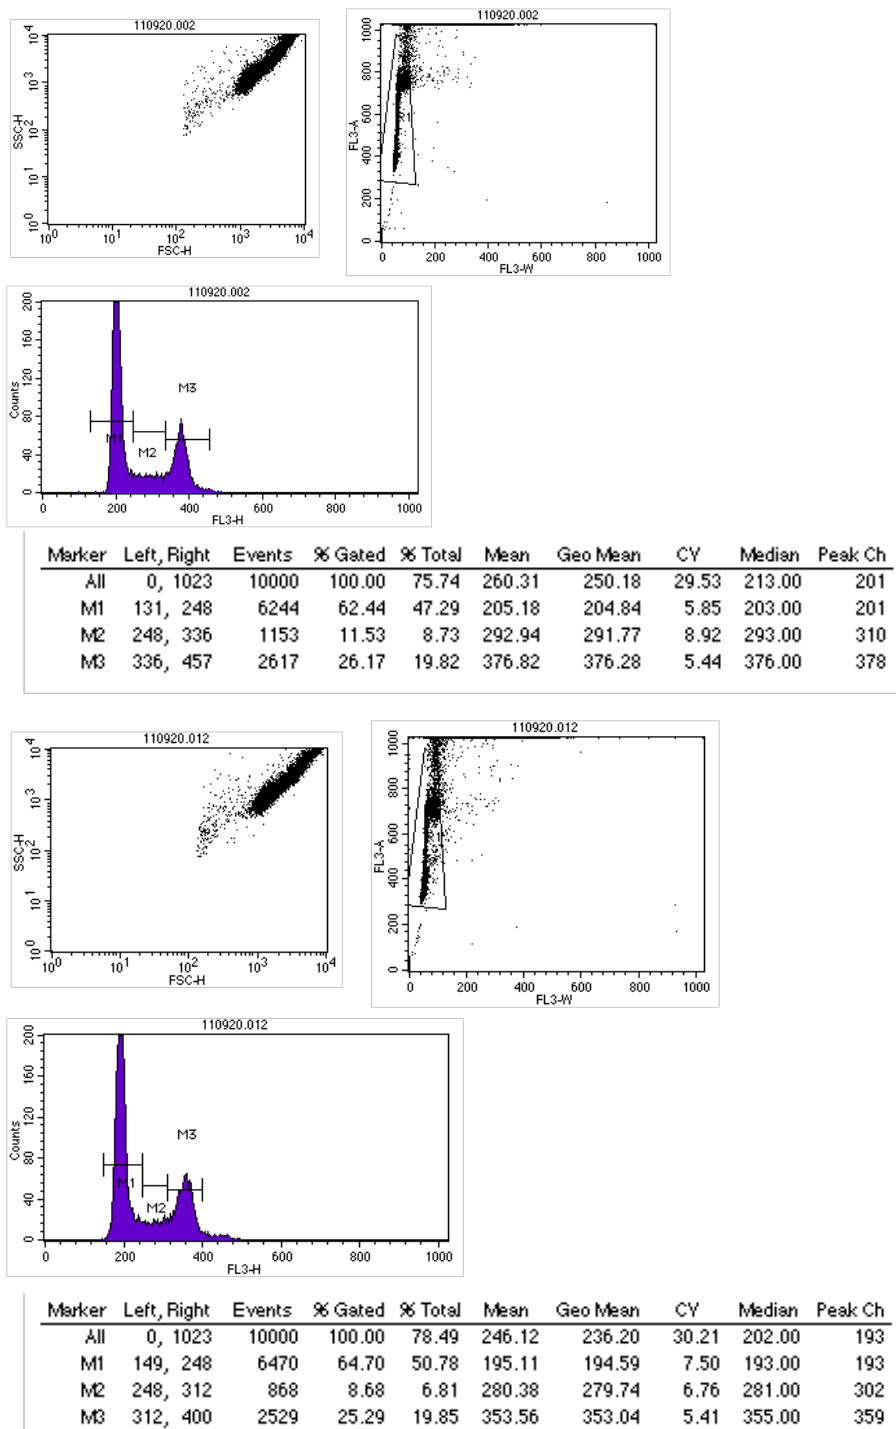

**Supplementary Figure 5b - In vivo 48h - G1 = 71.85**

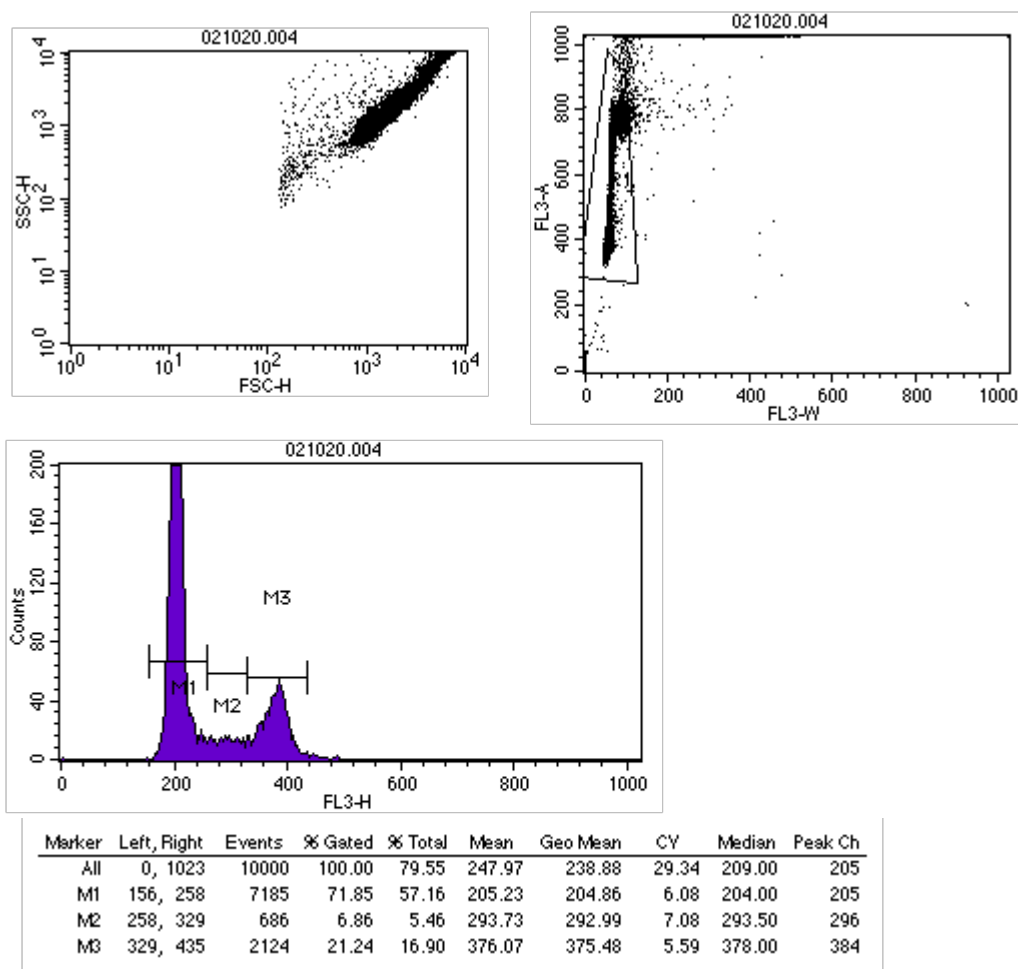

**Supplementary Figure 5b - In vivo 48h - G1 = 72.77**

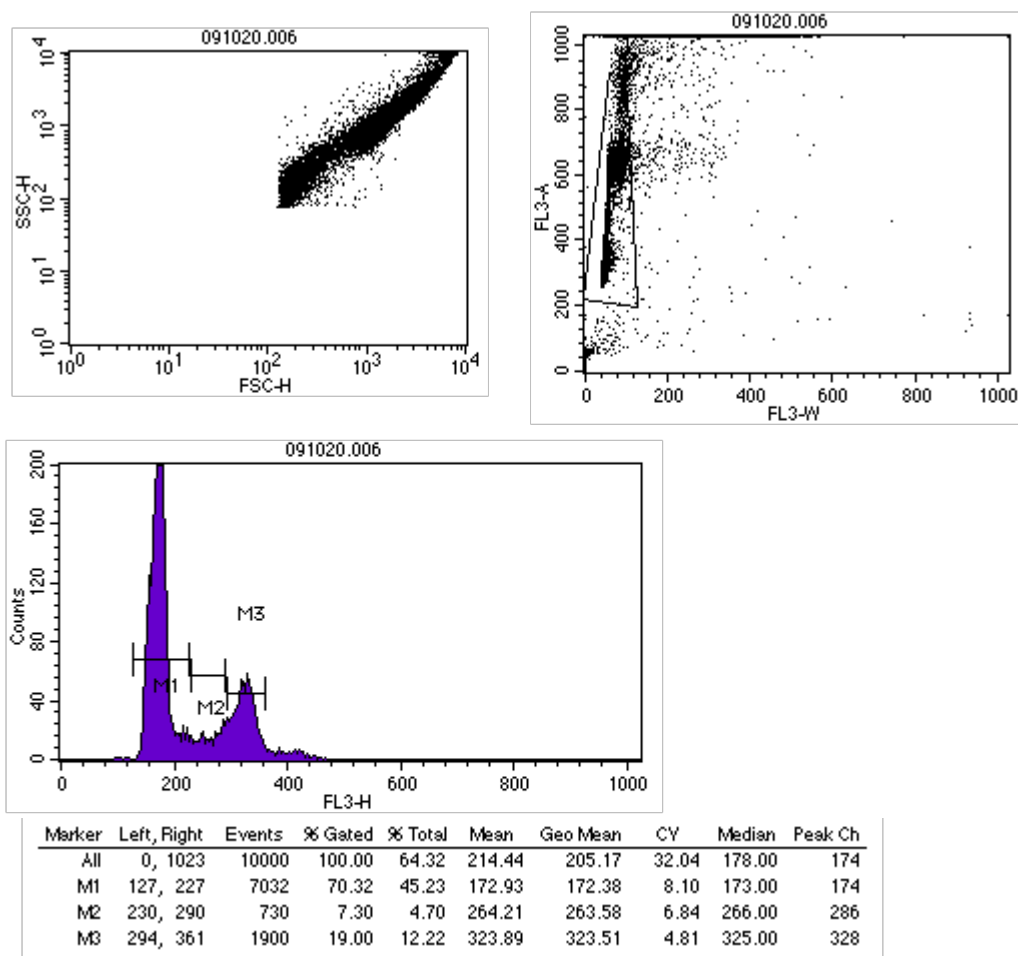

**Supplementary Figure 5b - In vivo 48h - G1 = 68.77**

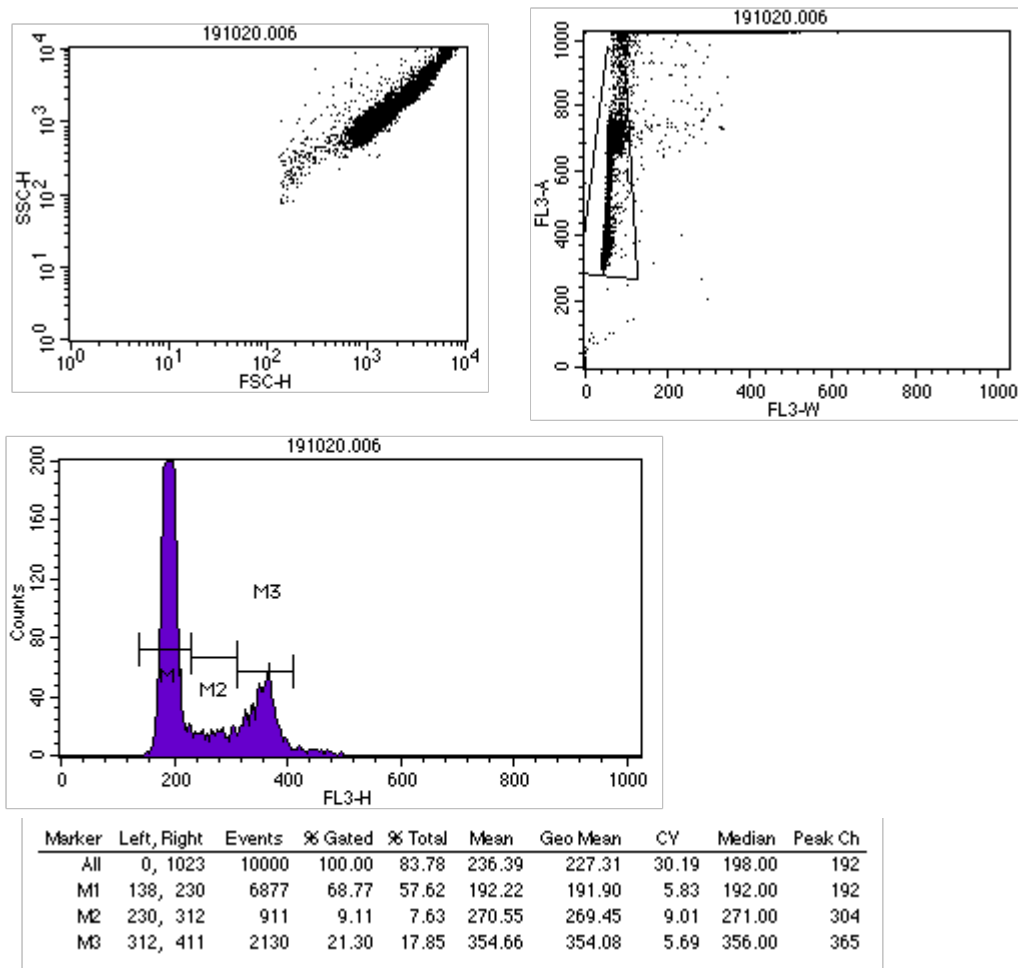

**Supplementary Figure 5b - In vivo 48h - G1 = 74.33**

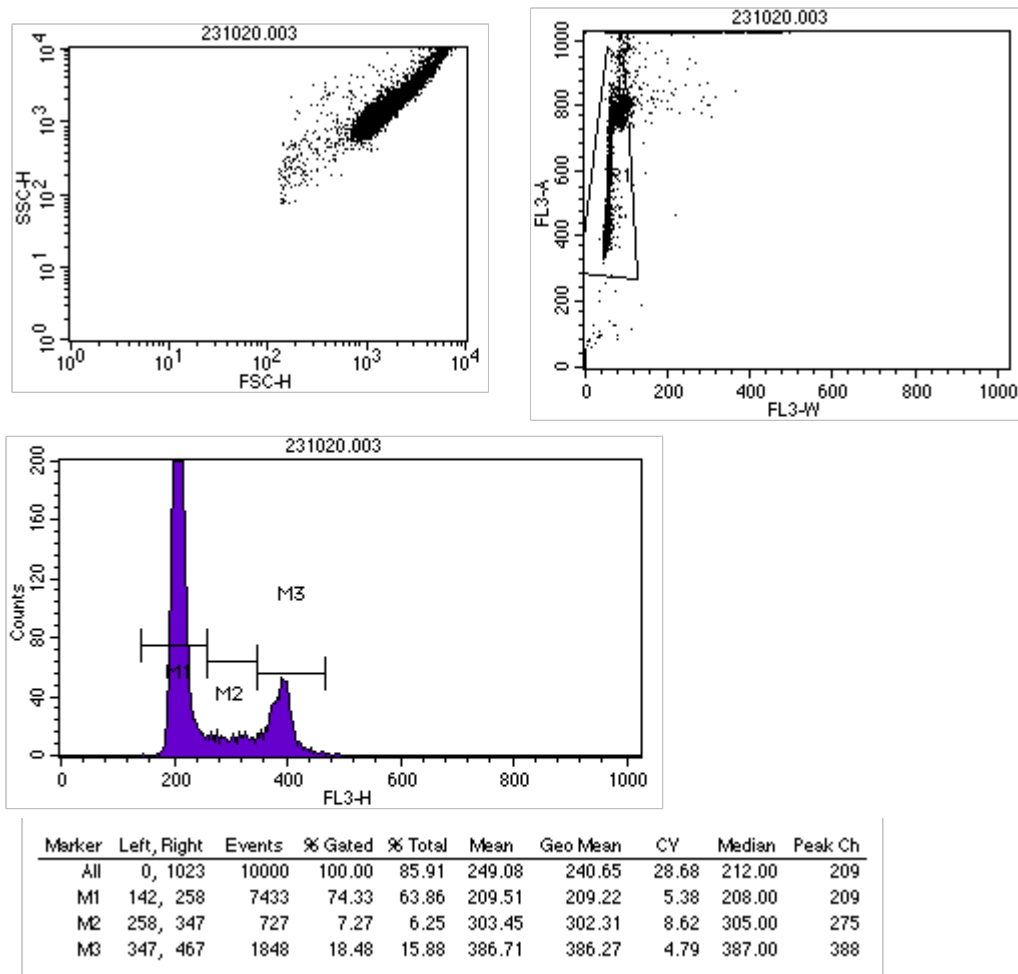

**Supplementary Figure 5b - In vivo 48h - G1 = 69.08**

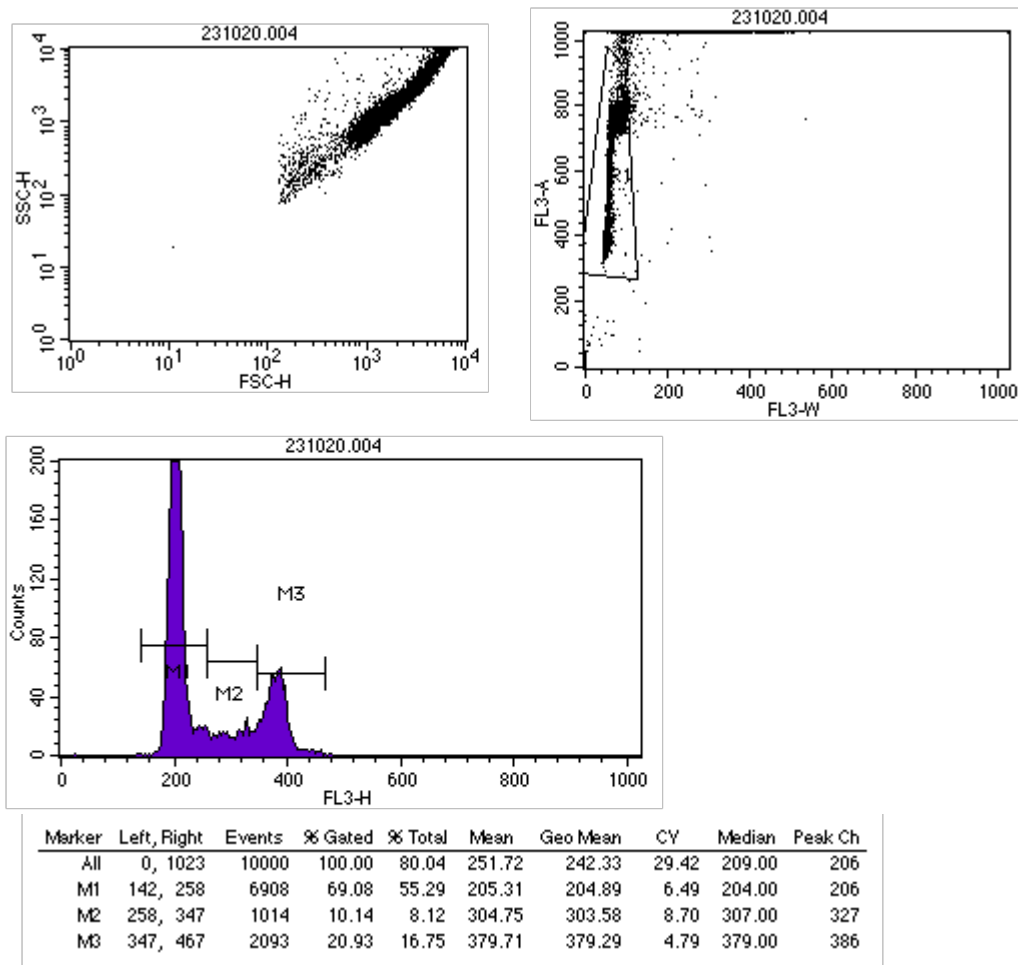

**Supplementary Figure 5b - In vivo 48h - G1 = 71.01**

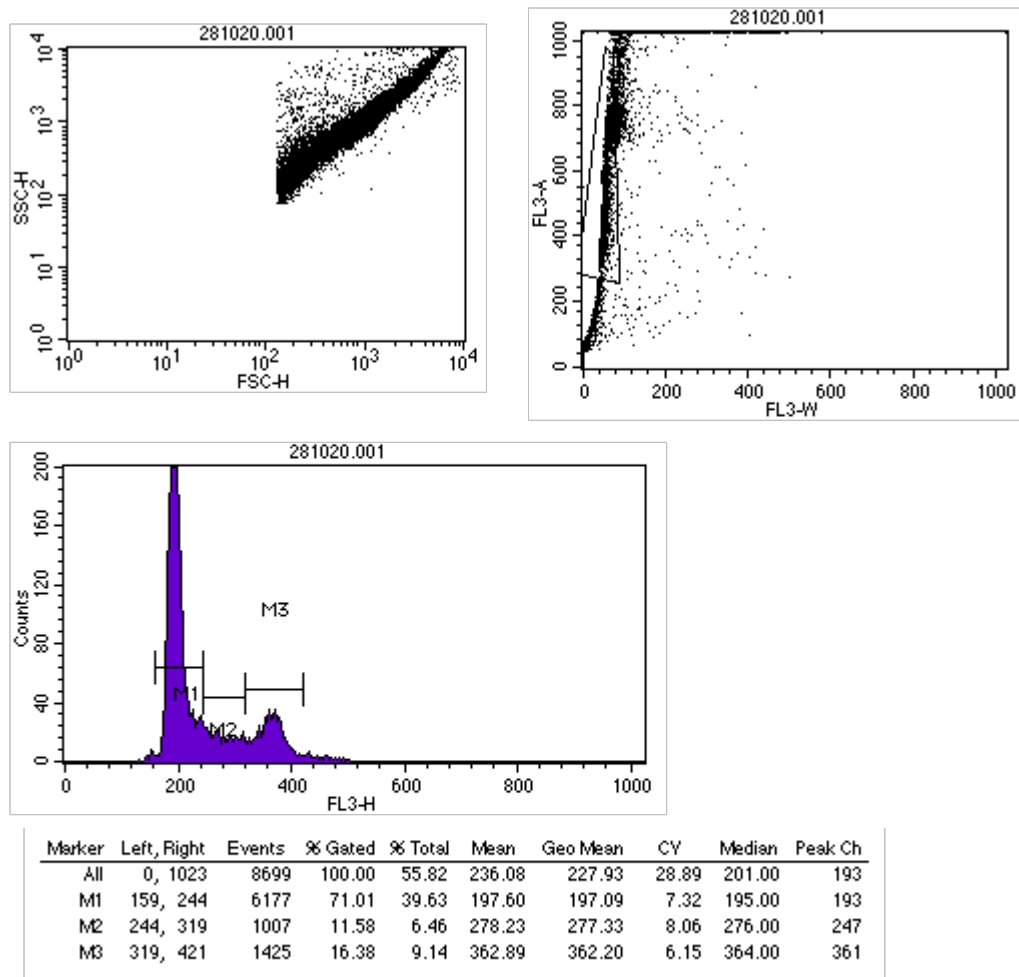

**Supplementary Figure 5b - In vivo 48h - G1 = 71.64**

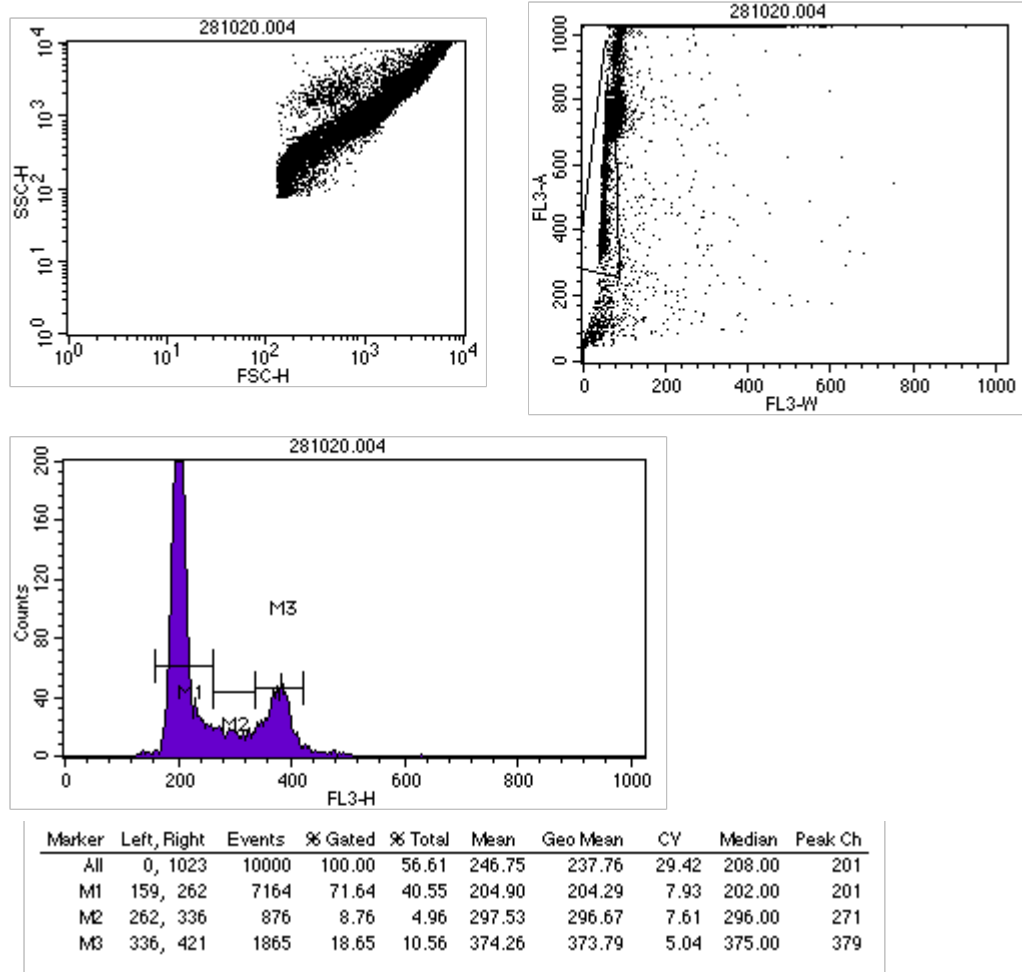

**Supplementary Figure 5b - In vivo 48h - G1 = 78.24**

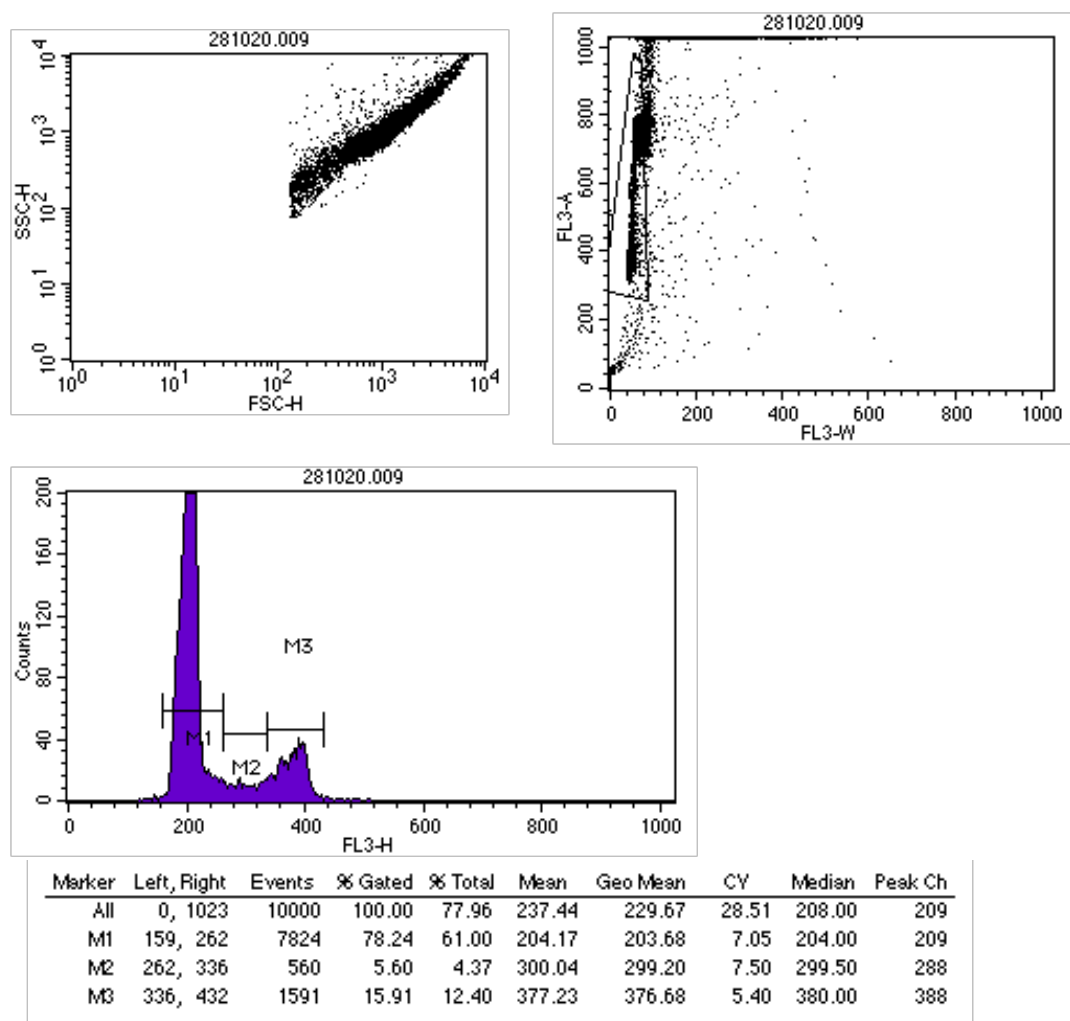

**Supplementary Figure 5b - Explant 24h – G1 = 63.72**

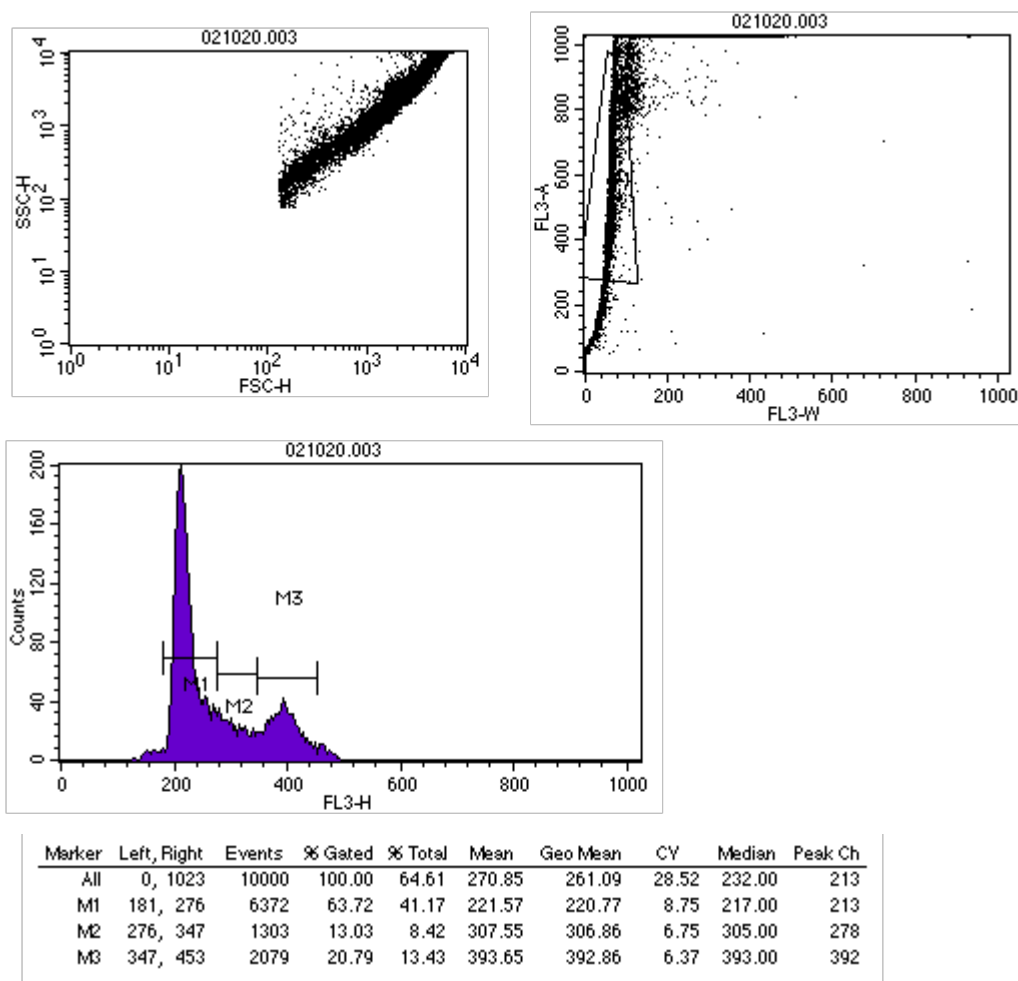

Supplementary Figure 5b - Explant 24h – G1 = 61.16

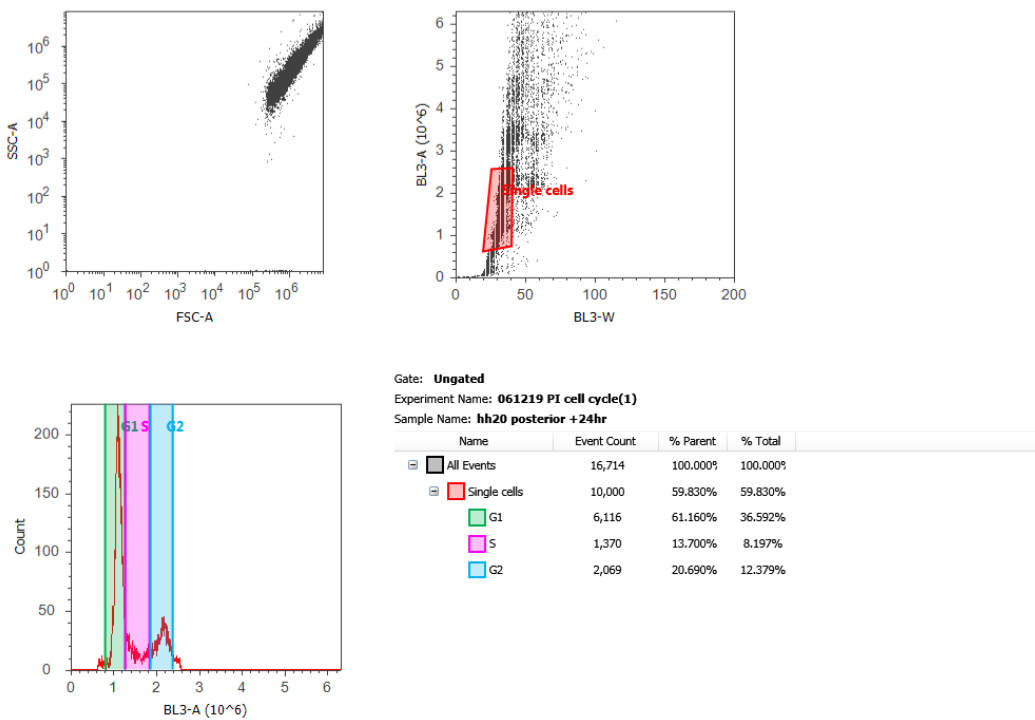

Supplementary Figure 5b - Explant 24h – G1 = 70.99 +FBS

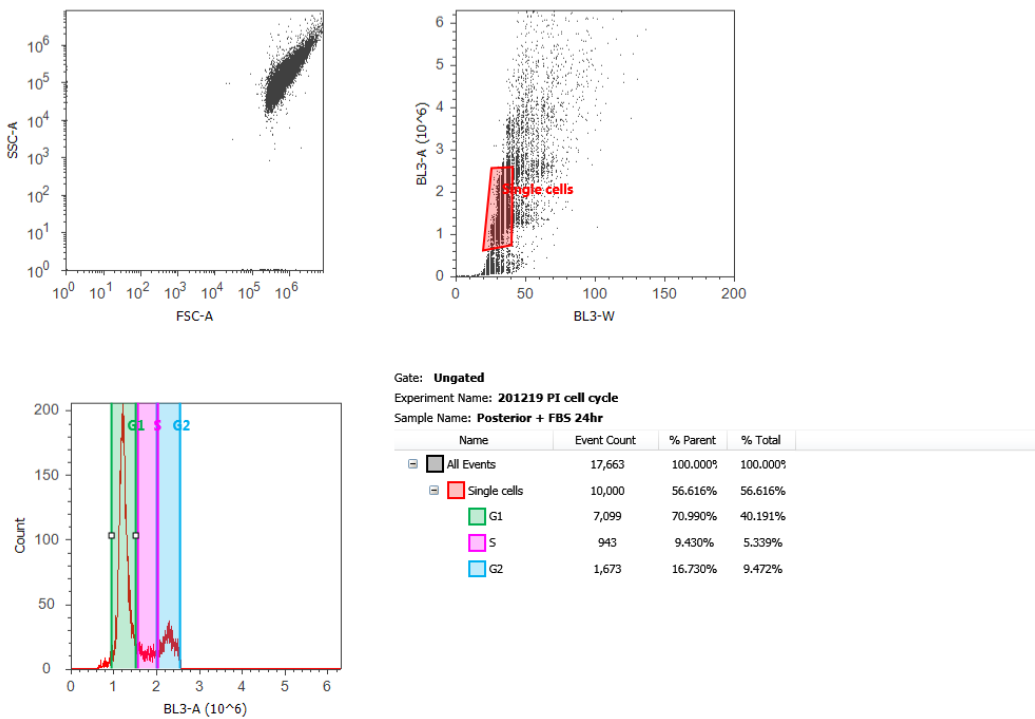

# Supplementary Figure 5b - Explant 24h – G1 = 69.71

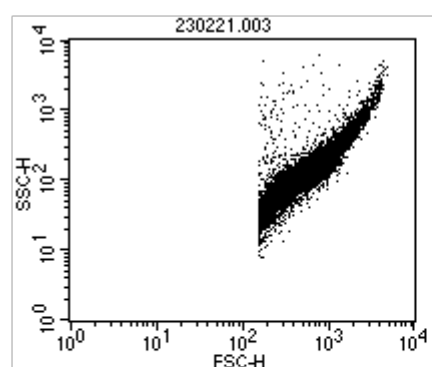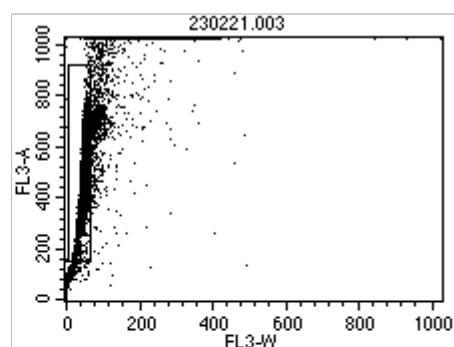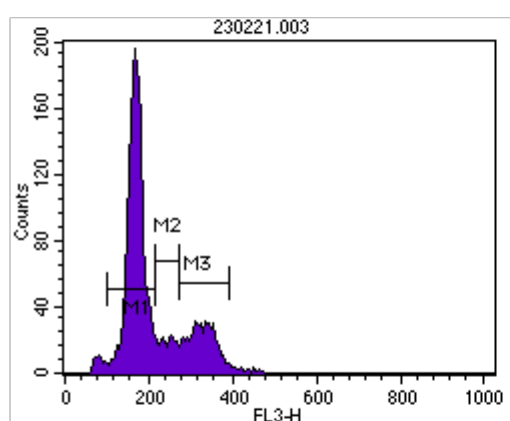

| Marker | % Gated | % Total |
|--------|---------|---------|
| All    | 100.00  | 71.48   |
| M1     | 69.71   | 49.83   |
| M2     | 8.03    | 5.74    |
| M3     | 20.06   | 14.34   |

Supplementary Figure 5b - Explant 48h - G1 = 71.19

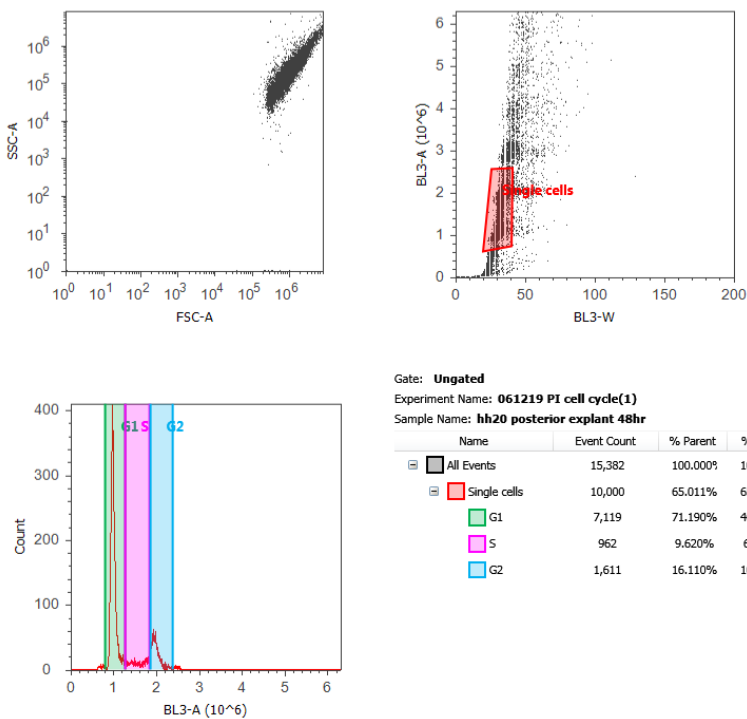

Supplementary Figure 5b - Explant 48h - G1 = 76.77

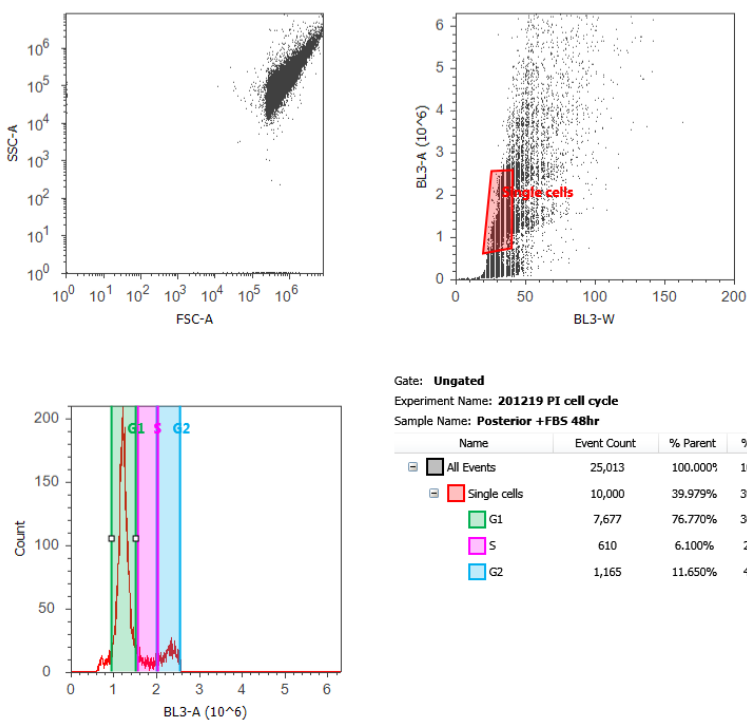

Supplementary Figure 5b - Explant 48h - G1 = 79.4

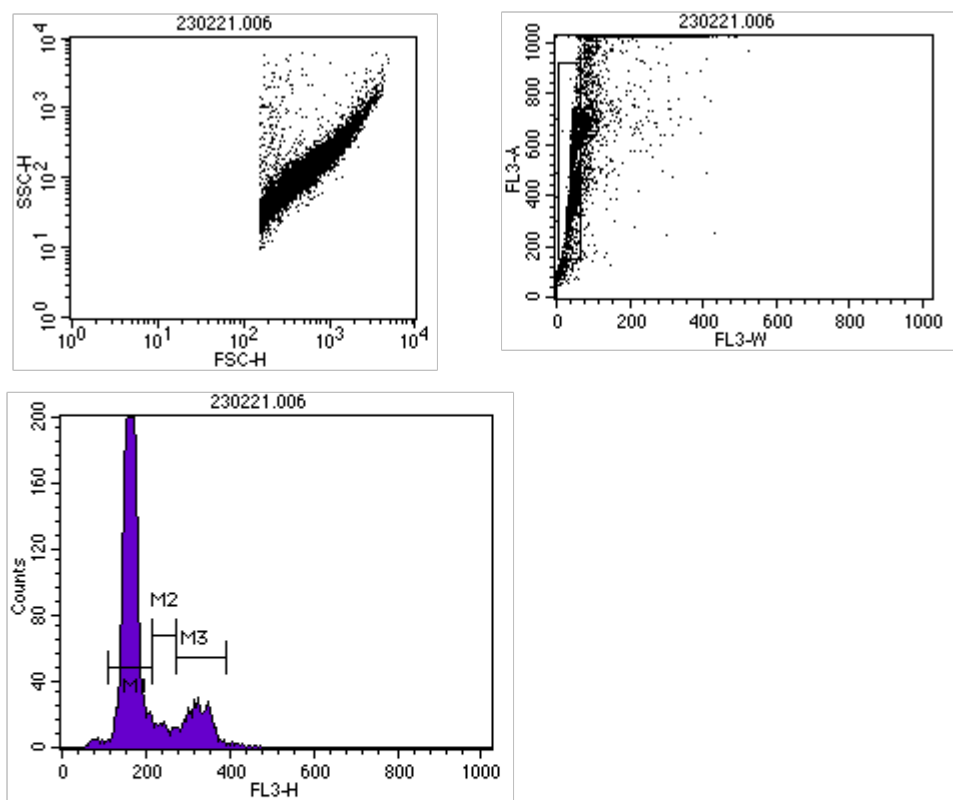

| Marker | % Gated | % Total |
|--------|---------|---------|
| All    | 100.00  | 71.19   |
| M1     | 79.40   | 56.53   |
| M2     | 5.22    | 3.72    |
| M3     | 14.18   | 10.10   |

**Figure 3m - DMSO 24h - G1 = 66.72**

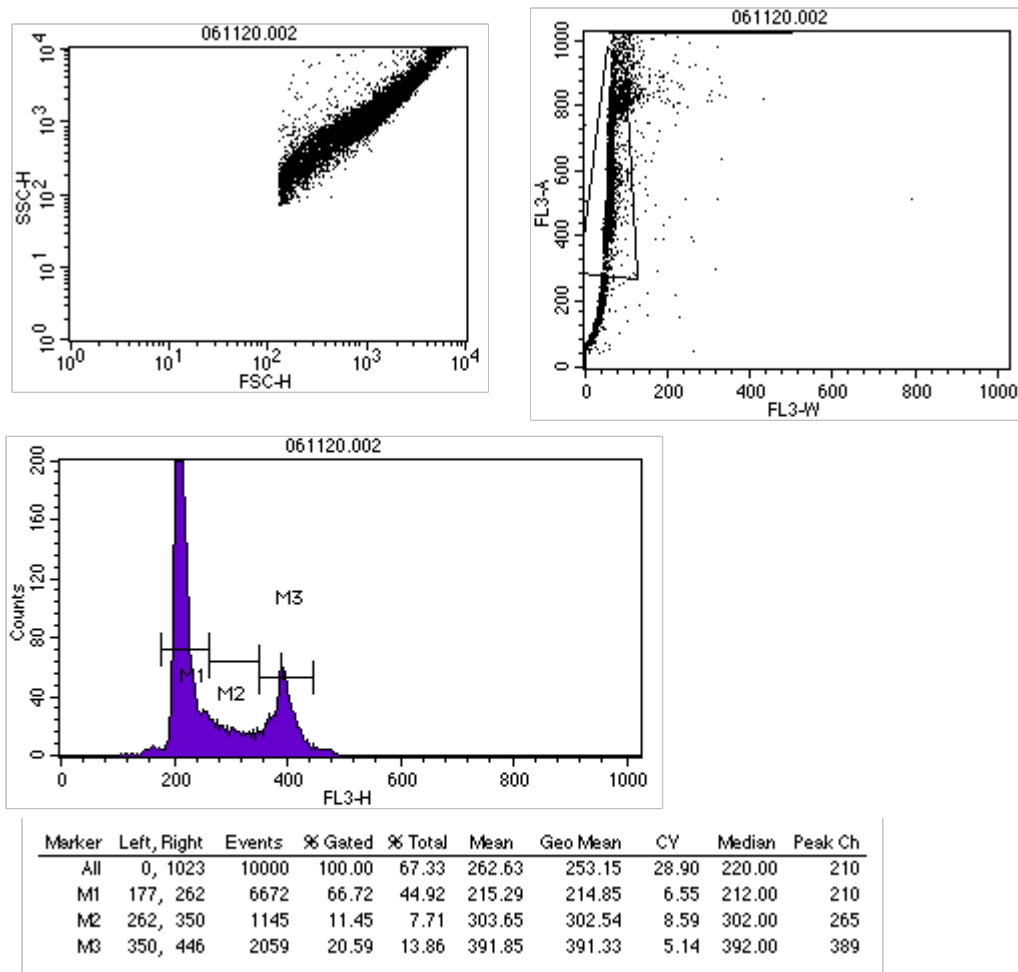

**Figure 3m - DMSO 24h - G1 = 69.69**

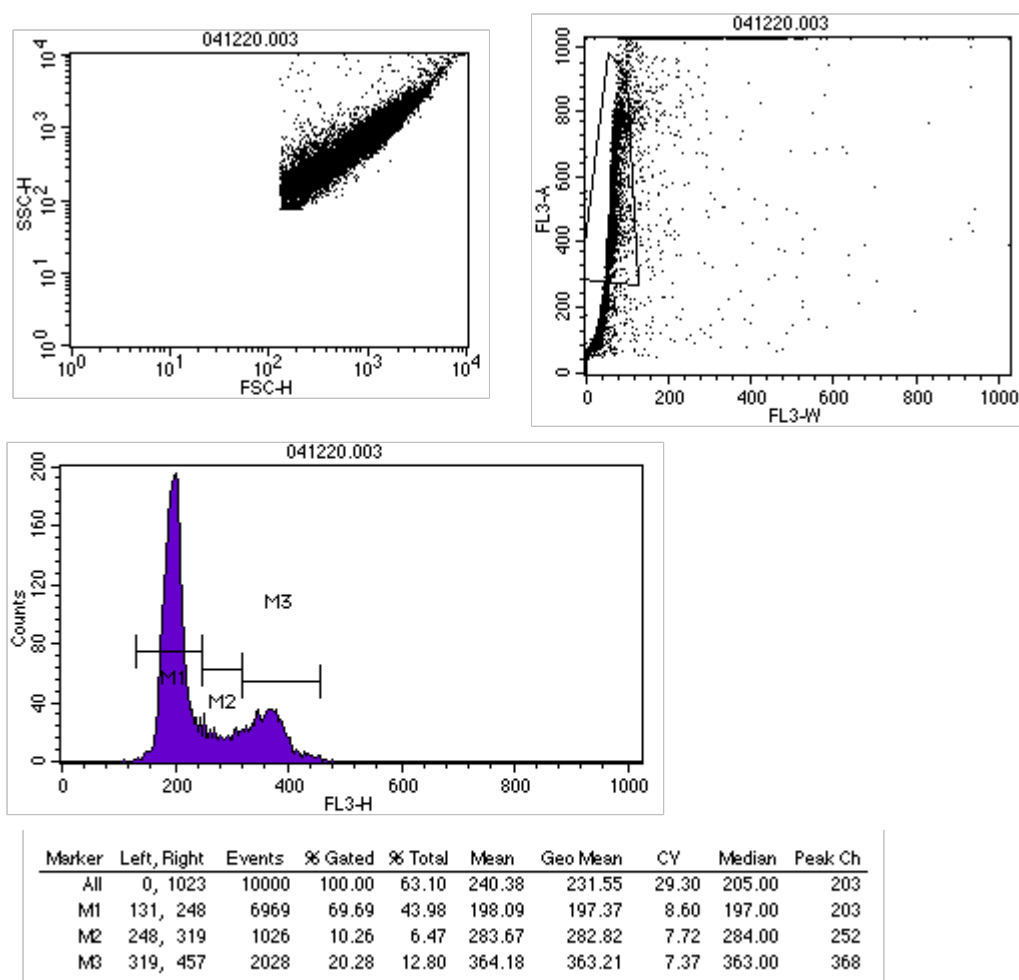

Figure 3m - DMSO 24h - G1 = 66.98

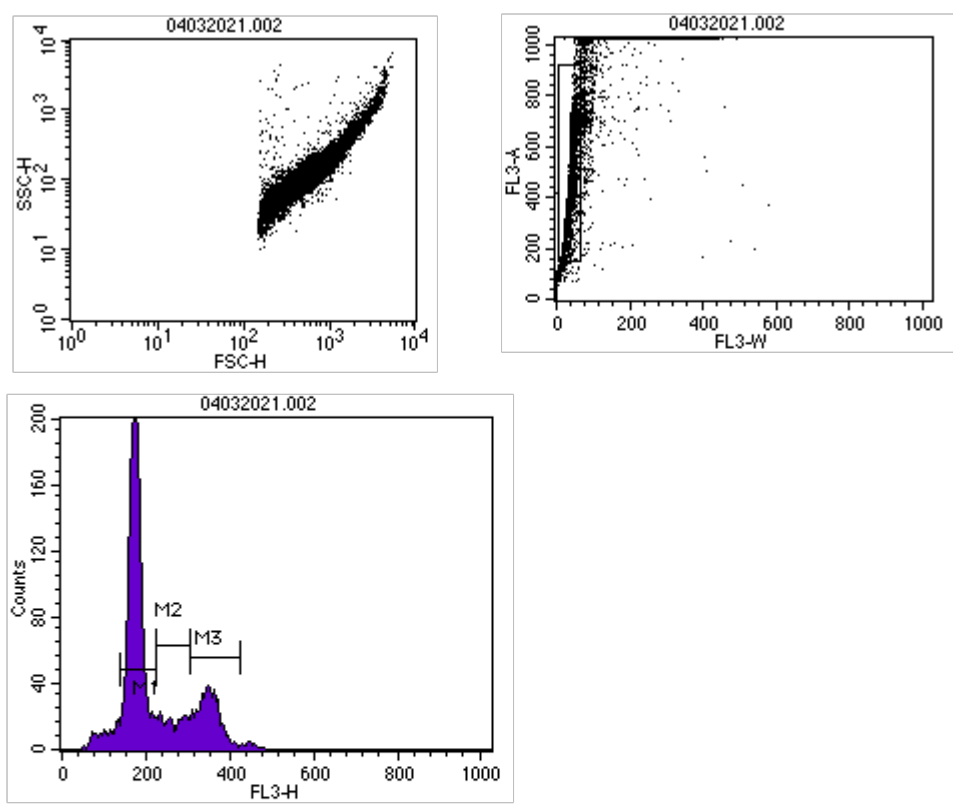

| Marker | % Gated | % Total |
|--------|---------|---------|
| All    | 100.00  | 76.30   |
| M1     | 66.98   | 51.11   |
| M2     | 9.90    | 7.55    |
| M3     | 17.86   | 13.63   |

Figure 3m - DMSO 24h - G1 = 67.98

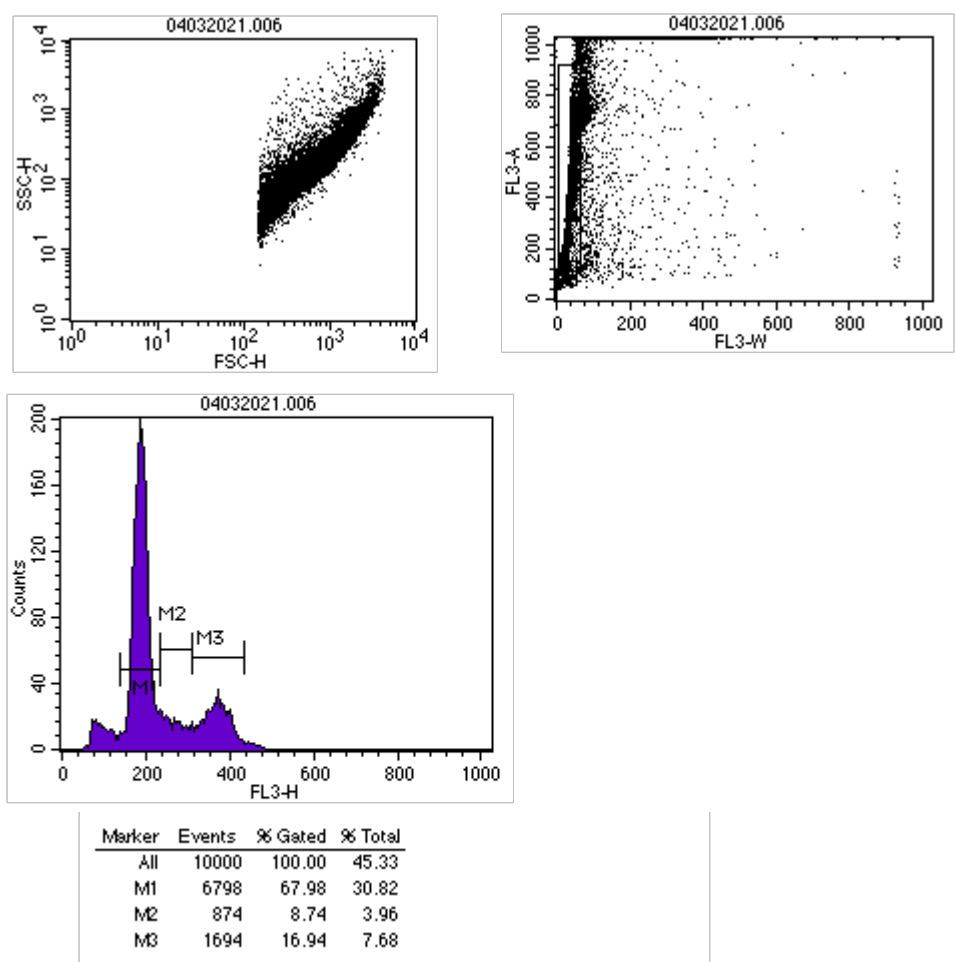

**Figure 3m - DMSO 48h - G1 = 75.04**

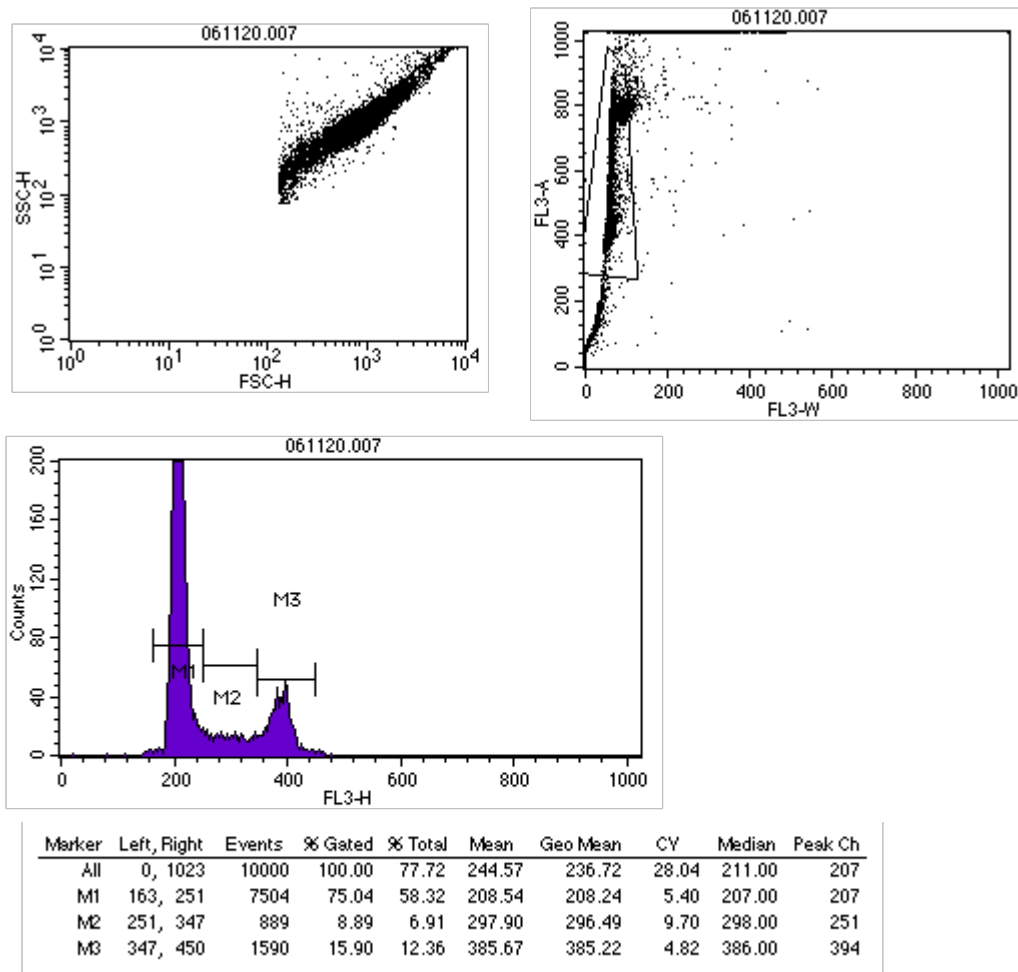

**Figure 3m - DMSO 48h - G1 = 76.58**

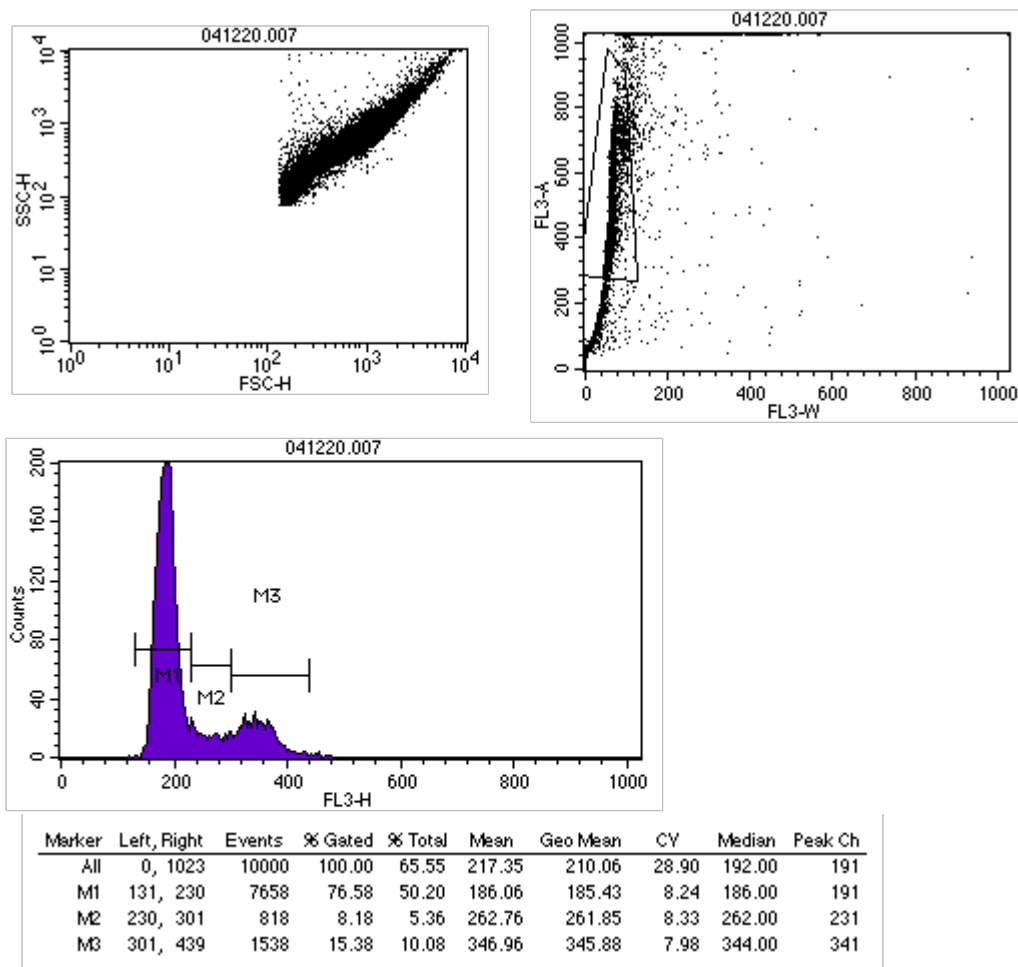

Figure 3m - DMSO 48h - G1 = 74.63

Figure 3m - DMSO 48h - G1 = 81.58

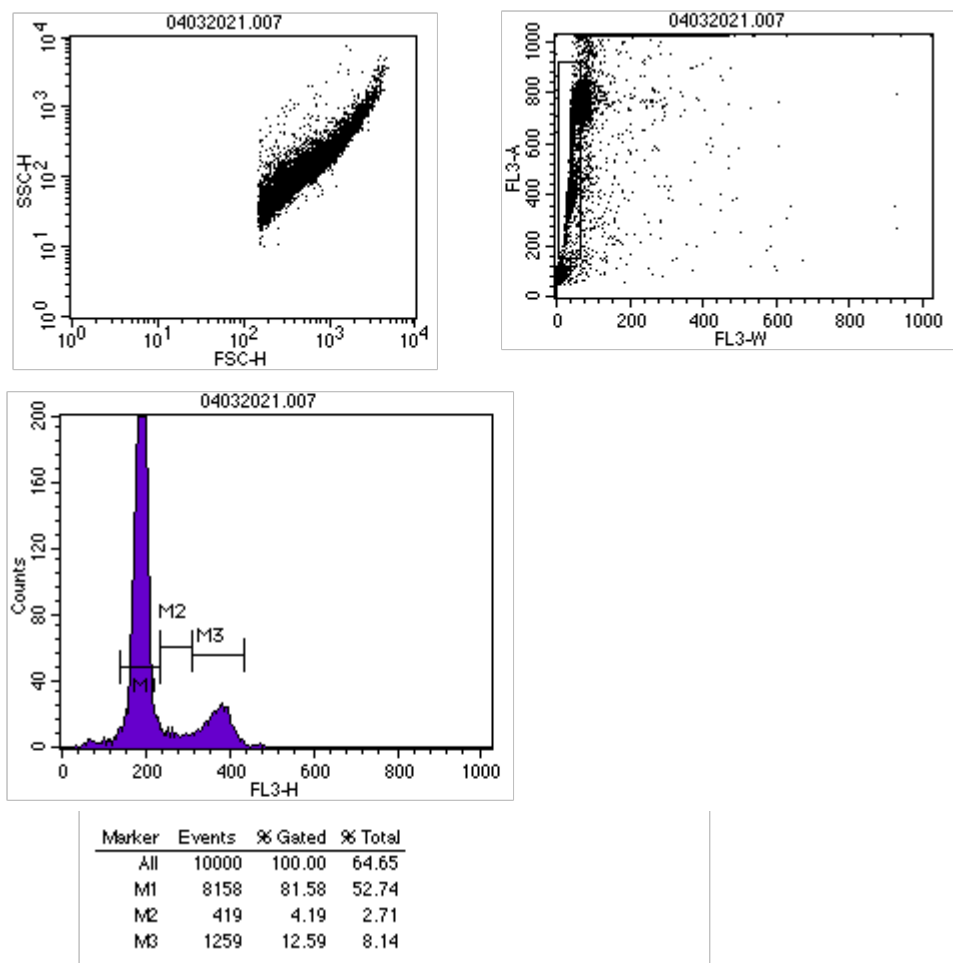

**Figure 3m - SU5402 24h - G1 = 74.74**

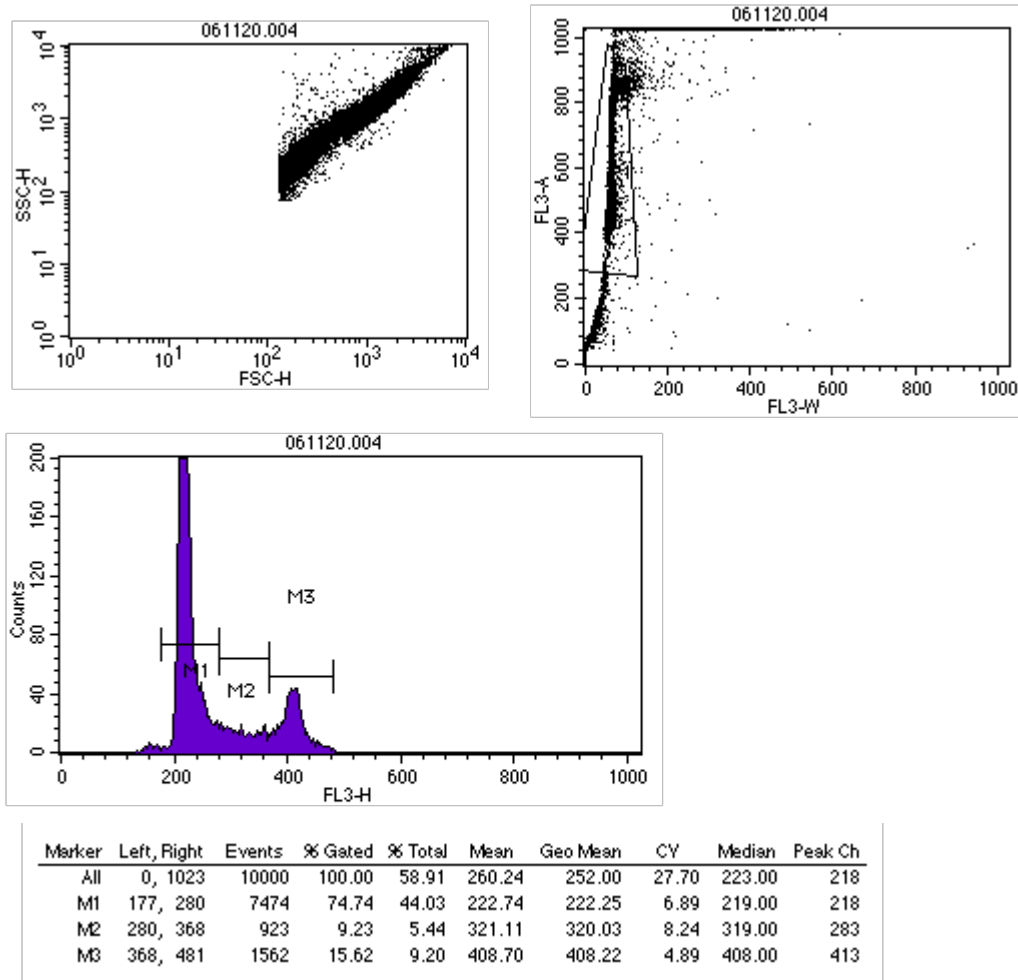

**Figure 3m - SU5402 24h - G1 = 69.47**

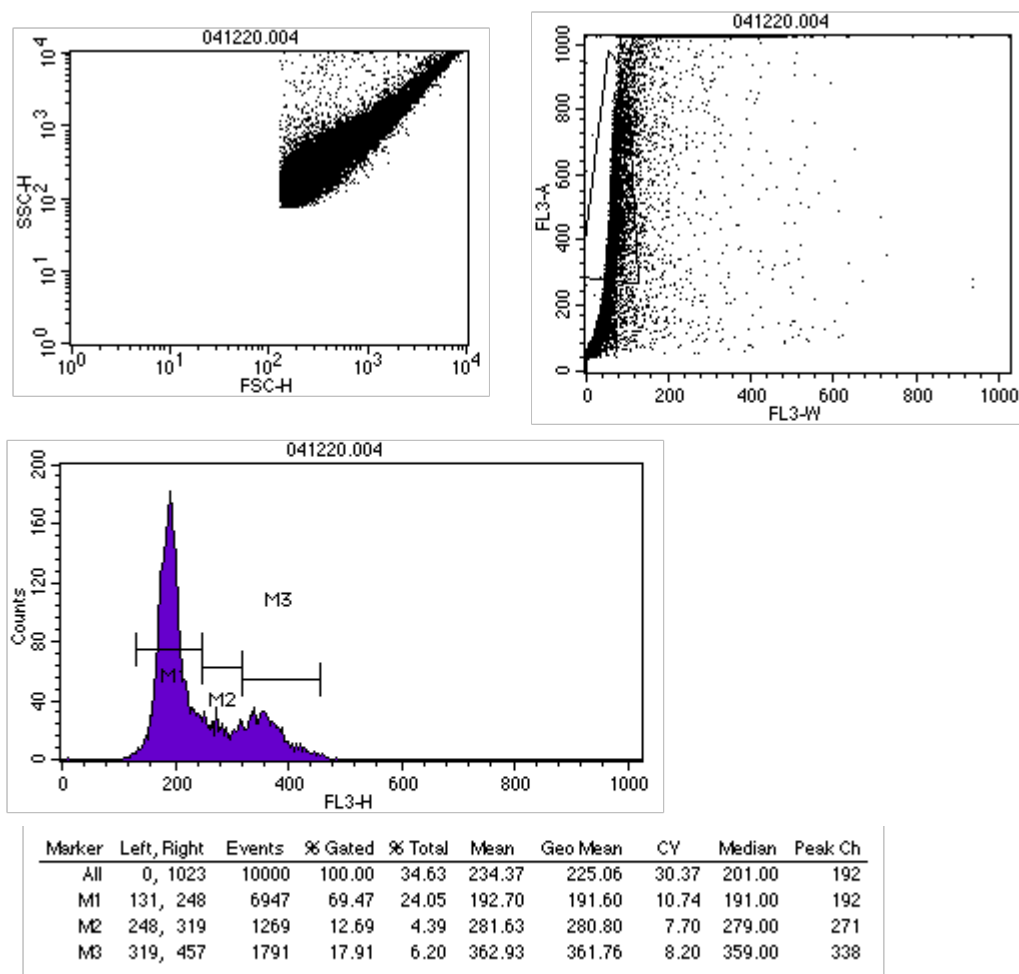

Figure 3m - SU5402 24h - G1 = 67.82

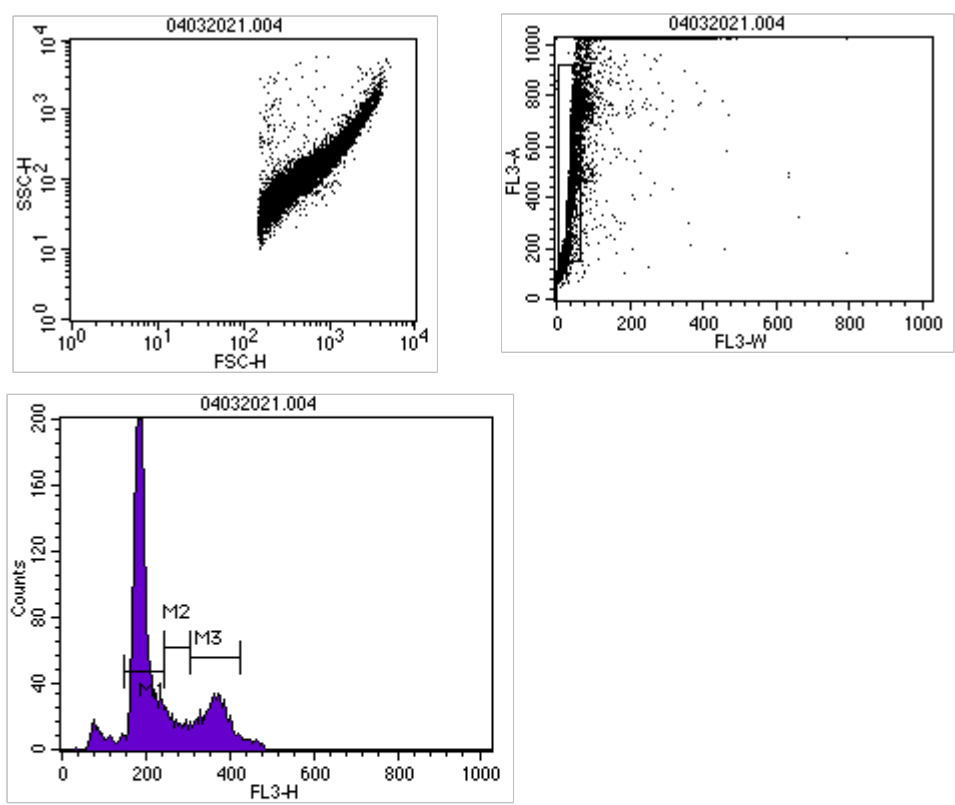

| Marker | % Gated | % Total |
|--------|---------|---------|
| All    | 100.00  | 66.03   |
| M1     | 67.82   | 44.78   |
| M2     | 7.85    | 5.18    |
| M3     | 18.89   | 12.47   |

Figure 3m - SU5402 24h - G1 = 68.82

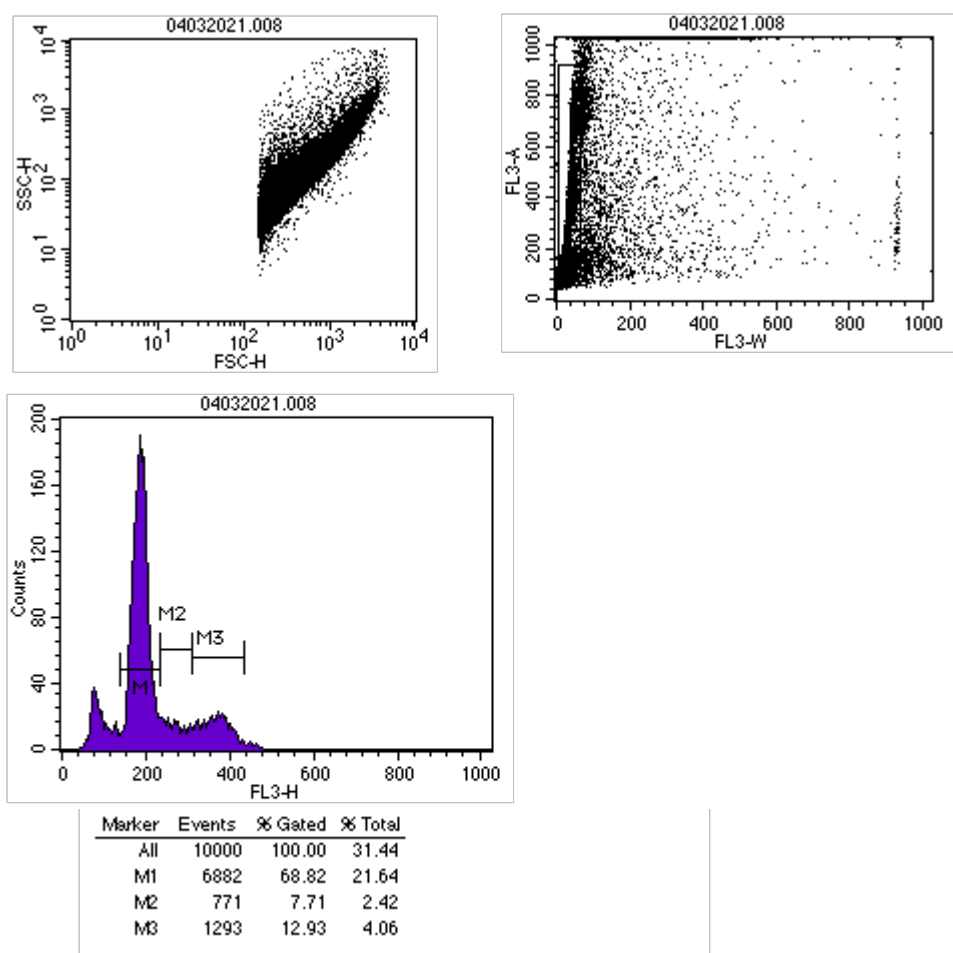

**Figure 3m - SU5402 48h - G1 = 79.32**

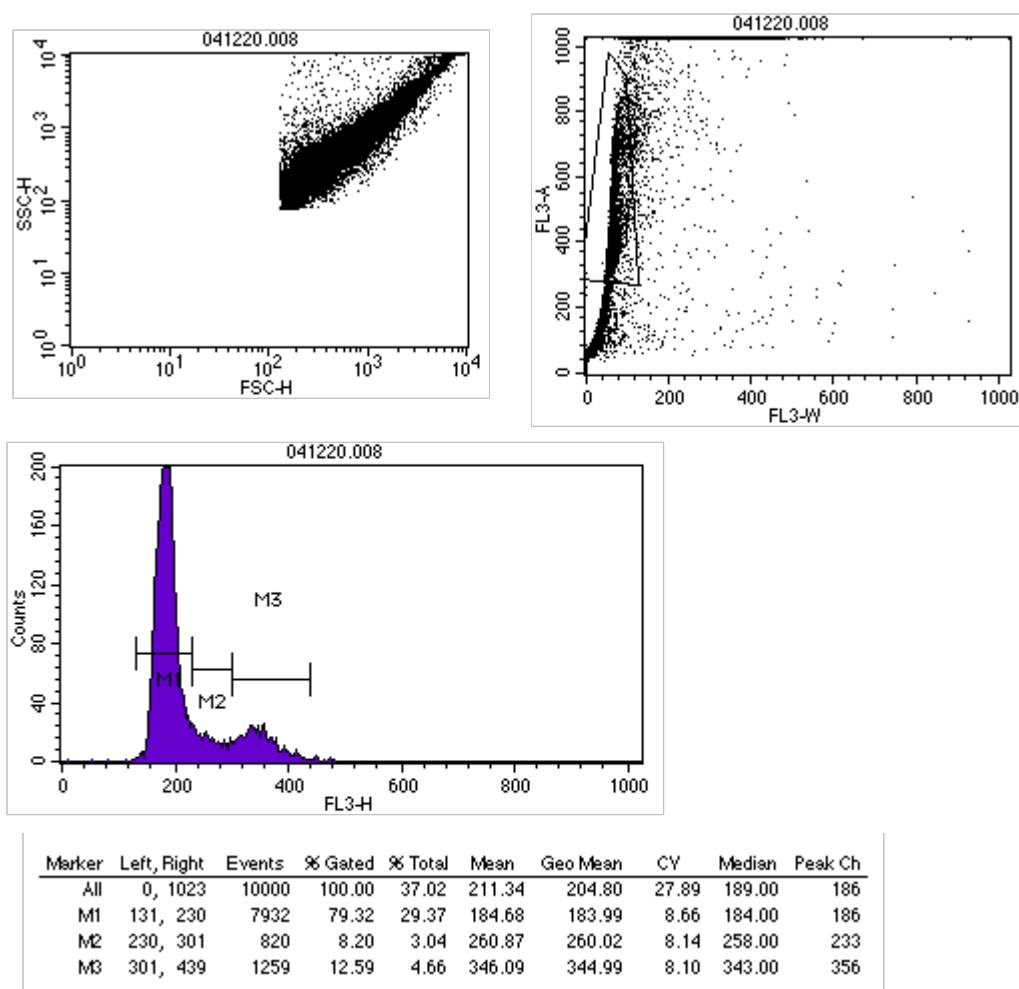

Figure 3m - SU5402 48h - G1 = 77.53

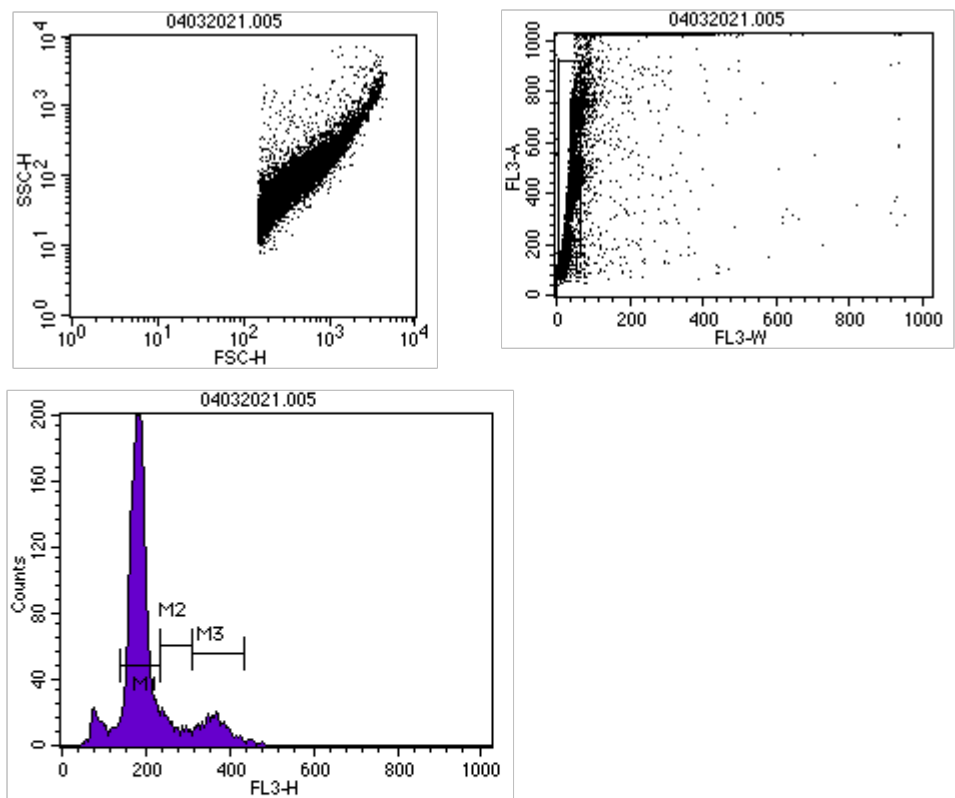

| Marker | Events | % Gated | % Total |
|--------|--------|---------|---------|
| All    | 10000  | 100.00  | 48.37   |
| M1     | 7753   | 77.53   | 37.50   |
| M2     | 646    | 6.46    | 3.12    |
| M3     | 922    | 9.22    | 4.46    |

**Figure 3m - SU5402 48h - G1 = 84.05**

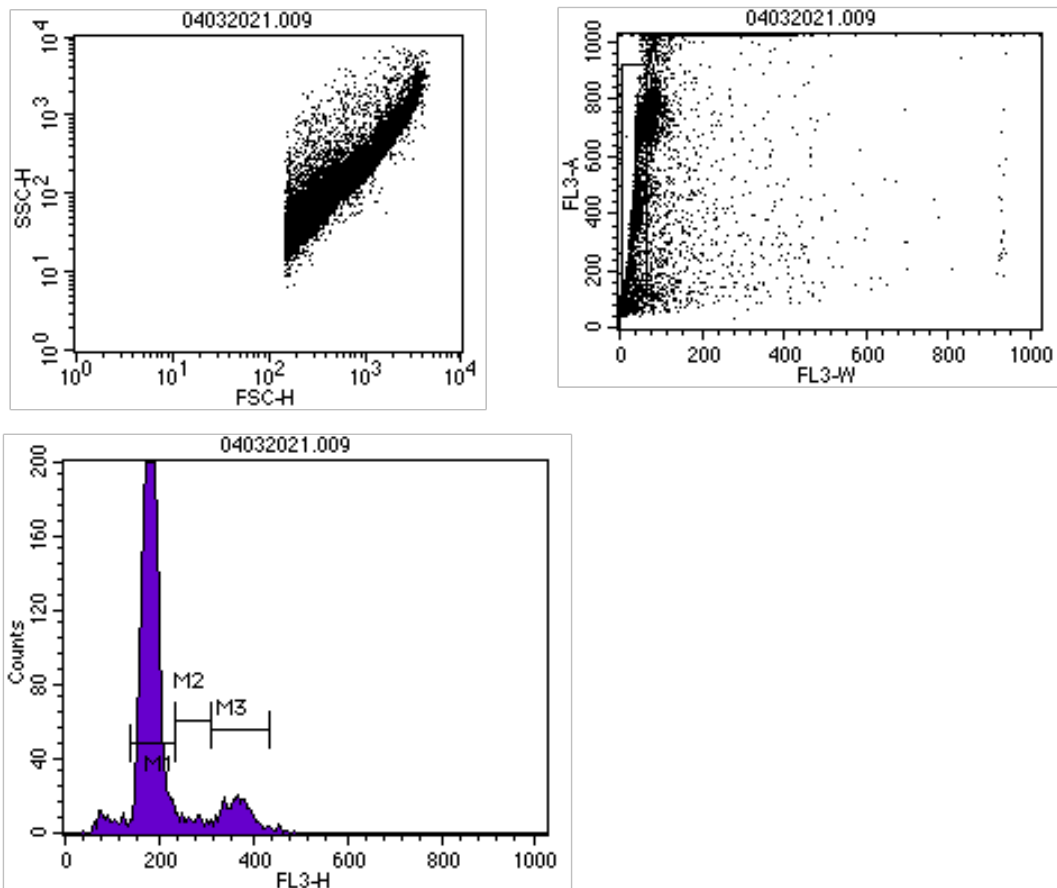

| Marker | Events | % Gated | % Total |
|--------|--------|---------|---------|
| All    | 10000  | 100.00  | 33.77   |
| M1     | 8405   | 84.05   | 28.39   |
| M2     | 348    | 3.48    | 1.18    |
| M3     | 923    | 9.23    | 3.12    |

**Figure 3m - SU5402 48h - G1 = 84.30**

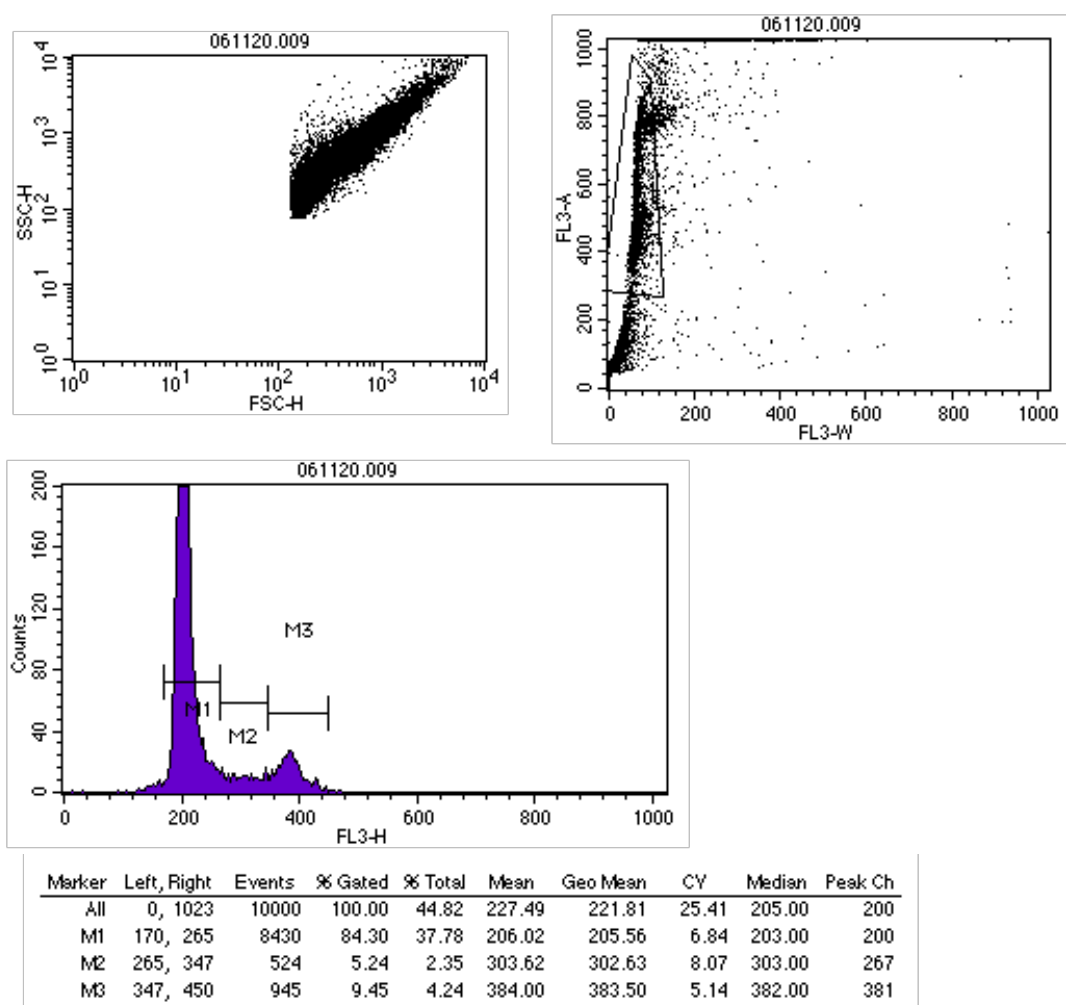

**Figure 3a - +AER 24h - G1 = 69.57**

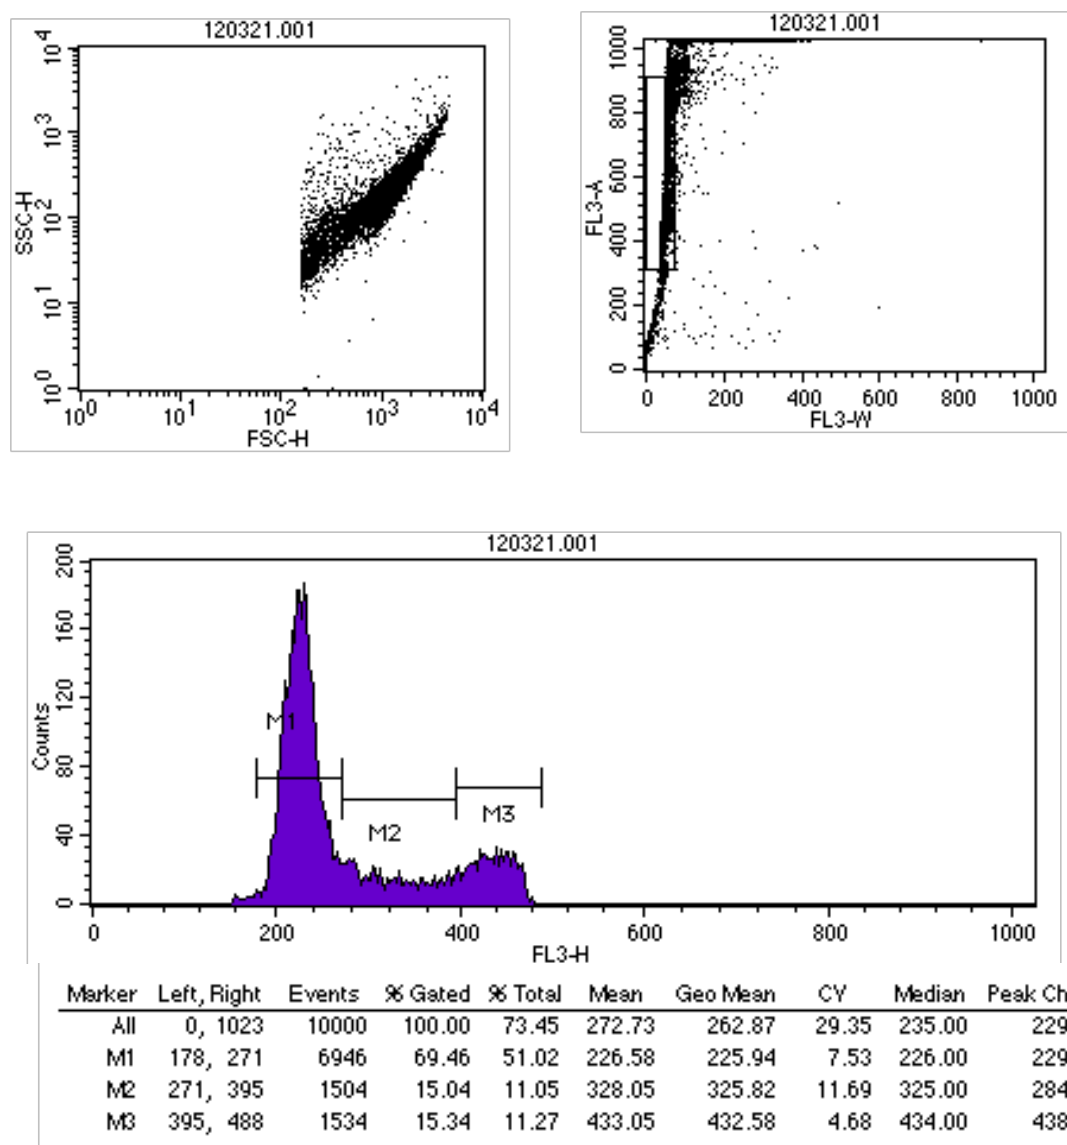

Figure 3a - +AER 24h - G1 = 69.4

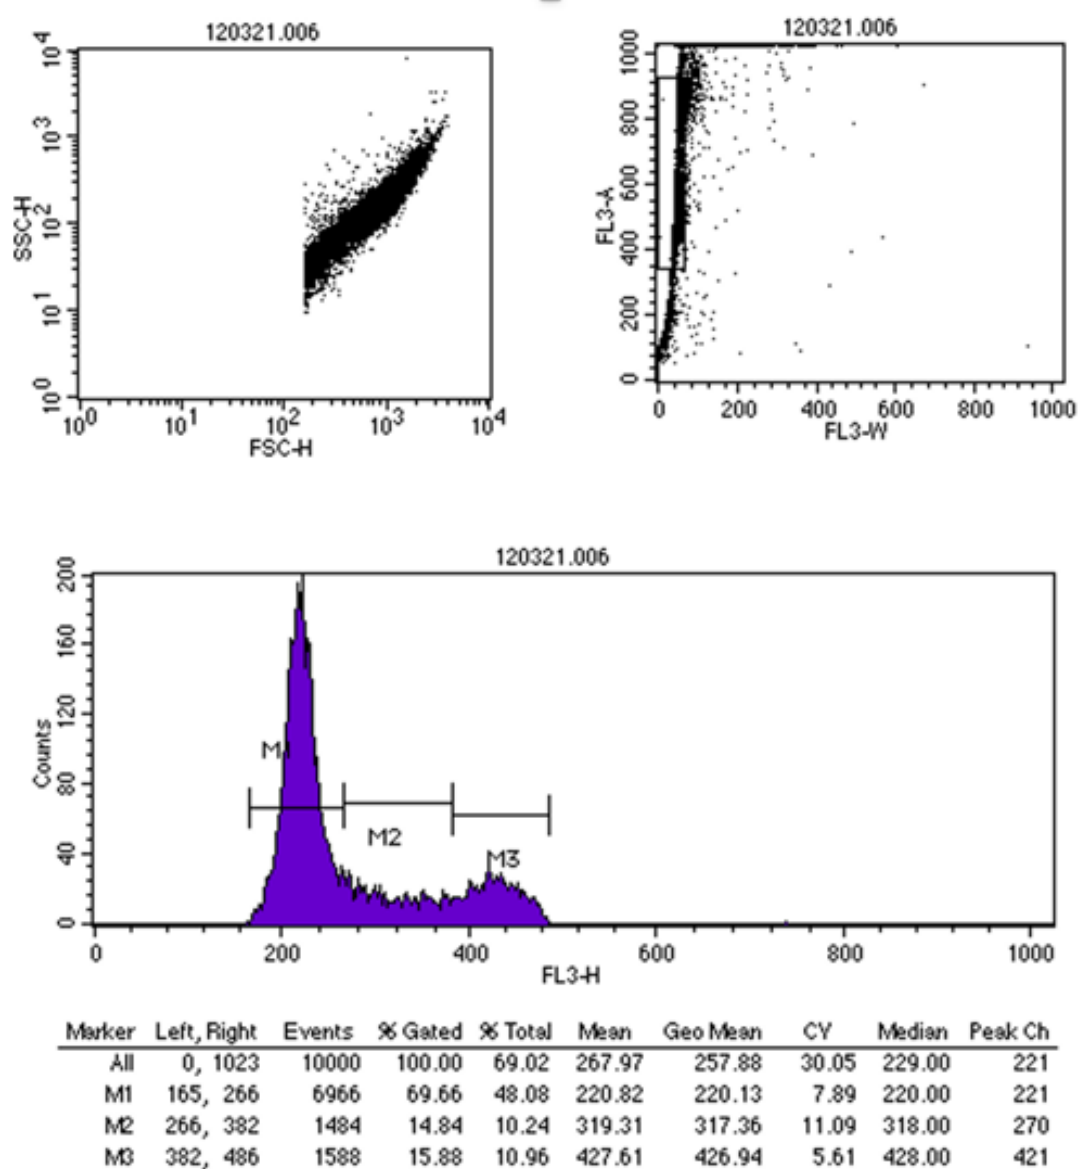

**Figure 3a - +AER 24h - G1 = 68.89**

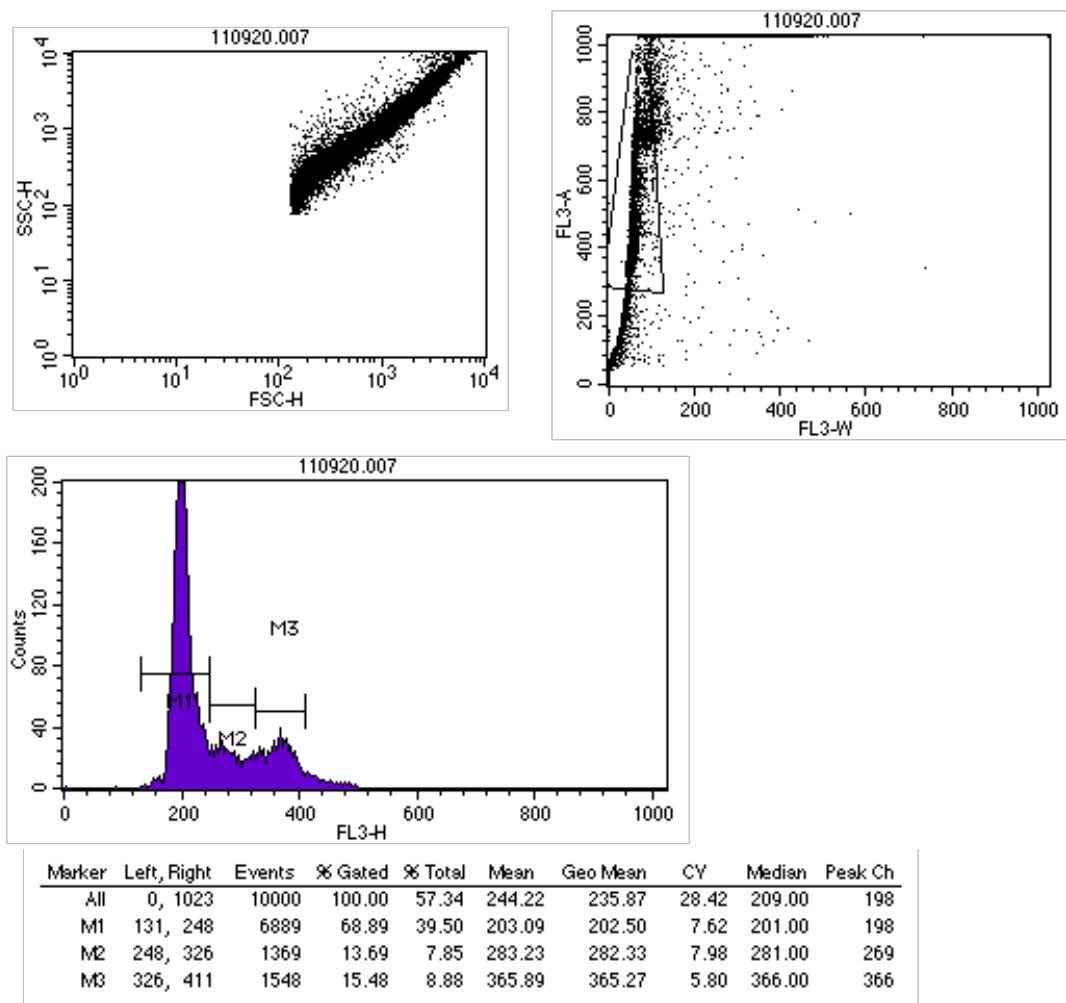

**Figure 3a - +AER 48h - G1 = 81.05**

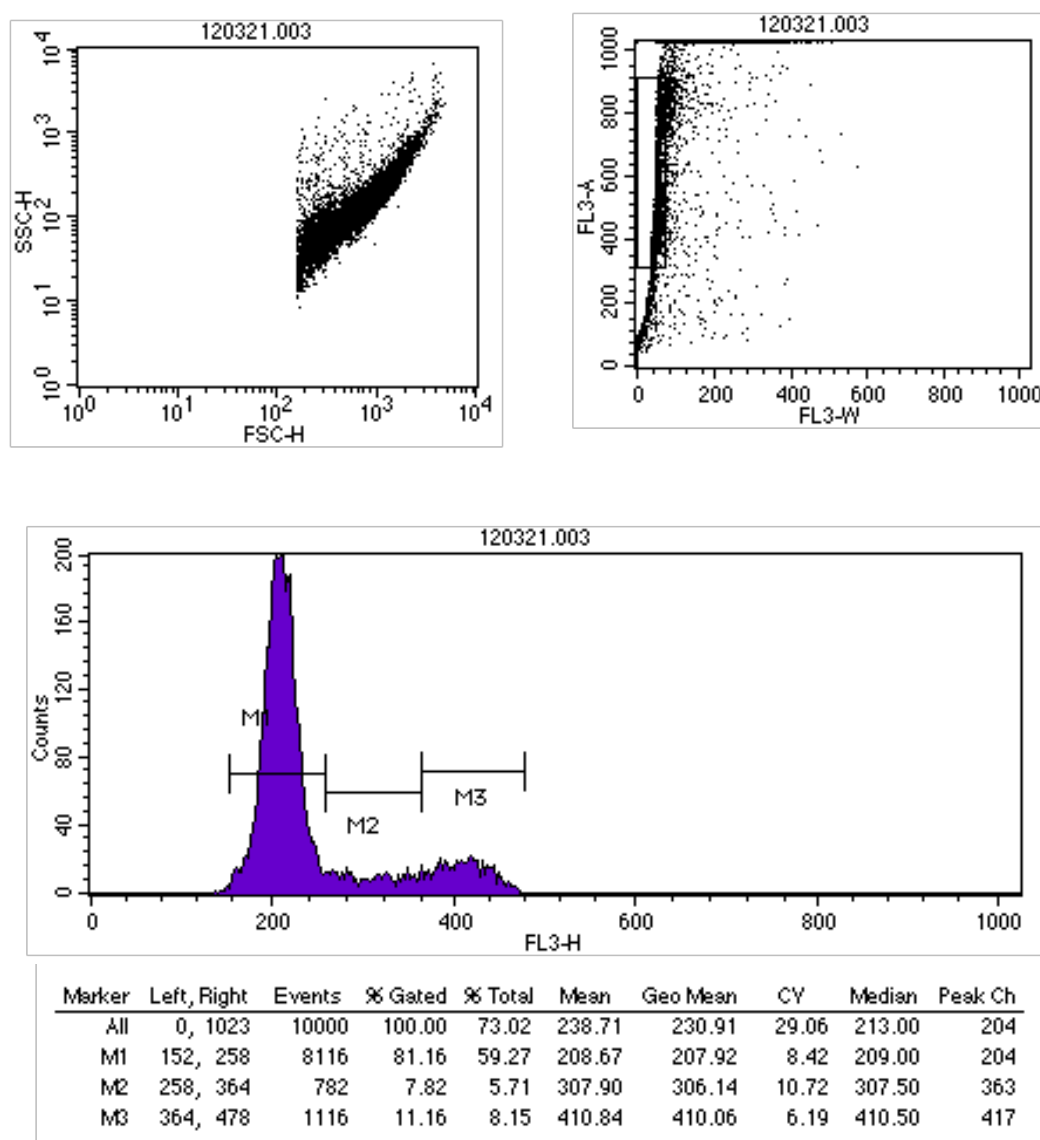

Figure 3a - +AER 48h - G1 = 76.53

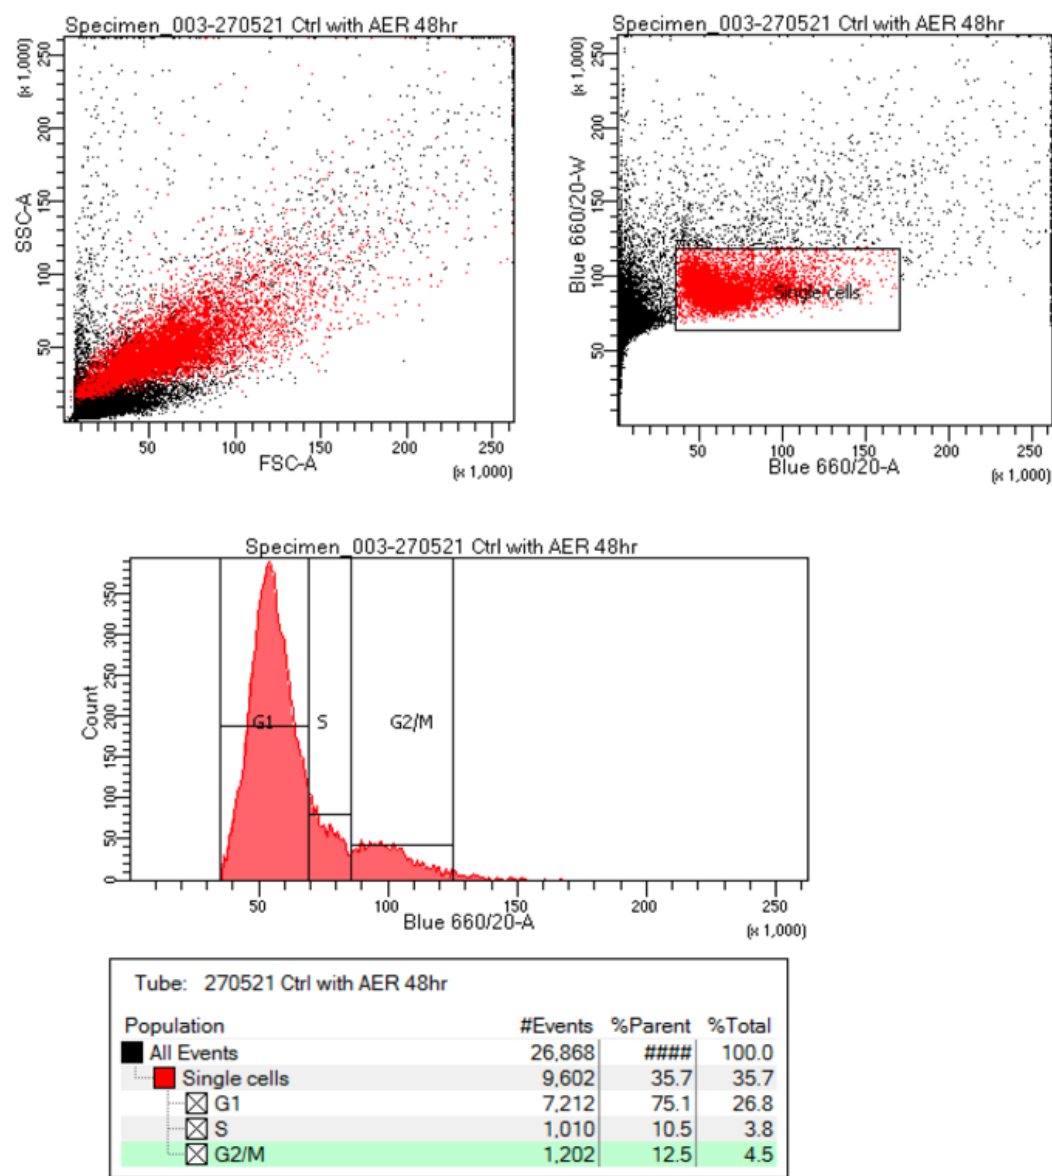

Figure 3a - +AER 48h - G1 = 75.84

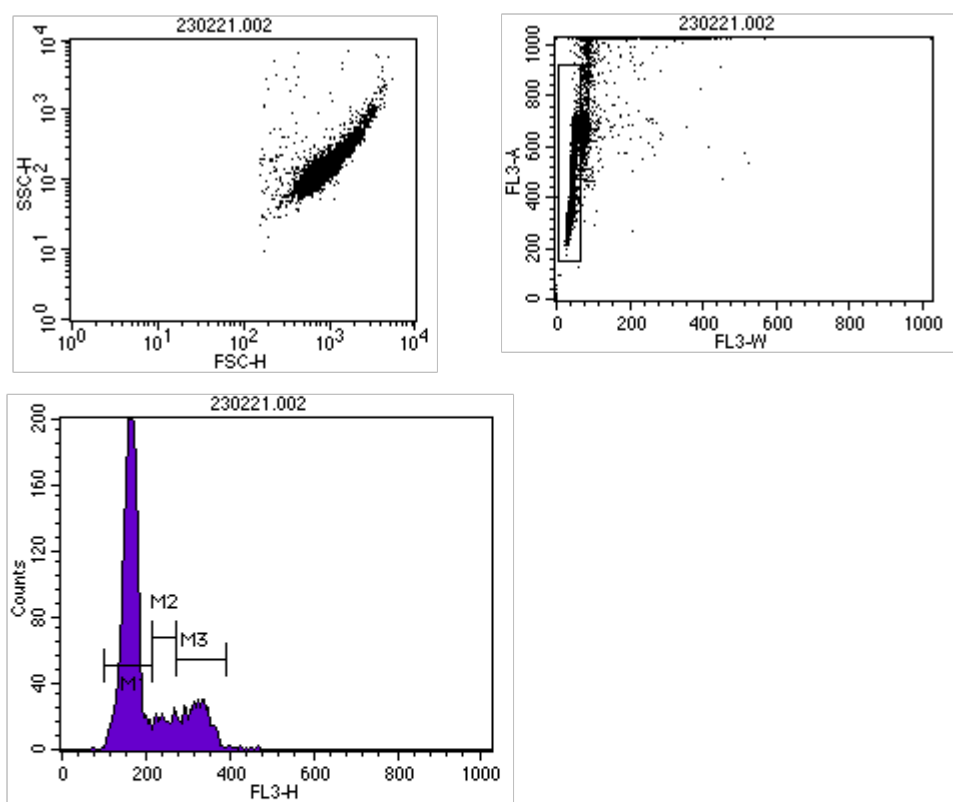

| Marker | % Gated | % Total |
|--------|---------|---------|
| All    | 100.00  | 87.16   |
| M1     | 75.84   | 66.10   |
| M2     | 7.01    | 6.11    |
| M3     | 17.13   | 14.93   |

**Figure 3a - No AER 24h - G1 = 69.05**

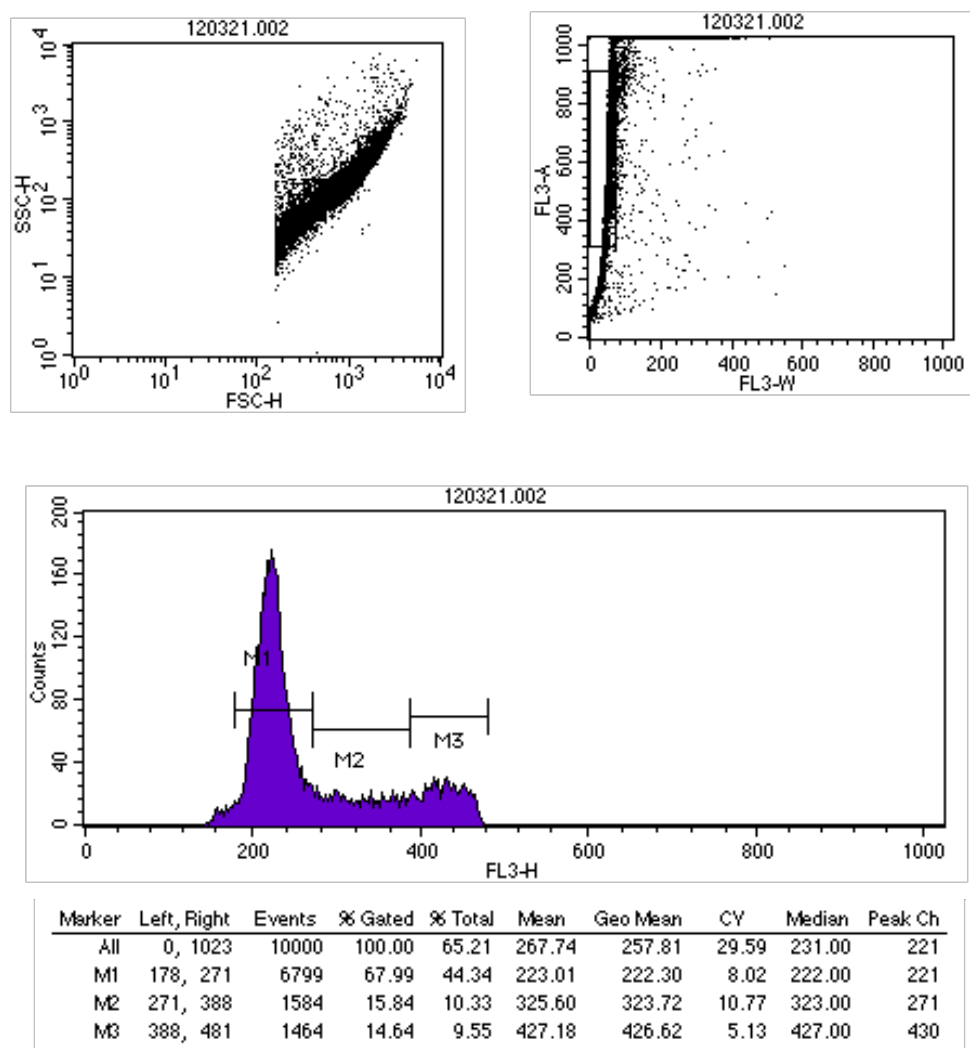

**Figure 3a - No AER 24h - G1 = 68.28**

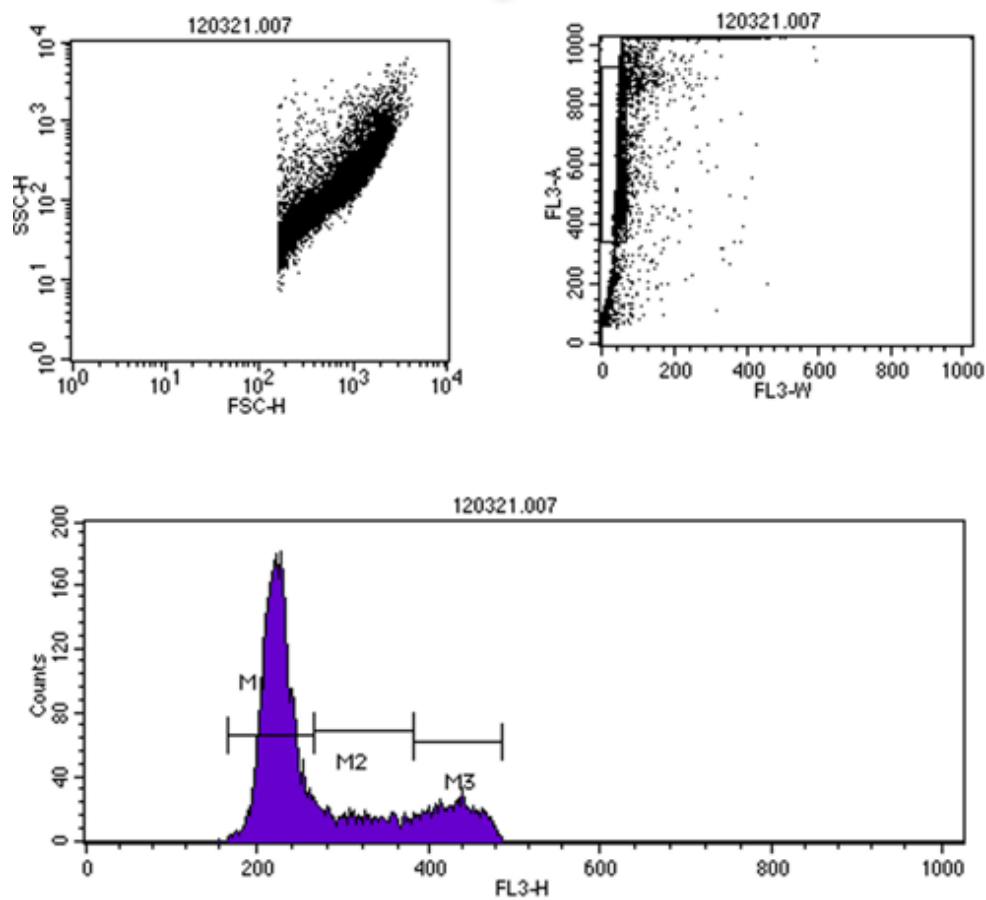

| Marker | Left, Right | Events | % Gated | % Total | Mean   | Geo Mean | CV    | Median | Peak Ch |
|--------|-------------|--------|---------|---------|--------|----------|-------|--------|---------|
| All    | 0, 1023     | 9580   | 100.00  | 62.80   | 271.16 | 261.28   | 29.50 | 233.00 | 227     |
| M1     | 165, 266    | 6570   | 68.58   | 43.07   | 223.46 | 222.84   | 7.43  | 223.00 | 227     |
| M2     | 266, 382    | 1493   | 15.58   | 9.79    | 318.06 | 316.16   | 10.96 | 316.00 | 266     |
| M3     | 382, 486    | 1559   | 16.27   | 10.22   | 428.55 | 427.79   | 5.95  | 429.00 | 437     |

Figure 3a - No AER 24h - G1 = 69.09

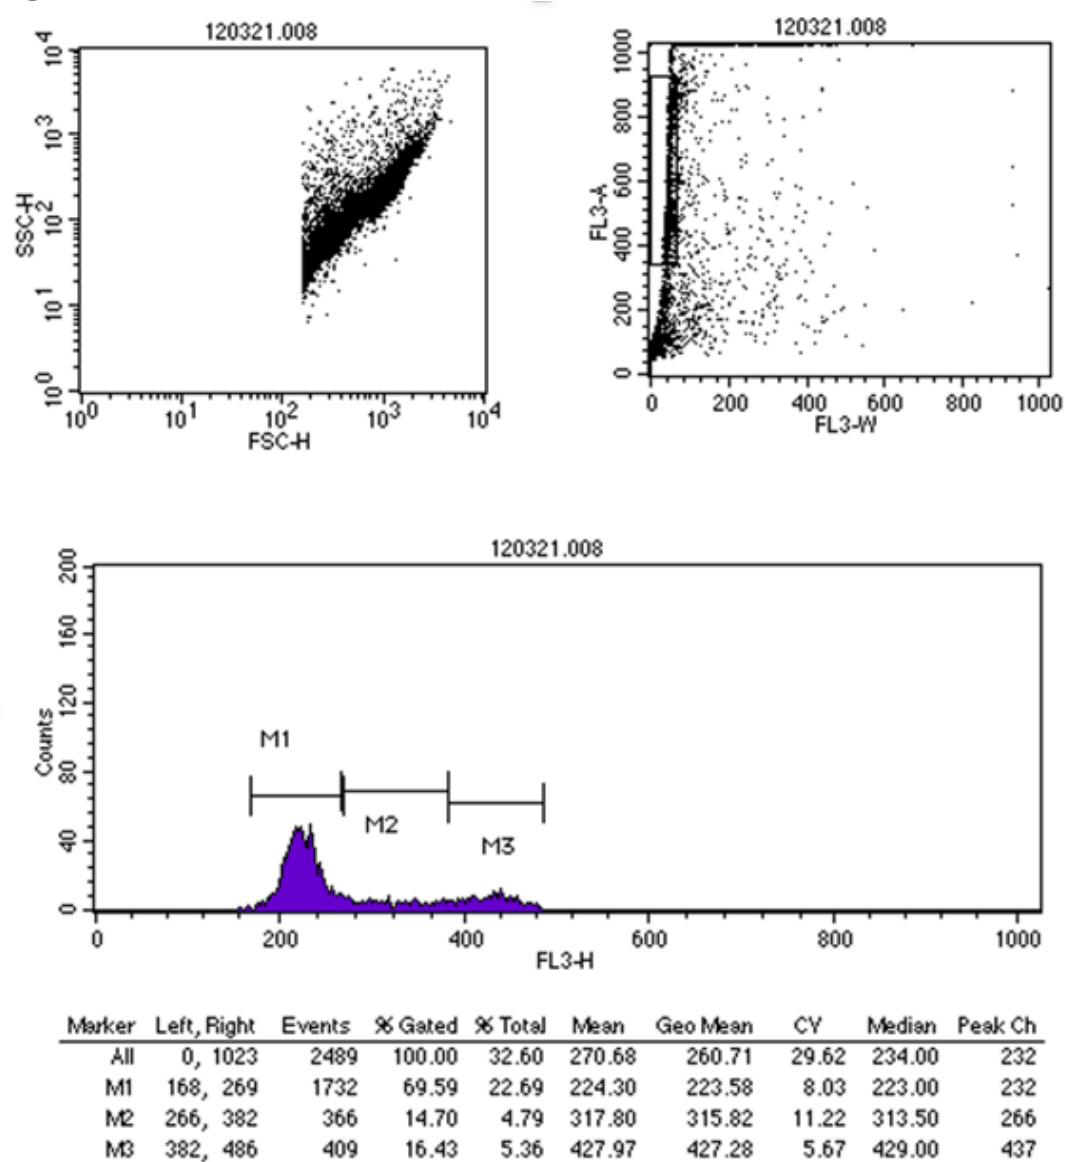

**Figure 3a - No AER 48h - G1 = 82.76**

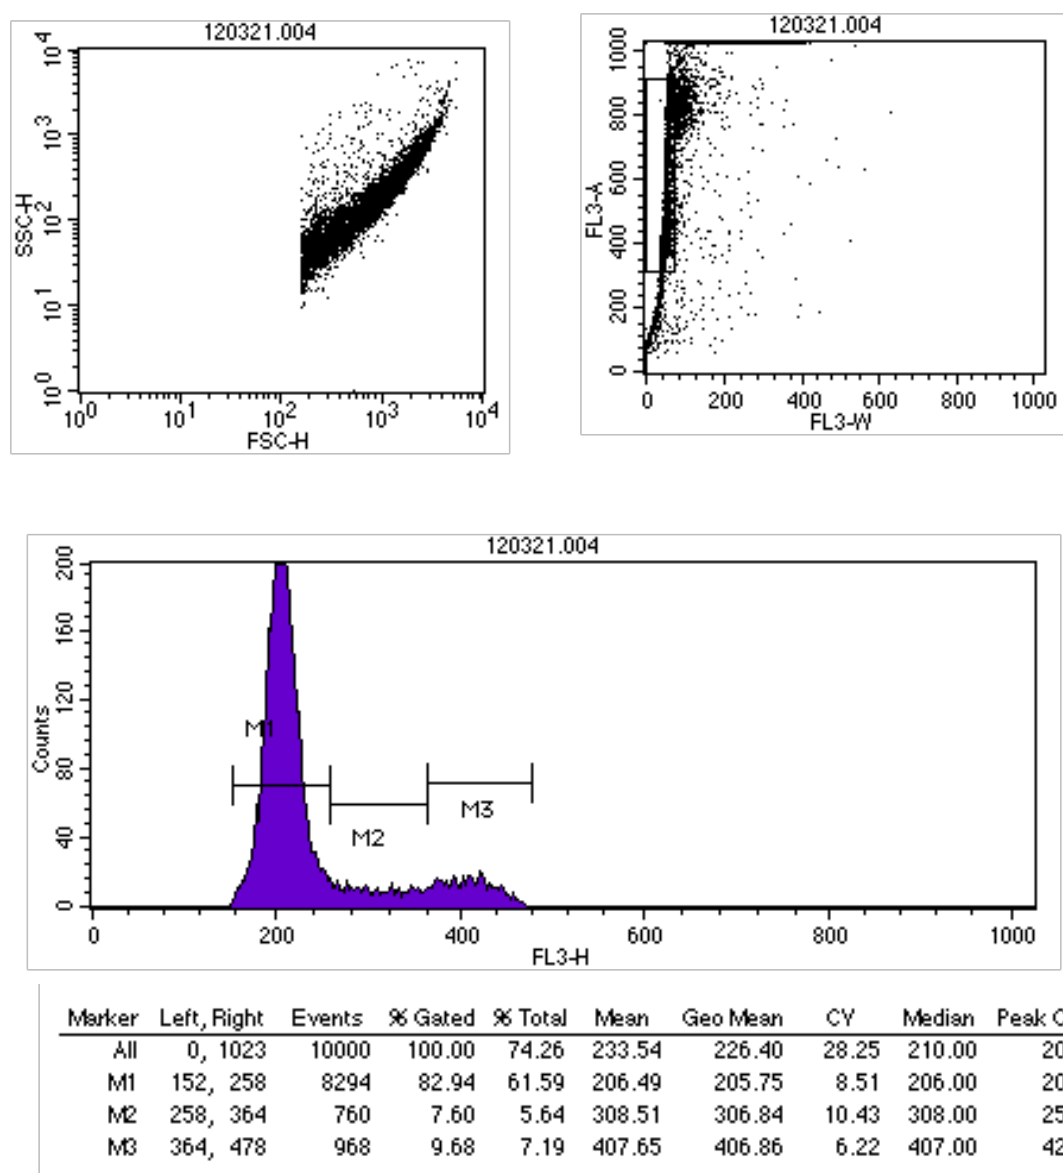

**Figure 3a - No AER 48h - G1 = 88.03**

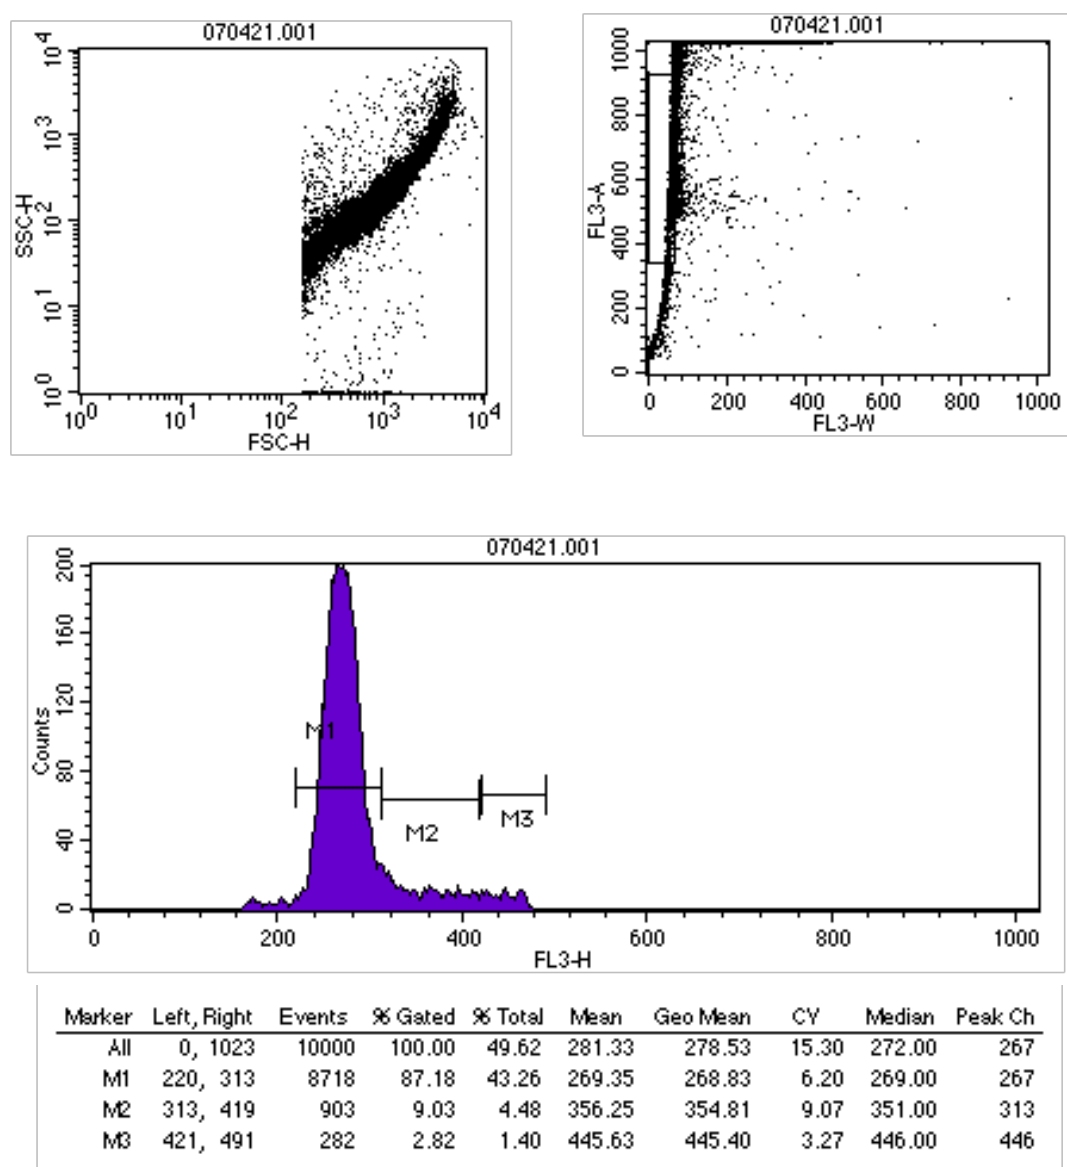

**Figure 3a - No AER 48h - G1 = 73.68**

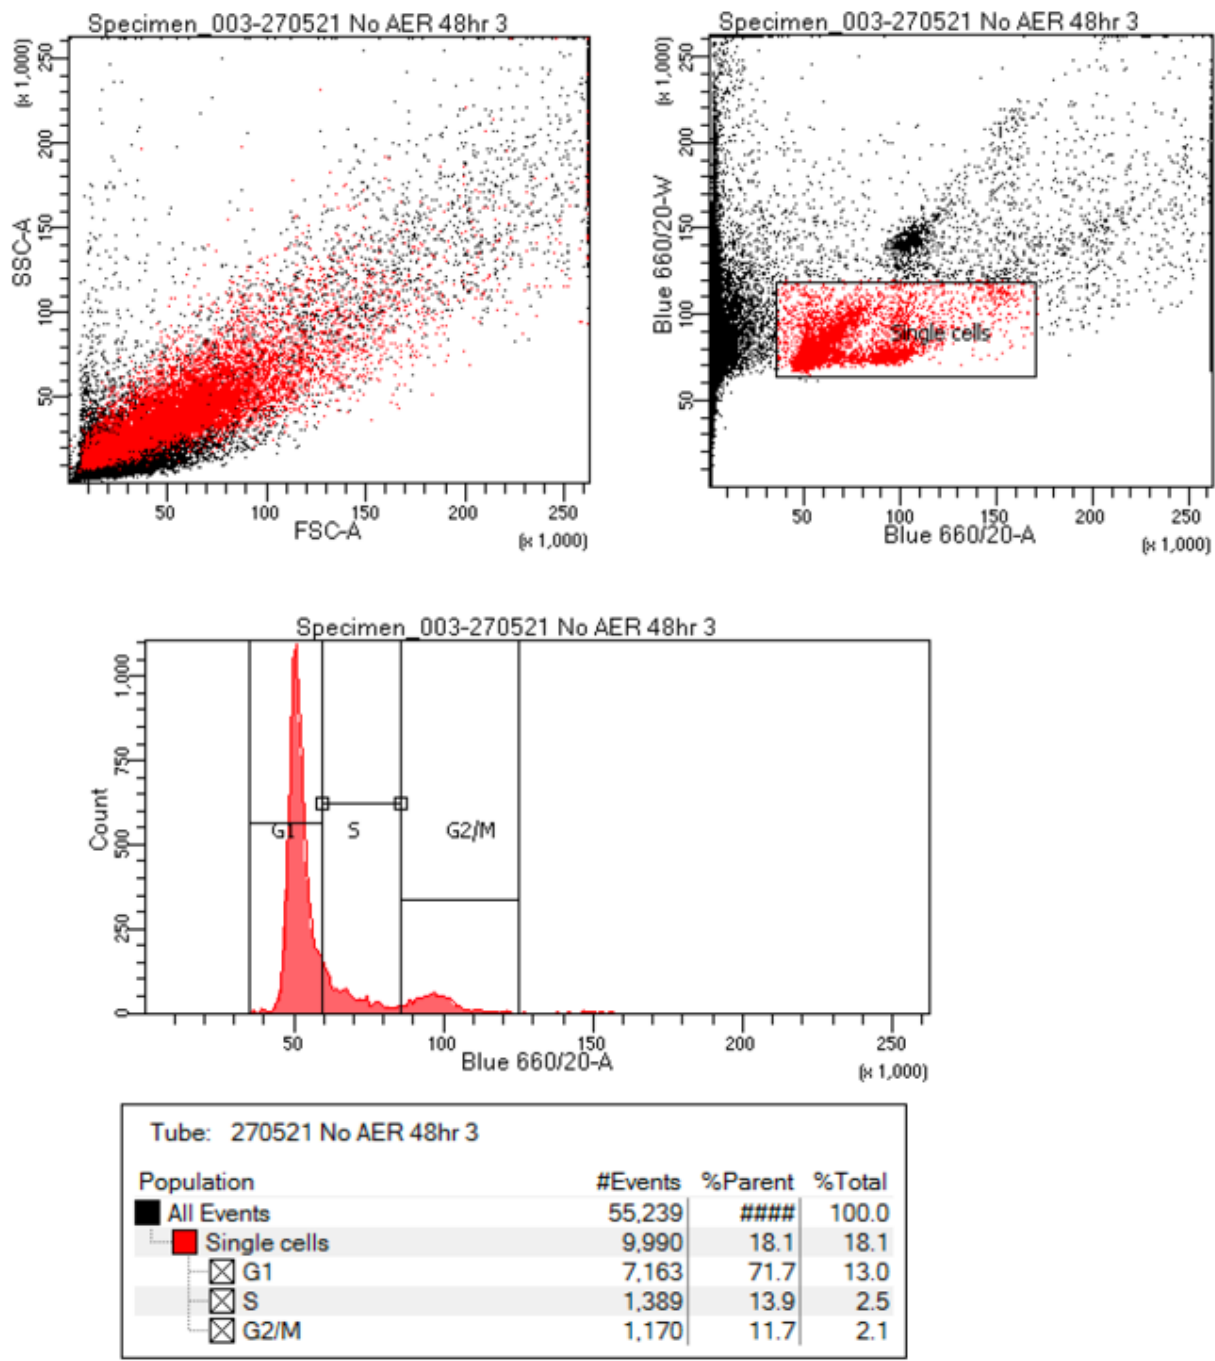

**Supplement:** Supplementary file 9 — Supplementary Data 6

# Supplementary material for: Fgf signalling triggers an intrinsic mesodermal timer that determines the duration of limb patterning
**Source:** Nat Commun. 2023 Sep 20;14:5841. doi: 10.1038/s41467-023-41457-6
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Zeiss Z1 Lightsheet Microscope with Zen Black 2014 SP1 Software (Zeiss), Zeiss Apotome 2 microscope with Axiovision software (Zeiss), Leica MZ16F microscope with LAS X 1.1.0.12420 software, BD Cellquest Pro for flow cytometry, Illumina HiSeq 2000 PE50 (graft RNA sequencing) and Illumina NovaSeq 6000 PE150 (Explant RNA sequencing).

**Data analysis** Images were processed with Adobe Photoshop 2020 and ImageJ (Fiji) 2.14.0. Graphs and statistics with Graphpad Prism 9. HISAT v2.0.5, Feature Counts v1.5.0-p3 and DESeq2 v1.20.0 for analysis of Explant RNA sequencing data. HISAT v2.0.3, Voom and cIValid for Graft RNA sequencing data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated and/or analysed during the current study are publicly available.

The RNA sequencing data is publicly available in GEO for explants in GSE22344 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223444>) and for grafts in GSE232959 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232959>)

All flow cytometry data generated or analysed during this study are included in this published article (and its supplementary data files - Data S5).  
All other data associated with figures in this study is included in the Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was chosen based on the number of healthy, viable embryos available. Student t-tests were widely used in the study which required a minimum sample size of 3.                                                                                                                                                                                                                                                  |
| Data exclusions | No data excluded.                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | All multiplexed hybridization chain reaction (HCR), EdU labeling and Lysotracker assays were performed on over 3 biological replicate explants. All attempts at replication of these experiments were successful and we have included representative images with replicate information in the manuscript. All flow cytometry assays were performed with pooled samples of 8-12 explants with over 3 biological replicates. |
| Randomization   | Not relevant to the study. The avian eggs were delivered to us once layed, it was not possible to chose or see the embryo until opening the egg and beginning the experiment.                                                                                                                                                                                                                                              |
| Blinding        | Not relevant to the study. The avian eggs were delivered to us once layed, it was not possible to chose or see the embryo until opening the egg and beginning the experiment, therefore blinding was already incorporated into the nature of the experiment.                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Chicken - Bovans Brown embryos. The embryos were used between HH20 and HH36 as specified in the materials and methods. The sex of the embryo was not relevant to the study. |
| Wild animals            | The study did not involve wild animals                                                                                                                                      |
| Field-collected samples | The study did not involve field collected samples                                                                                                                           |
| Ethics oversight        | Ethical approval not required for work on birds younger than 2/3 of the way through the incubation period                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Chick wing bud distal mesenchyme pooled from 8-12 replicate experiments were dissected in PBS under a LeicaMZ16F microscope using fine surgical scissors, and digested into single cell suspensions with trypsin (0.05%, Gibco) for 30 mins at room temperature. Cells were briefly washed in PBS, fixed in 70% ethanol overnight, washed in PBS and re-suspended in PBS containing 0.1% Triton X-100, 50 µg/ml–1 of propidium iodide and 50 µg/ml–1 of RNase A (Sigma). Dissociated cells were left at room temperature for 20 mins, cell aggregates were removed by filtration and single cells analysed for DNA content with a FACSCalibur flow cytometer and FlowJo software (Tree star Inc.).

Instrument

FACSCaliber Serial number: E2519

Software

Flow cytometry data was collected using BD CellQuest Pro software and statistical analysis was performed using GraphPad Prism.

Cell population abundance

Single cells were obtained by trypsinising the samples until a single cell suspension was achieved, this was then purified by filtering out cells which had been stuck together. Gating using forward scatter was then used to measure only the single cell population. The gate was predetermined to take 10,000 cells for each sample repeat.

Gating strategy

Single cells were gated using the forward scatter to determine which cells were doublet cells and therefore should not be included in the gate. The chosen population of cells were then divided into 3 populations based on DNA content. This is indicated by the amount of propidium iodide signal (arbitrary units) and thus, peaks. Raw data is included in supplementary data 5 showing the gates.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

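The data are RNA-sequencing libraries of chick wing explants after 48 h of culture, 3 treated with SU5402 at 5 µM and 3 with DMSO, its solvent. The authors mapped the reads, counted them on genes and compared the treatments with DESeq2. For each library they deposited a table whose signal column holds the gene's reads divided by the library's DESeq2 size factor, next to the log2 fold change and the p-value and adjusted p-value of the authors' own comparison, and a table of FPKM values. The 3919 genes that are in the FPKM tables alone had at most 1 read over the 6 libraries. The FPKM values the authors deposited equal the size-factor-normalized values scaled by gene length and by 1 total, 33590126, shared by all libraries.

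Every deposited normalized value was, within a tolerance of 0.01 for a whole read, a whole multiple of 1 step per library (100% of values in each library). This gave the reads behind it. Library totals were 25849833, 44261768 and 31687741 reads with DMSO and 29390751, 37373688 and 36067053 with SU5402. The 10 genes with most reads held 6.57% to 6.91% of the reads with DMSO and 7.29% to 7.84% with SU5402. A gene with at most 3 reads in every library of a treatment was treated as at the limit of detection, and its fold change was computed against 3 reads and given as a bound, which covers counting error only.

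The design, fixed before the data were examined, named edgeR for counts and limma on log2(value + 1) in case the files held size-factor-normalized values only. The files hold such values, so limma (version 3.58.1, R version 4.3.3) without an intensity trend was used throughout on the deposited normalized values with 1 added, over the 16324 genes with at least 10 in at least 3 libraries. P-values were adjusted by the Benjamini-Hochberg procedure over all genes tested, and genes count as differentially expressed at an adjusted p below 0.05 and a fold change above 2. Counts in the text are of protein-coding genes unless stated otherwise. The replicate numbers were not used as pairs. On simulated counts with 200 changed genes among 16291 tested, the test called all 200 and 4 of the 16091 unchanged genes. Every simulated gene had the same dispersion, and the changed genes were well expressed and set to change by more than the threshold. The simulation thus does not measure power for low genes or changes near the threshold, or errors where variances differ between genes.

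Genes named in the text follow a rule that was also fixed before the data were examined. They are the genes the paper names in its results or shows in Fig. 4a, Fig. 5a, Fig. 6 or Supplementary Fig. 8a, the genes of the lists, and the 5 protein-coding genes with the largest rise and the 5 with the largest fall among those with a symbol, past the thresholds, with no overlap between treatments and a mean of at least 10 normalized counts in the lower treatment. Genes outside the rule are marked as chosen after their values were seen.

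Of 14 gene lists written before the data were examined, 4 are the study's (intrinsic genes, limb genes, myogenic genes and cell cycle genes) and 10 hold markers of proliferation, endothelium, ectoderm, hypoxia, p53 targets, retinoic acid and proximal genes, cartilage, macrophages, glia and red blood cells. The study shows the limb, myogenic and cell cycle lists from these libraries, the last named for roles in the cell cycle, and chose the intrinsic list on others. The intrinsic and limb lists share 5 genes, and no other list shares a gene with them or with another list. Of the 10 lists, 25 of 28 proliferation genes were tested, 16 of 18 endothelial, 15 of 18 ectoderm, 17 of 20 hypoxia, 14 of 15 p53 target, 10 of 10 retinoic acid and proximal, 12 of 15 chondrogenic, 11 of 11 macrophage, 6 of 8 glial and 6 of 11 red blood cell genes. Lists were tested with limma's camera at a preset correlation of 0.01 on log2(value + 1), where the design had named edgeR's log2 CPM, which became an alternative. Lists of ATF4 targets, nuclear respiratory chain genes and limb mesenchyme genes, and the genes of chromosomes W and Z and of the mitochondrial genome as sets, were added after the data were seen.

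The alternatives set before the data were examined were a pseudocount of 0.5, edgeR's quasi-likelihood test (edgeR version 4.0.16) on the recovered reads with TMM or RLE factors, DESeq2 (version 1.42.0), no filter, a filter of 50 counts, edgeR's glmTreat against a 2-fold change, limma on FPKM values of at least 1 with a pseudocount of 1 or 0.1, the replicate number as a block in edgeR, each library left out in turn, all annotated genes in place of protein-coding ones, the intrinsic genes tested in place of all 96, and, for lists, fry and camera with the correlation estimated per list. Limma with the replicate block, with an intensity trend and with treat against a 2-fold change were added after the data were seen. The 10 ways to split 6 libraries into 3 and 3 were each tested in the same way.

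The paper's experiments at 24 h and its grafts, in situ hybridisation, flow cytometry and EdU labelling were not analysed here. Results of some single genes are not reported. Raw reads were not used here, so mapping and counting are the authors'.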

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

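The tests of library depth, of scaling on single lists by their distance from all genes, of a lower share of mesenchyme behind the ectoderm genes, of cell loss against lower expression in the endothelium and of the share of red blood cells were chosen only after the result was seen. The adjusted p-values of lists are from camera with a preset correlation.

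For each of the following results, 1 of the 10 splits of the 6 libraries, the real one, gave a value as large: the number of differentially expressed protein-coding genes, of those up-regulated and of those down-regulated, the limb genes of Fig. 4a, the myogenic genes of Fig. 5a, the intrinsic genes down-regulated and up-regulated, and the number of lists. In the other 9 splits 0 protein-coding genes were differentially expressed, 43 to 86 had an unadjusted p under 0.05 and a 2-fold change, against 1660 in the real one, and 4 to 8 of the 14 lists passed camera, against 9. Each of the 9 splits sets libraries of both treatments against libraries of both, so it keeps part of the difference between treatments and adds the rest to the spread within groups. Their values are therefore no measure of what chance gives, and with 10 splits the share cannot be under 0.1, so the count of splits decides nothing. Other values separate the treatments. The chi-square per degree of freedom between 2 libraries was 8.50 to 14.2 within a treatment and 68.8 to 115 between treatments. In simulated counts with no changed gene and the same dispersion for every gene, the test called 1 gene. That simulation does not measure the error in these libraries, where variances differ between genes.

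Endothelial genes, which the paper does not discuss apart from showing ANGPT2 in Fig. 4a, were lower in SU5402-treated explants. The 16 list genes tested had a median log2 fold change of -3.08 (adjusted p = 1.5e-11), and 13 were down-regulated. This is the 1 list of 14 that also passed with the correlation estimated from the data. CDH5 changed by -7.54, from 7849 ± 138 to 41.5 ± 7.22 normalized counts (SD, n = 3), and VWF by -5.94. CD93, at -6.23, and DIPK2B, at -5.81, are not in the list and are among the 5 largest falls of protein-coding genes with a symbol, at least 10 normalized counts on average in both treatments and no overlap between them. PECAM1, at -0.82, and ERG, at -0.87, fell by less than 2-fold, and TAL1 rose by 0.65. A difference in library depth is argued against, since the median total with SU5402 was 1.14 times that with DMSO and the totals of the treatments overlap. Scaling is also argued against, because a factor per library moves every gene alike, and the list lay -3.09 (SE 0.12) from the median of all genes tested. The fall of the whole list is consistent with fewer endothelial cells or less endothelial gene expression with SU5402, a prediction made from ANGPT2 before the list was tested. Loss of these cells and lower expression within them cannot be told apart. CDH5 fell by more than SOX18 (difference -4.98), which a loss of cells alone would not give if both genes were confined to them, but their expression in other cells of the explant was not measured. With 1 inhibitor at 1 dose, an effect through Fgf receptors was not separated from an effect on other targets of SU5402.

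Ectoderm genes, which the paper does not analyse as a group, were higher with SU5402, in contrast to the AER genes. All 15 genes tested rose, with a median of 1.35 (adjusted p = 1.7e-09), and 11 were up-regulated. KRT14 was not called without DMSO replicate 2, DMSO replicate 3, SU5402 replicate 1 or SU5402 replicate 3. The rise argues against loss of the ectoderm as a whole as the cause of the fall in AER genes. A lower share of limb mesenchyme as the only change would raise the markers of every other cell type alike. The fall of the endothelial list argues against that. As the cause of that fall is open, a lower share as 1 part of the rise is not excluded. The limb mesenchyme list had a median of 0.23 over the 11 of its 12 genes that were tested. Of these, 9 rose and 2 fell, between -0.40 and 1.19. Adjusted over the 3 added lists, its p for a rise was 0.0078 from camera and 2.4e-05 from fry. With the correlation estimated, its adjusted p from camera was 0.064. As its genes move both ways and its call depends on the setting, this list does not decide the question. A larger share of ectoderm and higher expression within it may each underlie the rise, and no test separated them.

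Hypoxia genes, of which the paper discusses none as a group, were lower with SU5402. The median of 17 genes was -1.31 (adjusted p = 6.1e-11), and 10 were down-regulated, among them LDHA at -2.22 and VEGFA at -2.13. NDRG1 and DDIT4, which led to this test, are in the list, and without them the median of the other genes was -1.21. Scaling as the cause is argued against by the distance of the list from the median of all genes tested, -1.32 (SE 0.06). The fall is consistent with a weaker hypoxia response with SU5402. Oxygen in the cultures and explant size were not measured in these data. In its own measurements, the paper reports that treated explants looked smaller at 48 h, without a significant difference in surface area. The source of such a response stays open.

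Chondrogenic genes other than SOX9 and BMP2, which the paper does not discuss in these libraries, were lower with SU5402, with a median of -1.38 over 12 genes (adjusted p = 0.0058) and 6 down-regulated. The fall is consistent with a weaker chondrogenic programme, a prediction made from SOX9 before the list was tested. COL2A1, the most abundant gene of the list, changed by only -0.16. MATN1, at -3.54, was not called without DMSO replicate 1, DMSO replicate 3, SU5402 replicate 1 or SU5402 replicate 2, and ACAN, at -2.79, was not called without DMSO replicate 1, DMSO replicate 3 or SU5402 replicate 1.

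Macrophage genes, which the paper does not mention, were higher with SU5402. All 11 rose, with a median of 1.02 (adjusted p = 2.2e-05), and 6 were up-regulated. CTSS, the most abundant, rose from 375 ± 21.1 to 753 ± 81.7 normalized counts and was not called without DMSO replicate 2 or SU5402 replicate 1. C1QC was not called without DMSO replicate 2 or SU5402 replicate 3. The paper reports more apoptosis in these explants, and the rise is consistent with more macrophages, as predicted from that report before the list was tested. Higher expression in the same number of macrophages was not tested.

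Erythroid genes, also not mentioned in the paper, were higher with SU5402, with a median of 2.39 over 6 genes (adjusted p = 2.1e-04) and 5 up-regulated. HBA1 rose from 864 ± 110.4 to 5679 ± 1411 normalized counts, while ALAS2 changed by 0.15 (adjusted p = 0.3). HBE1 was at least 4.68-fold higher. HBA1 rose by 2.54 more than ALAS2, which a single change in the share of red blood cells would not give if both genes were confined to them. Their expression in other cells was not measured, so a change in this share and a change in expression cannot be told apart.

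ATF4 targets form a list added after SESN2 (-1.54), DDIT4 (-1.85) and STC2 (-2.86), none of which it holds, were seen to fall. The 12 of 20 genes tested had a median of -1.03 (adjusted p = 2.0e-08 over the 3 added lists), and 6 were down-regulated, with CHAC1 at -3.28 and ASNS at -1.85. With the correlation estimated, the adjusted p was 0.064. The fall is consistent with a weaker amino acid stress response with SU5402. The culture medium was not measured, and DDIT4 is also a hypoxia gene.

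The 13 protein-coding genes of the mitochondrial genome, which the paper does not analyse, were higher with SU5402, with a median of 0.37 (camera p = 3.1e-06, fry p = 8.7e-04, and p = 0.17 with the correlation estimated). They and other mitochondrial genes held 3.98% ± 0.0258 (SD, n = 3) of the reads with DMSO and 5.04% ± 0.187 (SD, n = 3) with SU5402. The nuclear genes of the respiratory chain rose by a median of 0.11 (adjusted p = 0.015, or 0.33 with the correlation estimated), 0 of 20 were differentially expressed, and 6 had an unadjusted p under 0.05. This small rise is in line with higher expression of the respiratory chain as a whole but does not reach the size of the mitochondrial one. A larger share of damaged cells, which keep mitochondrial transcripts, was not tested.

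Of the 5 largest rises among protein-coding genes with a symbol, at least 10 normalized counts on average in both treatments and no overlap between them, 4 are of genes the paper does not discuss. Genes with fewer counts with DMSO rose by more, MYMK and TMEM163 among them. HSD17B2 changed by 4.11, WFIKKN1 by 4.07, C15orf48 by 4.03 and COL14A1 by 3.90, the last from 1168 ± 306 to 17094 ± 1723 normalized counts (SD, n = 3). In each, all 3 SU5402 libraries lay above all 3 DMSO libraries, as the selection required. The ratio of 1.14 in depth is small beside these changes. No biological explanation was tested for them beyond the treatment.

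Genes other than protein-coding ones, which the paper leaves out of its count, included 284 differentially expressed genes. Of these, 173 were lncRNA genes, with 118 up-regulated and 55 down-regulated. One lncRNA gene, chosen after its values were seen, is ENSGALG00000049493, on chromosome 2 from 32695758 to 32697728, between HOXA13 and EVX1. It fell from 65.7 ± 30.6 to 3.05 ± 5.28 normalized counts (SD, n = 3), a log2 fold change of -4.85 (adjusted p = 0.02), with reads in SU5402 replicate 3 alone of the SU5402 libraries. The fall beside HOXA13 has no test of its own, and no explanation was tested for these genes.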

How the results depend on the processing

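No alternative was chosen for its result. Limma with the replicate block, with an intensity trend and with treat, and the tests on added lists, were chosen only after the result was seen.

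Tests against a 2-fold change ask more of a gene than a 2-fold estimate and lowered the counts. So did limma on log2(FPKM + 1). With the same values and filter but a pseudocount of 0.1, 1138 genes were called, so the pseudocount of 1 accounts for part of that drop. Of 1479 differentially expressed protein-coding genes (846 up-regulated, 633 down-regulated), edgeR's glmTreat called 724 (388 and 336), limma on log2(FPKM + 1) 785 (389 and 396) and limma's treat 394 (193 and 201). The intrinsic genes down-regulated went from 19.8% to 12.5% with glmTreat, to 12.5% with log2(FPKM + 1) and to 7.29% with treat, and those up-regulated from 5.21% to 3.13% with glmTreat and 2.08% with treat. Treat called 24 of the 38 limb genes and 5 of the 20 myogenic genes tested, against 17.

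The other alternatives kept the count of protein-coding genes within 1.5 times 1479. It was 1478 with a pseudocount of 0.5, 1553 with edgeR's quasi-likelihood test, 1554 with RLE factors, 1564 with DESeq2, 1582 with an intensity trend, 1468 without a filter, 1269 with at least 50 counts, 1138 with log2(FPKM + 0.1) and 1763 over all annotated genes. With each library left out it ranged from 1293 to 1410, the limb genes from 33 to 38, the myogenic genes from 16 to 19, and the intrinsic genes from 17.7% to 19.8% down-regulated and from 3.13% (without DMSO replicate 3) to 4.17% up-regulated. The cell cycle genes stayed at 0 under every alternative, and the odds ratio of the intrinsic genes lay between 3.41 and 4.69.

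Of the gene lists, 9 passed camera, 13 passed fry and 1, the endothelial list, passed camera with the correlation estimated from 6 libraries. Cell cycle (-0.0379, adjusted p = 0.0057), p53 targets (-0.0424, 5.7e-04), retinoic acid and proximal genes (0.0928, 1.7e-04) and glia (-0.42, 0.0041) passed with fry only, a test that does not compare a list with other genes. With the correlation estimated, the intrinsic (-0.25, 0.0998), limb (-2.08, 0.063), myogenic (2.58, 0.054), ectoderm (1.35, 0.085), hypoxia (-1.31, 0.063), chondrogenic (-1.38, 0.35), macrophage (1.02, 0.063) and erythroid (2.39, 0.19) lists no longer passed. The other settings kept all 9 calls. The median of the glial list turned from -0.42 to 0.06 without DMSO replicate 3 and to 0.15 without SU5402 replicate 1, and ranged from -0.81 to 0.15 with each library left out. The intrinsic median was -0.16 without DMSO replicate 2. Medians near 0 moved by more than 1.5 times with several libraries left out. That of the cell cycle genes lay between -0.0694 (without SU5402 replicate 2) and -0.0142 (without SU5402 replicate 1), and also moved so far without DMSO replicate 1 or 2. That of the proliferation genes was -0.0236 without SU5402 replicate 1. For p53 targets it was -0.00492 without DMSO replicate 3 and -0.126 without SU5402 replicate 2, and moved so far without DMSO replicate 1, DMSO replicate 2 and SU5402 replicate 1 as well. For retinoic acid and proximal genes it was 0.0608 without DMSO replicate 1 and 0.147 without DMSO replicate 3.

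Among 128 genes with a value under the alternatives, the one direction that reversed was that of CCNE1, which lay between -0.0256 (without DMSO replicate 3) and 0.0693 (without DMSO replicate 1), was -0.0142 without SU5402 replicate 1, and is 0.0266 with all libraries. Of the other values of single genes, 2252 kept their direction and side of the threshold, 120 were weaker and 30 stronger. Limma's treat weakened 43 genes and glmTreat 21, whereas DESeq2 and edgeR's quasi-likelihood test weakened 0. Genes under the filter of 50 counts (6 of 128) or of the FPKM values (11 of 128) have no value there. Leaving out a library weakened most genes, 11, for DMSO replicate 3. Of the 117 genes with an FPKM value, 7 were weaker with a pseudocount of 1 and 0 with 0.1. The causes of the other changes were not tested, apart from the construction of the tests against a 2-fold change.

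The replicate numbers do not pair the libraries. Deviations from the treatment means correlated by 0.0388, 0.00321 and 0.0569 between libraries of the same number, and between -0.0669 and 0.0287 between others. With the replicate number as a block, edgeR called 1544 protein-coding genes and limma 1325.

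Depth limits the genes without reads in 1 treatment. SPRY3, FGF8 and 5 myosin genes have a fold change known only as a bound. The median of the limb list, which holds the first 2, was the same with them at their bounds, and the 5 myosin genes are in no median. HOXC13, ACOT12, GCNT4, DLX6 and MSX1 lost their calls in several of the fits that left out 1 library.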

Differences from the paper's values

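No value of the paper compared here differs from the re-analysis by the rule set for it, and no test in this part was chosen after the result was seen, apart from the intensity trend and the comparison of p-values, which were. The paper's counts are 1600 protein-coding genes, 937 up-regulated and 663 down-regulated, against 1479, 846 and 633 here. The authors' deposited comparison holds exactly the paper's counts under the same thresholds, with 1418 genes called in the same direction in both, 61 here alone and 182 there alone, 67 of which were under the count filter used here. No setting run here reached the paper's counts. The nearest were edgeR's quasi-likelihood test with 1553, DESeq2 with 1564 and, chosen after seeing the values, limma with an intensity trend with 1582. For the intrinsic genes, the paper's values are 17% down-regulated and 6% up-regulated, against 19.8% and 5.21% of 96 genes here. The authors' deposited comparison has 19 of these 96 genes down-regulated and 6 up-regulated, and the number of genes behind the paper's percentages is not known here. With limma on log2(FPKM + 0.1) 16.7% were down-regulated and with at least 50 counts 17.7%, and with DESeq2 or edgeR's quasi-likelihood test 6.25% were up-regulated.

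The paper's log2 fold changes of SPRY3 and FGF8 are -9.97 and -7.37. With SU5402 at the limit of detection the fold changes here are bounds, at least 61.1-fold and 36.8-fold lower. The fitted values, which depend on the pseudocount, were -7.46 and -6.10. DESeq2 on the recovered reads gave -9.97 and -7.37.

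The paper states that the Hox13 genes show the greatest reduction among the Hox genes and Evx2 in Fig. 4a. Here EVX2, at -5.19, fell more than HOXD13, at -2.86, and less than HOXA13, at -5.34. With limma on log2(FPKM + 1), an alternative set before the data were examined, EVX2 was at -1.59 and HOXD13 at -2.74. This is the order the paper states, but adding 1 FPKM limits the fall of a gene as low as EVX2. With 0.1 FPKM added instead, EVX2 was at -3.88 and HOXD13 at -2.85. The order at 1 FPKM thus rests on the pseudocount and is no evidence for the paper's order. EVX2 fell more than HOXA13 with a pseudocount of 0.5 (-5.68 and -5.40), without DMSO replicate 3 (-5.16 and -5.10) and without SU5402 replicate 1 (-6.24 and -5.66). In the authors' deposited comparison, too, EVX2 is at -4.72 and HOXD13 at -2.82.

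The paper states that the cell cycle genes of Supplementary Fig. 8a are unaffected. Here CCND1 (log2 fold change -0.62, adjusted p = 0.0016) and CCNA2 (-0.26, adjusted p = 0.021) pass the adjusted p threshold and stay under 2-fold. In the authors' deposited comparison their adjusted p-values are 1.9e-14 and 8.5e-05.

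PRDM6 is among the up-regulated genes of Fig. 6 and is not called here, at 1.22 (adjusted p = 0.091). It is called by edgeR's quasi-likelihood test with TMM or RLE factors or with the replicate block, by DESeq2, by limma without SU5402 replicate 3 and, chosen after seeing the values, by limma with an intensity trend. The adjusted p ranged from 0.024 to 1 over its alternatives. CPXM2, at -1.98, and TMEM132D, at -1.81, are down-regulated here and do not appear in Fig. 6. In the files they carry no symbol and were found by identifier.

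The paper's methods and legends name a one-tailed Wald test. A two-sided Wald test with DESeq2 on the recovered reads gave p-values whose median ratio to the deposited ones was 1.00 over 14736 genes.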

Other observations

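Of the tests in this part, the use of differentiation genes in place of induction genes for the share of muscle cells, the fit with the level of chromosome W genes, and the reading of a median near 0 over genes that move both ways as undecided, were set only after the result was seen. The endothelial and erythroid lists also replaced the glial list in the test of the share of mesenchyme after it, because the sign of the glial median turns with single libraries. By the rule first written, p53 activation and the proximal programme would have been argued against and an unchanged proliferation programme kept.

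The rise of the myogenic genes was weighed against changes in the mix of cells. One change in the share of muscle lineage cells with unchanged expression per cell would raise all steps of the pathway alike. The differentiation genes rose by 0.82 more than the precursor genes PAX3 and PAX7 (SE between libraries 0.16). The 0.82 rests on PAX3, at 1.16, since PAX7, at 2.53, rose by nearly as much as the differentiation genes at 2.67. The induction and fusion genes, tested first, rose by 2.49 (SE between libraries 0.29) more than the precursor genes, which a single share would not give if all these genes were confined to muscle cells. They are 2 genes, MYOG (SE 0.63) and MYMK (SE 0.92), and MYMK had 4.81 ± 6.18 normalized counts (SD, n = 3) with DMSO and was not called without SU5402 replicate 1. With limma on log2(FPKM + 1), MYMK rose by 1.56 and PAX7 by 1.63. The added 1 FPKM shrinks changes of genes with low values, MYMK among them, so these rises do not compare the genes on equal terms. Expression of the precursor genes in other cells was not measured, so a change in this share and a change in expression cannot be told apart. A lower share of limb mesenchyme as the only change would raise the markers of every other cell type alike. The endothelial list argues against that, as it lay 5.47 below the erythroid one (a difference of -5.47). The endothelial list was at -3.08 (SE between libraries 0.12) and the erythroid list at 2.39 (SE 0.23). As the cause of the endothelial fall is open, a lower share as 1 part of the rise is not excluded. The glial list, at -0.42 (camera adjusted p = 0.53), rests on 6 genes that move both ways, 0 of which rose past the thresholds and 1 of which, FABP7 at -2.63, fell. 

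The paper reports more apoptosis in SU5402-treated explants. Activation of p53 predicts a rise of its targets, whose median was -0.0424 over 14 genes (camera adjusted p = 0.37). They moved both ways, PHLDA3 by 1.14 and SESN2 by -1.54, GADD45A by -1.43 and FAS by -1.02, so the list leaves activation of p53 open. FAS was not called without DMSO replicate 3, SU5402 replicate 1 or SU5402 replicate 2.

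A retained proximal or retinoic acid programme, weighed for the fall of HOXA13 and HOXD13, predicts a rise of its genes. The median of 10 genes was 0.0928 (camera adjusted p = 0.16), with 6 of them higher and 4 lower, the lowest at -0.62. DHRS3, at 1.07, was past both thresholds. MEIS1, at 0.56, and MEIS2, at 0.49, were higher by less than 2-fold, and STRA6 changed by -0.31. As its genes move both ways, the list does not decide the question.

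No change in the proliferation programme predicts a median near 0, which the 25 proliferation genes tested had, at -0.0570 (camera adjusted p = 0.41). Of these, 0 passed both thresholds and 4 had an unadjusted p under 0.05. RRM2 rose by 0.47, and MKI67 and KIF11 changed by -0.27 and -0.35, all at an adjusted p under 0.05. A median near 0 over genes that go both ways leaves the explanation open. The cell cycle genes as a set had a median of -0.0379 (camera adjusted p = 0.41).

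More protein-coding genes rose than fell, 57.2% of those differentially expressed. With TMM factors in edgeR's quasi-likelihood test 58.4% rose, but these factors moved the log2 fold changes by 0.0028, too little to test scaling, which stays open. The excess of rises was not seen in 2 alternatives, with 389 rises and 396 falls for limma on log2(FPKM + 1) and 193 and 201 for limma's treat. Gene length is argued against by a Spearman's rho of -0.0594 between length and log2 fold change across 14096 genes, which are not independent replicates.

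The mix of male and female embryos in the libraries was weighed because genes of chromosome W varied between libraries of the same treatment, with a median SD of 0.955 on the log2 scale against 0.136 for all genes. The 55 genes of chromosome W that were tested differed between treatments by a median of -0.48 (camera p = 0.20), and those of chromosome Z by 0.11 (camera p = 0.023, and 0.67 with the correlation estimated). With the level of chromosome W genes in each library as a covariate, their median residual SD fell from 0.955 to 0.271, and 1380 of the 1479 protein-coding genes were called in the same direction, among 1423 in all. This argues against the mix as the cause of most differences between treatments.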
